# Modulation of Multiple Gene Clusters’ Expression by the PAS-LuxR Transcriptional Regulator PteF

**DOI:** 10.3390/antibiotics11080994

**Published:** 2022-07-24

**Authors:** Cláudia M. Vicente, Tamara D. Payero, Antonio Rodríguez-García, Eva G. Barreales, Antonio de Pedro, Fernando Santos-Beneit, Jesús F. Aparicio

**Keywords:** antifungal agent, gene regulation, LuxR, PAS domain, polyene macrolide, *Streptomyces*

## Abstract

PAS-LuxR transcriptional regulators are conserved proteins governing polyene antifungal biosynthesis. PteF is the regulator of filipin biosynthesis from *Streptomyces avermitilis*. Its mutation drastically abates filipin, but also oligomycin production, a macrolide ATP-synthase inhibitor, and delays sporulation; thus, it has been considered a transcriptional activator. Transcriptomic analyses were performed in *S. avermitilis* Δ*pteF* and its parental strain. Both strains were grown in a YEME medium without sucrose, and the samples were taken at exponential and stationary growth phases. A total of 257 genes showed an altered expression in the mutant, most of them at the exponential growth phase. Surprisingly, despite PteF being considered an activator, most of the genes affected showed overexpression, thereby suggesting a negative modulation. The affected genes were related to various metabolic processes, including genetic information processing; DNA, energy, carbohydrate, and lipid metabolism; morphological differentiation; and transcriptional regulation, among others, but were particularly related to secondary metabolite biosynthesis. Notably, 10 secondary metabolite gene clusters out of the 38 encoded by the genome showed altered expression profiles in the mutant, suggesting a regulatory role for PteF that is wider than expected. The transcriptomic results were validated by quantitative reverse-transcription polymerase chain reaction. These findings provide important clues to understanding the intertwined regulatory machinery that modulates antibiotic biosynthesis in *Streptomyces*.

## 1. Introduction

Polyene macrolide antifungals are natural products produced by *Streptomycetes* and related bacteria. These are filamentous soil-dwellers that undergo a complex life cycle involving differentiation and sporulation and they are well known for their ability to produce an impressive array of bioactive compounds. The control of these compounds’ production is a rather complex process involving multiple levels of intertwined regulation. Typically, the lowest level is governed by pathway-specific transcriptional regulators, which are encoded within the respective biosynthetic gene clusters.

PAS-LuxR regulators are transcription factors that combine an N-terminal PAS sensory domain [1] with a C-terminal helix-turn-helix (HTH) motif of the LuxR type for DNA-binding [2]. The sensory domain is thought to detect a physical or chemical stimulus and regulate, in response, the activity of the effector domain [3]. The archetype of this class of regulators, PimM, was first identified in the antifungal pimaricin biosynthetic gene cluster from *Streptomyces natalensis* [4]. It was characterized as a transcriptional activator of pimaricin biosynthesis because antifungal production was abolished upon gene deletion, and later, its mode of action was characterized at the molecular level [5]. Since its discovery, homologous regulatory proteins have been found to be encoded in all the known biosynthetic gene clusters of antifungal polyketides (polyenes), and they have been shown to be functionally equivalent, to the extent that the production of pimaricin is restored in *S. natalensis* Δ*pimM* upon the introduction of heterologous regulators of the PAS-LuxR class, such as *nysRIV* (nystatin), *amphRIV* (amphotericin), or *pteF* (filipin), into the strain [6]. Furthermore, the introduction of a single copy of *pimM* into the amphotericin-producing strain *S. nodosus*, into the filipin-producing strain *S. avermitilis*, or into the rimocidin producing strain *S. rimosus*, boosted the production of all polyenes, thus indicating that these regulators are fully exchangeable [6]. Interestingly, these regulatory proteins have only been found to be encoded in polyene gene clusters, in which they participate as the final transcriptional regulator of the regulatory cascade leading to antifungal biosynthesis.

Although PAS-LuxR regulators were initially considered pathway-specific transcriptional regulators due to their location in the chromosome, recent results have shown that they should be considered regulators with a wider range of implications. The canonical operator of PimM was used to search for putative targets of the orthologous protein PteF in the genome of *S. avermitilis*, finding multiple binding sites located inside or upstream from genes involved in different aspects of both primary and secondary metabolism [7], thus suggesting that the regulator could govern those processes. These included genetic information processing, DNA replication and repair, energy metabolism, carbohydrate metabolism, lipid metabolism, morphological differentiation, transcriptional regulation, and secondary metabolite biosynthesis, among others. Several of these operators were selected, and their binding to PimM DNA-binding domain was demonstrated by electrophoretic mobility shift assays (EMSAs). As a proof of concept, the biosynthesis of the ATP-synthase inhibitor oligomycin, whose gene cluster included two operators, was studied [7]. The *pteF*-deleted mutants, who showed a severe loss of filipin production and delayed spore formation in comparison to that of the wild-type strain [8], also showed a severe loss of oligomycin production and reduced expression of *olm* genes. Gene complementation of the mutant restored the phenotype; thus, PteF was able to co-regulate the biosynthesis of two related secondary metabolites, the polyketide macrolides filipin and oligomycin [7]. Therefore, this cross-regulation could be extended to all the clusters where operators were found, which suggests that PAS-LuxR regulators may affect a plethora of processes previously unforeseen. In this sense, the introduction of PAS-LuxR regulatory genes into different *Streptomyces* hosts has already proven useful for the awakening of dormant secondary metabolite biosynthetic genes [9,10].

Herein, we have used microarrays to study the transcriptome of an *S. avermitilis* Δ*pteF* mutant in comparison with that of its parental strain in order to deepen our knowledge about the processes in which PteF is involved, corroborating our previous results and providing the first evidence that PAS-LuxR regulators can behave as wide domain regulators and control the expression of multiple genes, either directly or indirectly, not only related to secondary metabolism but also to essential cellular functions. Their implication in the regulation of several secondary metabolite gene clusters is particularly noteworthy.

## 2. Results and Discussion

### 2.1. Identification of Genes with an Altered Expression Profile in S. avermitilis ΔpteF Mutant

*S. avermitilis* Δ*pteF* and its parental strain *S. avermitilis* NRRL 8165 were grown in a YEME medium without sucrose, and samples were taken at the end of the exponential and at the middle of the stationary growth phases (Figure 1). A transcriptomic analysis was performed by microarray hybridization to assess the genes with an altered expression in the mutant when compared with the parental strain at two different times during the growth curve. 

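RNA of the wild type and of the Δ*pteF* mutant, copied into Cy3-labelled cDNA, was read against Cy5-labelled genomic DNA on 12 Agilent arrays. Each strain had 3 arrays at t1 and 3 at t2, every one from an independent culture, so n = 3 in each of the 4 groups. The arrays carried 7791 probes of 7624 *S. avermitilis* genes, 56 of which had several probes, together with 7381 probes of other species and 77 negative control spots. The deleted gene *pteF* (*SAVERM409*), the PAS-LuxR regulator of filipin biosynthesis, was still measured in every sample. Its log2 Cy3/Cy5 ratio was 1.84, 1.57 and 1.92 in the wild type and 0.87, 0.74 and 1.28 in the mutant at t1, and 1.76, 1.68 and 1.65 in the wild type and 1.10, 0.76 and 1.57 in the mutant at t2. Every mutant array was thus below every wild-type array of its phase (exact two-sided permutation test, *p* = 0.1, the smallest that 3 arrays against 3 allow). The Mc value of *pteF* was -0.94 ± 0.18 at t1 (± SE, n = 3 arrays per strain, adjusted *p* = 0.00236) and -0.61 ± 0.14 at t2 (adjusted *p* = 0.00196). Its Cy3 signal lay under the 95th percentile of the other-species probes on all 12 arrays, those of the wild type included, and its 4 probes had Mc values from -1.17 to -0.68 at t1 and from -0.74 to -0.37 at t2. Where these probes sit relative to the deleted part is not given in the sources used here. Probes outside the deleted part would check nothing, so these values say little about the deletion itself. The Cy3 signals were low throughout. At t1 the median Cy3 signal over the genes of an array was 181 to 285 in the wild type and 260 to 327 in the mutant. At t2 it was 116 to 205 and 216 to 291, against 18850 to 29583 for Cy5 over both phases. These are scanner units before background correction, where the other-species probes had Cy3 medians of 98.8 to 270 per array. Between 905 and 1780 genes per array were brighter in Cy3 than 95% of the other-species probes, and 1558 genes were so in all replicates of at least 1 group. The number of arrays limits the precision of every value. According to the paper, the authors gave each spot a quality weight, corrected the log2 ratios by weighted medians, applied a global loess, and fitted linear models in limma with spot duplicates and array weights. Here the scanner's mean signals were corrected for the local background by normexp with an offset of 50, given the weights of Table S3, and centred on the weighted median of each array. Loess was left out by a rule blind to the strains, because it removed 54.9% of the variance between genes, over the limit of 50%. All 12 arrays entered 1 limma fit with a mean for each group and array weights, which ran from 0.202 for wild-type t1 replicate 2 to 7.45 for Δ*pteF* t2 replicate 1. A gene was called overexpressed or underexpressed in the mutant at a Benjamini-Hochberg adjusted *p* under 0.05 and a fold change of at least 2, that is, a Mc value of at least 1 in size. The 6 arrays of t1 shared a slide and the 6 of t2 another, so slide and growth phase cannot be told apart, whereas each comparison of the strains lies within a slide. On both slides the wild type lay in array columns 1, 1 and 2 and the mutant in columns 2, 3 and 3. Strain and column are thus largely confounded. With the column as a covariate, 752 genes were called at t1 and 1300 at t2, against 606 and 838 without it.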

Given that PteF has been demonstrated to control filipin and oligomycin production as well as have an impact on sporulation [7,8], the sampling times were selected to coincide with the onset of secondary metabolite production and with the metabolic changes linked with morphological differentiation, namely, at the end of exponential phase (t1) and early stationary phase of growth (t2). The genomic DNA was used as a universal reference for all the hybridizations. 

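The genomic DNA signal was not even along the chromosome. The 958 genes measured from *SAVERM120* to *SAVERM1080* had a median log2 Cy5 signal of 11.81 over the 12 arrays, against 14.64 for the 6603 other numbered genes, which is a 7.10-fold lower Cy5 signal. The difference of the medians lay between -2.86 and -2.78 on every array, in the arrays of both strains and both growth phases, so it was far larger than its spread. The 119 genes before *SAVERM120*, at the left end of the chromosome, had a median of 14.75, and the other-species probes one of 8.51. The segment holds the filipin (*pte*), avermectin (*ave*) and *nrp6* gene clusters and the sigma factor genes *sig10*, *sig13* and *sig60*. Because the same reference was used on all arrays, the lower signal raises the log2 Cy3/Cy5 ratio of these genes in both strains and leaves the Mc value a difference between strains. The reference was genomic DNA of the wild type, however. If the wild-type cultures held fewer copies of the segment than the mutant cultures, Mc values there would be raised. These arrays leave that open.

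**Figure D1:**
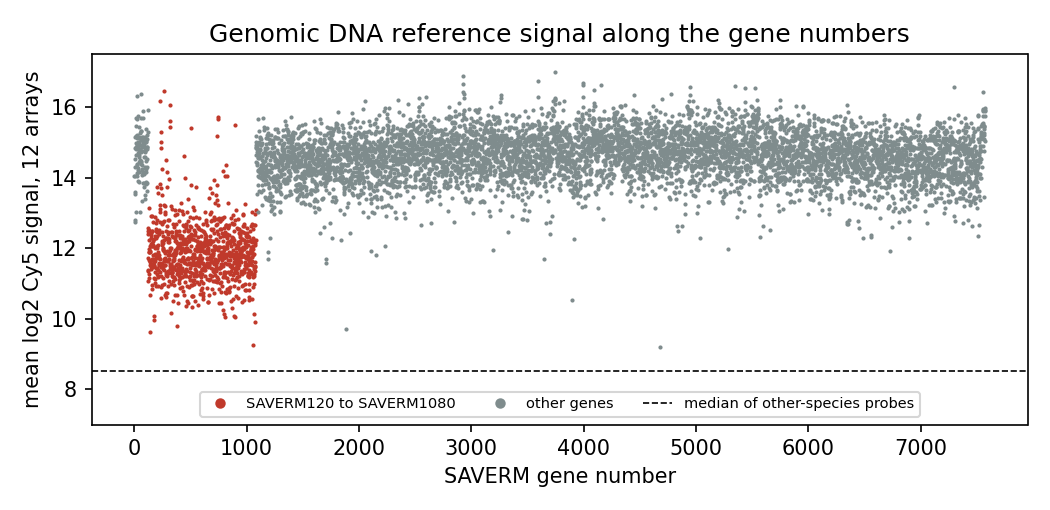
Mean log2 Cy5 signal of each numbered gene over the 12 arrays (vertical axis) against its SAVERM number (horizontal axis). Genes from *SAVERM120* to *SAVERM1080* are red, the others grey, and the dashed line marks the median of the other-species probes at 8.51; the red genes lie around 11.81 and the grey ones around 14.64.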

A result was considered statistically significant if the BH-corrected *p*-value was <0.05. It is worth noting that these conditions are quite stringent, given that the genes that constituted direct targets of PteF (e.g., the filipin polyketide synthases *pteA1* and *pteA2*; [8]) were not statistically significant. 

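The filipin polyketide synthase genes *pteA1* (*SAVERM419*) and *pteA2* (*SAVERM418*), whose products build the filipin carbon chain, had Mc values of -1.05 ± 0.19 and -0.81 ± 0.22 at t1 (± SE, n = 3 arrays per strain). The gene *pteA1* was underexpressed in the mutant by a narrow margin (adjusted *p* = 0.00204), and *pteA2* (adjusted *p* = 0.0228) stayed under a fold change of 2. The 4 probes of *pteA1*, which were averaged, had Mc values from -1.81 to -0.057 at t1. At t2 the values were -0.57 ± 0.15 and -0.59 ± 0.15, and neither gene was called. The log2 Cy3/Cy5 ratio of *pteA1* at t1 was 1.97 ± 0.31 (SD, n = 3) in the wild type and 1.03 ± 0.34 in the mutant, with no overlap, whereas the arrays of *pteA2* overlapped. Both genes lie in the segment with a 7.10-fold lower Cy5 signal, and both stayed under the 95th percentile of the other-species probes in Cy3 on all 12 arrays. The call of *pteA1* was lost with Cy3 signals alone, with equal array weights, and without wild-type t1 replicate 1 or 3 or Δ*pteF* t1 replicate 1 or 2.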

With this criterion, a microarrays analysis showed significant differences (with a fold change above or below ±2) in the expression of 208 genes of the *pteF*-negative mutant at the end of the exponential phase, and 99 at the stationary phase of growth (Table 1; Figure 2).

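At t1, 606 of the 7623 genes tested were called in limma, 431 overexpressed and 175 underexpressed in the mutant, and at t2 838 of 7624 were, 655 overexpressed and 183 underexpressed. The most overexpressed genes at t1 included *SAVERM7350*, for an integral membrane protein, with a Mc value of 3.84 ± 0.27 (± SE, n = 3 arrays per strain, adjusted *p* = 8.69e-07), *SAVERM899* and *SAVERM1008*, for secreted proteins, with 3.70 ± 0.28 and 3.44 ± 0.28, and *SAVERM885*, for a monooxygenase, with 3.39 ± 0.25. At t2 they included *SAVERM899* with 4.45 ± 0.21 (adjusted *p* = 8.95e-09), the secreted protein gene *SAVERM615* with 4.05 ± 0.18, the MerR-family regulator gene *SAVERM244* with 3.53 ± 0.26, *SAVERM7350* with 3.44 ± 0.21, the heat shock gene *hsp18_2* with 3.22 ± 0.23 and *SAVERM897*, for a secreted alpha-amylase inhibitor, with 3.12 ± 0.18. All of these but *SAVERM7350* lie in the segment with a 7.10-fold lower Cy5 signal. With loess the calls of *SAVERM7350* in both phases and those of *SAVERM244* and *hsp18_2* at t2 were lost. Of the called genes, 218 were called in both phases, 209 of them with the same sign, against 66.6 for independent lists of these sizes. The change between the strains itself differed between phases for 1108 genes (interaction in limma), including 205 of the 388 genes called at t1 only and 289 of the 620 called at t2 only. That test passed 54 genes with loess, 31 with equal array weights, 37 without wild-type t1 replicate 1, and 11 and 44 without Δ*pteF* t2 replicates 1 and 2, and of the 96 named genes that passed it 17 did with equal array weights. These were *pteD*, *pteC*, *pteB*, *aveR*, *aveBVII*, *aveBVIII*, *agaB1*, *meaA1*, *avaC*, *avaB*, *avaA*, *olmRI*, *purN*, *phoA*, *kipA*, *kipI* and *SAVERM6941*. The phase differences given below for the others of the 96 were lost there. Of 100 splits of the arrays within both phases, 18 passed as many genes as the real one, so chance cannot be excluded for this count. At t1 the replicates of the strains did not overlap for 18.1% of the genes and at t2 for 28.5%, against 10% by chance. The t2 count rests on Δ*pteF* t2 replicate 1, without which 27 genes were called, and without Δ*pteF* t2 replicate 2 it was 111, while equal array weights gave 240 and loess 408. Replicates 1 to 3 of the mutant at t2 weighed 7.45, 0.621 and 0.258. Standard errors and adjusted *p* values at t2 thus rest mainly on 1 mutant array and do not measure the spread between the 3 mutant cultures. The log2 Cy3/Cy5 ratio of *SAVERM899* at t2 was 2.96 ± 0.15 (SD, n = 3) in the wild type and 6.92 ± 0.91 in the mutant. At t1 the count was 350 with equal array weights, 291 with loess, 223 without wild-type t1 replicate 1, 303 without wild-type t1 replicate 3 and 289 without Δ*pteF* t1 replicate 1.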

Surprisingly, the lack of PteF resulted in the overexpression of a majority of the differentially transcribed genes, at both sampling times, thus indicating that this regulator acts as a negative modulator for the expression of those genes. This was unexpected given that PteF is an activator of both the antifungal filipin [8] and the ATP-synthase inhibitor oligomycin’s [7] biosynthesis.

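Overexpressed genes made up 71.1% of the called genes at t1 (431 of 606, 95% exact binomial interval 67.3% to 74.7%) and 78.2% at t2 (655 of 838, 75.2% to 80.9%). The interval treats genes as independent, which genes of one operon or cluster are not. The segment from *SAVERM120* to *SAVERM1080*, with a 7.10-fold lower Cy5 signal, held 180 of the overexpressed genes and 13 of the underexpressed ones at t1, and 133 and 24 at t2. Outside it, 251 genes were overexpressed and 162 underexpressed at t1, a share of 60.8%, and 522 and 159 at t2, a share of 76.7%. Across genes outside the segment, Mc rose with the mean Cy3 signal, with a Spearman's rho of 0.409 at t1 and 0.763 at t2. How far these shares follow from that trend was not tested. With loess the segment held 242 overexpressed and 12 underexpressed genes at t1, against 8 and 28 numbered genes outside it. At t2 it held 289 and 11, against 79 and 28. Outside the segment at t1, Agilent's processed signals gave 175 overexpressed and 427 underexpressed genes, Cy3 signals alone 101 and 148, and equal array weights 84 and 81. At t2 they gave 441 and 434, 134 and 127, and 115 and 22. The majority outside the segment at t1 was thus not kept with loess, Agilent's processed signals or Cy3 signals alone. In the authors' deposited table the segment held 106 of the 145 overexpressed genes at t1 (73.1%) and 4 of the 63 underexpressed ones. At t2 it held 35 of the 64 overexpressed genes (54.7%) and 0 of the 35 underexpressed ones. Inside and outside the segment together, the share of overexpressed genes at t1 was 86.3% with loess, 50.5% with Agilent's processed signals and 63.4% with Cy3 signals alone. At t2 it was 90.4%, 54.4% and 60.2%. It ranged from 68.2% to 80.3% at t1 and from 71.1% to 100% at t2 over the fits that left out 1 array each, the last without Δ*pteF* t2 replicate 1. From the majority of overexpressed genes in a strain that lacks PteF, the paper concludes that the regulator acts as a negative modulator of their expression.

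**Figure D2:**
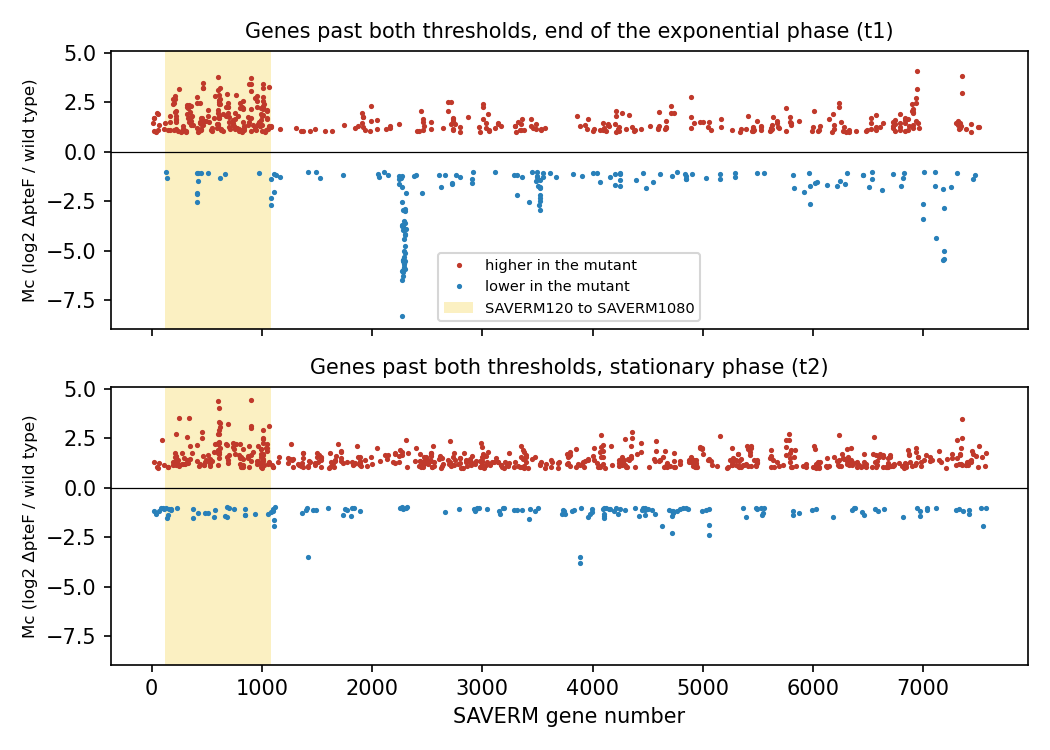
Mc values of the genes called at t1 and at t2 (vertical axes, log2) against their SAVERM number (horizontal axes). Overexpressed genes are red and underexpressed genes blue, each point is 1 gene with 3 arrays per strain, and the yellow band marks *SAVERM120* to *SAVERM1080*, which holds 180 of the 431 overexpressed genes at t1 and 133 of the 655 at t2.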

These genes were related to different cellular processes, including genetic information processing; energy, carbohydrate, and lipid metabolism; DNA replication and repair; morphological differentiation; and transcriptional regulation, among others, but particularly to secondary metabolite biosynthesis (Table 1).

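Of the 257 genes of Table S1, 256 were measured, and 122 of them were overexpressed and 59 underexpressed at t1, against 95 and 11 at t2 (12 underexpressed at t2 when adjusted over the list alone). Because the paper chose these genes on the same arrays, the counts are not independent evidence of a direction. Among the 89 measured genes of secondary metabolite biosynthesis, 32 were overexpressed and 27 underexpressed at t1, and 28 and 3 at t2. Genetic information processing had 13 overexpressed and 4 underexpressed genes of 24 at t1, DNA, nucleotide and vitamin metabolism 13 and 2 of 18, carbohydrate metabolism 10 and 2 of 13, and lipid metabolism 6 and 0 of 9. Energy metabolism had 2 underexpressed genes of 3 and none overexpressed, transport 9 overexpressed and 11 underexpressed of 25, cell envelope and differentiation 5 and 0 of 12, and regulation 16 and 7 of 33. At t2 the same groups had 9 and 2, 7 and 1, 5 and 0, 5 and 0, 0 and 0, 7 and 3, 2 and 1, and 11 and 1. The segment with a 7.10-fold lower Cy5 signal held 93 of the 256 genes. With loess, 92 of the 181 calls at t1 and 62 of the 106 at t2 were kept, and of the calls at t2, 19 were kept without Δ*pteF* t2 replicate 1 and 52 without Δ*pteF* t2 replicate 2.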

#### 2.1.1. Genes Involved in Genetic Information- and Protein-Processing and Amino Acid Metabolism

This group includes 24 genes that showed differential transcription in at least one of the sampling times (Table 1). These genes code for enzymes involved in amino acid metabolism (seven genes), proteins involved in transcription (eight genes, including five sigma factors), the ribosomal protein L28 (*SAVERM2675*), two putative acetyltransferases of ribosomal proteins (*SAVERM703* and *SAVERM758*), and enzymes involved in protein processing (five genes) (Supplementary Materials Table S1).

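The sigma factor genes *sig10* (*SAVERM898*), *sig60* (*SAVERM213*) and *sig13* (*SAVERM997*), whose products direct RNA polymerase to sets of promoters, were overexpressed in the mutant in both growth phases. At t1 their Mc values were 3.41 ± 0.25 (± SE, n = 3 arrays per strain, adjusted *p* = 8.86e-07), 2.66 ± 0.29 (adjusted *p* = 2.64e-05) and 1.83 ± 0.19 (adjusted *p* = 1.35e-05), and at t2 they were 2.99 ± 0.19, 1.56 ± 0.22 and 1.02 ± 0.14. The putative acetyltransferase genes *SAVERM703* and *SAVERM758* were overexpressed at t1, with 1.76 ± 0.17 and 1.67 ± 0.20, and *SAVERM758* also at t2, with 1.68 ± 0.16, where *SAVERM703* had 0.85 ± 0.13. The gene *sig32* (*SAVERM3888*) was underexpressed at t2, with -3.48 ± 0.41 (adjusted *p* = 3.55e-05), and had -0.83 ± 0.54 at t1, and the change differed between the phases (adjusted *p* = 0.0216). None of *sig40* (*SAVERM4561*), *rpmB1* (*SAVERM2675*), for the ribosomal protein L28, and the Wbl-family regulator gene *wblE* (*SAVERM3016*) was called in either phase. The Mc value of *rpmB1* was -0.05 ± 0.26 at t1 and -0.82 ± 0.20 at t2. The genes of these 3 sigma factors and 2 acetyltransferases lie in the segment with a 7.10-fold lower Cy5 signal, and *sig13* and *SAVERM703* stayed under the 95th percentile of the other-species probes in Cy3 on all 12 arrays. At t2 *sig32* was no longer called with loess, and neither it nor *sig13*, *sig60* and *SAVERM758* was without Δ*pteF* t2 replicate 1. Without Δ*pteF* t2 replicate 2, *sig13*, *sig60* and *sig32* were lost as well, *sig13* and *sig60* also with equal array weights, and *sig13* without wild-type t2 replicate 2.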

Interestingly, while sigma factors *sig10* (*SAVERM898*), *sig13* (*SAVERM997*), and *sig60* (*SAVERM213*), and ribosomal proteins acetyltransferases *SAVERM703* and *SAVERM758* showed increased transcription levels in the mutant, *sig32* (*SAVERM3888*), *sig40* (*SAVERM4561*), the L28 ribosomal protein encoding gene *rpmB1*, and the *whiB*-like transcriptional factor *wblE* were clearly underexpressed in the mutant. The Wbl family of transcriptional factors is exclusive of actinobacteria, and their members have been correlated with diverse roles in morphological differentiation and secondary metabolism [11,12].

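All 4 genes of proline and ornithine breakdown were underexpressed in the mutant at t1. The gene *putA* (*SAVERM2724*), for proline dehydrogenase, had a Mc value of -1.60 ± 0.19 (± SE, n = 3 arrays per strain, adjusted *p* = 5.02e-05), and *rocA* (*SAVERM2723*), for the dehydrogenase of the next step, -1.64 ± 0.24 (adjusted *p* = 0.000363). The ornithine aminotransferase genes *rocD2* (*SAVERM7112*) and *SAVERM4551* had -1.72 ± 0.22 (adjusted *p* = 0.000108) and -1.51 ± 0.33 (adjusted *p* = 0.00669). At t2 none was called, with values of 0.22 ± 0.15, 0.12 ± 0.18, -0.47 ± 0.17 and -0.27 ± 0.25, and the change differed between the phases for *putA* (adjusted *p* = 0.000848), *rocA* (adjusted *p* = 0.00304) and *rocD2* (adjusted *p* = 0.0108). None of these differences passed with equal array weights. Of a list of 5 genes of proline and ornithine catabolism fixed beforehand, *putA*, *rocA*, *rocD2* and *rocD3* were underexpressed at t1 (4 also when adjusted over the list alone), and the list was lower than other genes in camera (adjusted *p* = 0.000192, and adjusted *p* = 0.225 with an estimated correlation), although the paper names these 4 genes from the same arrays, so that they are not independent evidence. In the opposite direction, *leuB* (*SAVERM2718*) of leucine biosynthesis, the phenylacetate degradation gene *paaI* (*SAVERM1986*) and the cysteine desulfurase gene *SAVERM1061* were overexpressed at t1, with 2.50 ± 0.36, 1.55 ± 0.20 and 3.27 ± 0.28. At t2 *SAVERM1061*, which lies in the segment with a 7.10-fold lower Cy5 signal, was overexpressed with 3.13 ± 0.21, and *leuB* and *paaI* had 0.65 ± 0.28 and 0.31 ± 0.15. With loess none of the 4 underexpressed genes was called, nor were *leuB* and *paaI*. *SAVERM4551* was lost without Δ*pteF* t1 replicate 1 or 2, and the t2 call of *SAVERM1061* without Δ*pteF* t2 replicate 1.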

Notably, the genes *rocA* (*SAVERM2723*) and *putA* (*SAVERM2724*), which encode delta-1-pyrroline-5-carboxylate dehydrogenase and proline dehydrogenase, respectively, and that have been related to proline catabolism [13], and *rocD2* (*SAVERM7112*) and *SAVERM4551*, which encode putative ornithine aminotransferases and are also involved in proline metabolism, were underexpressed in the mutant, while *leuB* (*SAVERM2718*), which is involved in valine, leucine, and isoleucine biosynthesis; *paaI* (*SAVERM1986*), which encodes the phenylacetic acid thioesterase; and putative cysteine desulfurase *SAVERM1061* were overexpressed.

#### 2.1.2. Genes Involved in Nucleotide and Vitamin Metabolism, and DNA Replication, Recombination, and Repair

Eighteen genes falling into this category were found to be differentially transcribed in the mutant (Table 1). Ten of them are involved in DNA replication, recombination, and repair. Of these, seven putative transposases belonging to different families showed an enhanced transcription in the mutant. Additionally, two genes involved in DNA repair, *ku2* (*SAVERM879*), which is probably involved in non-homologous DNA end-joining [14], and *uvrD1* (*SAVERM3463*) that codes for a putative ATP-dependent helicase, were also upregulated. Conversely, *int12* (*SAVERM4626*), which encodes a tyrosine-family recombinase/integrase, showed reduced transcription levels at the stationary phase.

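All 7 putative transposase genes were overexpressed in the mutant at t1, and for 6 of them the arrays of the strains did not overlap, but the study picked them as overexpressed on these arrays, so the 10% that chance gives does not apply, while *SAVERM120* had a value on 2 of the 3 wild-type arrays. The Mc values were 2.26 ± 0.17 for *tnpA* (*SAVERM821*, ± SE, n = 3 arrays per strain, adjusted *p* = 8.91e-07), 1.97 ± 0.25 for *SAVERM757* (adjusted *p* = 0.000108), 1.93 ± 0.19 for *SAVERM47*, 1.92 ± 0.19 for *SAVERM61*, 1.44 ± 0.20 for *SAVERM120*, 1.32 ± 0.17 for *SAVERM288* and 1.10 ± 0.22 for *SAVERM289*. At t2 *SAVERM757*, *SAVERM289*, *SAVERM288* and *tnpA* were overexpressed, with 2.22 ± 0.19, 1.48 ± 0.17, 1.22 ± 0.13 and 1.04 ± 0.13, and *SAVERM47*, *SAVERM61* and *SAVERM120* had 0.50 ± 0.15, 0.47 ± 0.15 and 0.41 ± 0.15. The values of these 3 genes differed between the phases, with an adjusted *p* = 0.0029, an adjusted *p* = 0.00257 and an adjusted *p* = 0.0178. All but *SAVERM47* and *SAVERM61* lie in the segment with a 7.10-fold lower Cy5 signal, where 33.6% of the genes had no overlap at t1, and *SAVERM120* and *SAVERM288* stayed under the 95th percentile of the other-species probes in Cy3 on all 12 arrays. At t1 *SAVERM47* and *SAVERM61* were lost with loess, *SAVERM289* with Cy3 signals alone, with equal array weights and without Δ*pteF* t1 replicate 1 or 3, and *SAVERM120* and *SAVERM289* without wild-type t1 replicate 1 or 3. None of the t2 calls was kept without Δ*pteF* t2 replicate 1, and *tnpA* was lost there without Δ*pteF* t2 replicate 2 or with equal array weights.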

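The gene *ku2* (*SAVERM879*), for a Ku protein that binds broken DNA ends, was overexpressed in the mutant at t1 with a Mc value of 1.49 ± 0.18 (± SE, n = 3 arrays per strain, adjusted *p* = 6.08e-05) and at t2 with 1.06 ± 0.14 (adjusted *p* = 7.28e-05). The helicase gene *uvrD1* (*SAVERM3463*) was overexpressed at t1, with 1.19 ± 0.19 (adjusted *p* = 0.000687), and had 0.25 ± 0.14 at t2, a difference between phases with an adjusted *p* = 0.0196. For both genes every mutant array lay above every wild-type array at t1. The gene *ku2* lies in the segment with a 7.10-fold lower Cy5 signal and stayed under the 95th percentile of the other-species probes in Cy3 on all 12 arrays. The t1 call of *uvrD1* was lost with loess, with Cy3 signals alone, with equal array weights and without wild-type t1 replicate 1 or 3, and the t2 call of *ku2* with equal array weights and without wild-type t2 replicate 3 or Δ*pteF* t2 replicate 1 or 2.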

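The recombinase gene *int12* (*SAVERM4626*) was underexpressed in the mutant at t2, with a Mc value of -1.92 ± 0.18 (± SE, n = 3 arrays per strain, adjusted *p* = 3.71e-06). Its log2 Cy3/Cy5 ratio was 0.65 ± 0.43 (SD, n = 3) in the wild type and -1.05 ± 0.39 in the mutant, and no array of one strain reached the other. At t1 it had -0.73 ± 0.23 (adjusted *p* = 0.0458), and the change differed between the phases by -1.20 ± 0.29 (adjusted *p* = 0.0165). The t2 call was lost with loess and without Δ*pteF* t2 replicate 1.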

The remaining genes were differentially transcribed only in the exponential phase. Four genes are involved in vitamin metabolism, three of them with lower transcription in the mutant, including cobalamin methylase *cobJ* (*SAVERM6407*), adenosyltransferase *cobA* (*SAVERM6413*), and alkaline phosphatase *phoA* (*SAVERM5915*), which besides being part of the PhoRP two-component system [15] is also involved in folate metabolism. 

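The alkaline phosphatase gene *phoA* (*SAVERM5915*) was underexpressed in the mutant at t1, with a Mc value of -2.01 ± 0.28 (± SE, n = 3 arrays per strain, adjusted *p* = 0.000231), and had 0.57 ± 0.21 at t2, a difference between phases of 2.59 ± 0.35 (adjusted *p* = 0.000946). The cobalamin genes *cobJ* (*SAVERM6407*), for a precorrin methylase, and *cobA* (*SAVERM6413*), for an adenosyltransferase, had -0.86 ± 0.17 (adjusted *p* = 0.00358) and -0.63 ± 0.16 (adjusted *p* = 0.0163) at t1, under a fold change of 2, although every mutant array lay below every wild-type array. At t2 they had -0.17 ± 0.13 and -0.11 ± 0.12, and *cobA* stayed under the 95th percentile of the other-species probes in Cy3 on all 12 arrays. The thiamine biosynthesis gene *thiC* (*SAVERM4265*) was overexpressed in both phases, with 1.96 ± 0.20 at t1 (adjusted *p* = 1.14e-05) and 1.13 ± 0.15 at t2. The calls of *phoA* and *thiC* at t1 were lost with loess, and that of *thiC* at t2 with loess, with Cy3 signals alone and without Δ*pteF* t2 replicate 1 or 3.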

The fourth gene, *thiC* (*SAVERM4265*), is a thiamine biosynthesis protein (Supplementary materials Table S1). The remaining genes are involved in purine metabolism, including *pgmA*, *purA*, and *purN*, all with an enhanced transcription, and *cpdB*, possessing a lower transcription.

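Of the 4 purine genes, *pgmA* (*SAVERM803*), *purQ* (*SAVERM4139*), which Table S1 lists in this category, and *purN* (*SAVERM3445*) were overexpressed in the mutant at t1 and *cpdB* (*SAVERM6215*) was underexpressed. The phosphoglucomutase gene *pgmA* had a Mc value of 2.45 ± 0.26 (± SE, n = 3 arrays per strain, adjusted *p* = 2.13e-05), *purN* and *purQ*, of early steps of purine synthesis, 1.66 ± 0.19 (adjusted *p* = 3.07e-05) and 1.35 ± 0.18 (adjusted *p* = 0.000141), and *cpdB*, for a cyclic nucleotide phosphodiesterase, -1.71 ± 0.29 (adjusted *p* = 0.000954). At t2 *pgmA* was overexpressed with 2.18 ± 0.20, and *purN*, *purQ* and *cpdB* had -0.07 ± 0.14, 0.37 ± 0.14 and 0.56 ± 0.22, different from t1 (adjusted *p* = 0.000865, adjusted *p* = 0.0126 and adjusted *p* = 0.00188). The gene *pgmA* lies in the segment with a 7.10-fold lower Cy5 signal. With loess, *pgmA* alone was called at t1, *purQ* and *cpdB* were lost without wild-type t1 replicate 1, and *purQ* without wild-type t1 replicate 3. The t2 call of *pgmA* was lost without Δ*pteF* t2 replicate 1.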

#### 2.1.3. Carbohydrate Metabolism Genes

Thirteen genes fall into this category, including four most likely belonging to the same operon (*SAVERM1009*, *galE5*, *mpg2*, and *SAVERM1014*) and putatively involved in galactose metabolism, and showing an enhanced transcription in the mutant. 

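The 4 genes of the putative galactose operon were overexpressed in the mutant in both growth phases. At t1 the Mc values were 3.19 ± 0.39 for *mpg2* (*SAVERM1013*, ± SE, n = 3 arrays per strain, adjusted *p* = 6.08e-05), for a mannose-1-phosphate guanyltransferase, 2.75 ± 0.35 for *galE5* (*SAVERM1011*), for a UDP-glucose 4-epimerase, 2.29 ± 0.24 for the ketoreductase gene *SAVERM1014* and 2.14 ± 0.25 for *pelF* (*SAVERM1009*), for a glycosyltransferase. At t2 they were 2.44 ± 0.29 (adjusted *p* = 3.9e-05), 2.27 ± 0.26, 1.38 ± 0.18 and 1.43 ± 0.19, and no mutant array reached the wild type in either phase. All 4 lie in the segment with a 7.10-fold lower Cy5 signal. Without Δ*pteF* t2 replicate 1 or 2 none of the 4 was called at t2, with equal array weights *galE5* was lost there, and with loess *mpg2* was lost at t1.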

Other genes involved in the metabolism of this sugar were the alpha-galactosidase *agaB1* (*SAVERM1082*), which was underexpressed in the mutant, and the phosphoglucomutase *pgmA* (*SAVERM803*), which showed the opposite behavior. 

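The alpha-galactosidase gene *agaB1* (*SAVERM1082*), whose product releases galactose from oligosaccharides, was underexpressed in the mutant at t1, with a Mc value of -2.69 ± 0.22 (± SE, n = 3 arrays per strain, adjusted *p* = 1.98e-06). Its log2 Cy3/Cy5 ratio was 2.85 ± 0.46 (SD, n = 3) in the wild type and -0.02 ± 0.17 in the mutant. At t2 it had -0.98 ± 0.17, just under a fold change of 2, with the mutant below the wild type on every array, and the phases differed (adjusted *p* = 0.00224). It lies 2 numbers beyond the last gene of low Cy5 signal, *SAVERM1080*, whereas *pgmA*, overexpressed in both phases, lies within that segment. The t1 call of *agaB1* was lost with loess.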

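Citrate synthase *citA2* (*SAVERM3859*), citrate lyase *citE2* (*SAVERM1913*) and methylmalonyl-CoA mutase *meaA1* (*SAVERM1912*), which feed or use the tricarboxylic acid and glyoxylate cycles, were overexpressed in the mutant at t1. Their Mc values were 1.79 ± 0.24 (± SE, n = 3 arrays per strain, adjusted *p* = 0.000147), 1.77 ± 0.21 (adjusted *p* = 4.4e-05) and 1.96 ± 0.19 (adjusted *p* = 8.92e-06), with every mutant array above every wild-type array. At t2 none was called, with 0.90 ± 0.18, 0.66 ± 0.16 and 0.23 ± 0.15. The change differed between the phases for *meaA1* (adjusted *p* = 0.000946) and *citE2* (adjusted *p* = 0.0142) but did not pass the test for *citA2* (adjusted *p* = 0.0611). The difference of *citE2* was lost with equal array weights. With loess none of the 3 was called at t1.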

Interestingly, three genes of the tricarboxylic acid/glyoxylate cycle (citrate synthase *citA2*, citrate lyase *citE2*, and methylmalonyl-CoA mutase *meaA1*) were overexpressed in the mutant (Supplementary materials Table S1).

#### 2.1.4. Lipid Metabolism Genes

Nine genes related to lipid metabolism were differentially transcribed. These include the putative 3-oxoacyl-ACP synthase II *fabB2* (*SAVERM2944*), the acyl carrier protein *fabC4* (*SAVERM217*), the enoyl-CoA hydratase *echA1* (*SAVERM492*), and the acetyl/propionyl CoA carboxylase alpha subunit *accA2* (*SAVERM3866*), which are all presumably involved in fatty acid biosynthesis, and the 1-acylglycerol-3-phosphate O-acyltransferase *plsC1* (*SAVERM1485*) putatively involved in glycerophospholipid biosynthesis, among others. 

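At t1 the acyl carrier protein gene *fabC4* (*SAVERM217*) and the enoyl-CoA hydratase gene *echA1* (*SAVERM492*) were overexpressed in the mutant, with Mc values of 2.04 ± 0.20 (± SE, n = 3 arrays per strain, adjusted *p* = 1.04e-05) and 1.55 ± 0.22 (adjusted *p* = 0.000231). The gene *accA2* (*SAVERM3866*), for a subunit of the carboxylase that supplies malonyl-CoA, had -0.34 ± 0.18 (adjusted *p* = 0.211) and was not called. Both called genes lie in the segment with a 7.10-fold lower Cy5 signal, and *echA1* and *accA2* stayed under the 95th percentile of the other-species probes in Cy3 on all 12 arrays. At t2 *fabC4*, *echA1* and *accA2* were overexpressed, with 2.71 ± 0.15, 1.38 ± 0.17 and 1.21 ± 0.14, and only *accA2* of the 3 differed between the phases (adjusted *p* = 0.0014). Without Δ*pteF* t2 replicate 1 or 2, *fabC4* alone of these was called at t2, and with equal array weights *echA1* was lost there.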

Interestingly, all these genes showed increased transcription in the mutant during the exponential phase except *fabB2*, which was underexpressed (Supplementary materials Table S1). However, during the stationary phase, *fabB2* also showed enhanced transcription.

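The 3-oxoacyl-ACP synthase gene *fabB2* (*SAVERM2944*), of fatty acid chain elongation, was overexpressed in the mutant at t2, with a Mc value of 1.33 ± 0.21 (± SE, n = 3 arrays per strain, adjusted *p* = 0.000236), every mutant array lying above every wild-type array. The change differed from that at t1 by 1.96 ± 0.34 (adjusted *p* = 0.00311). The call was lost with loess, with Cy3 signals alone and without Δ*pteF* t2 replicate 1 or 2.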

Notably, the direct binding of the PteF orthologue PimM to the promoters of two of these genes has been already demonstrated [7]; thus, they have been included in Supplementary materials Table S1, although they did not meet the statistical criteria. These were the acyltransferase *plsC1* [16] whose transcription was increased in the mutant (Mc 0.88, uncorrected *p*-value 0.0471) and *fabB2* whose transcription was reduced (Mc −0.84, uncorrected *p*-value 0.0410 in t1) or increased (Mc 1.12, *p*-value 0.0048 in t2) depending on the growth phase.

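At t1 neither gene was called: *plsC1* (*SAVERM1485*), for an acyltransferase of phospholipid synthesis, had a Mc value of 0.99 ± 0.27 (± SE, n = 3 arrays per strain, adjusted *p* = 0.0234), with the mutant above the wild type on every array, and *fabB2* -0.62 ± 0.27 (adjusted *p* = 0.125), with overlapping arrays. At t2 *plsC1* was overexpressed with 1.16 ± 0.21 (adjusted *p* = 0.000541), its change not differing detectably from that at t1 (adjusted *p* = 0.748). The gene *plsC1* stayed under the 95th percentile of the other-species probes in Cy3 on all 12 arrays, and its t2 call was lost with loess, with Cy3 signals alone, with equal array weights and without Δ*pteF* t2 replicate 1 or 2.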

#### 2.1.5. Energy Production Genes

Only three genes belonging to this group were found to be differentially transcribed in the mutant. All of them are involved in oxidative phosphorylation and have a reduced transcription in the mutant: two of them belong to the operon *nuo* (*nuoJ1* and *nuoK1*), and the other one is the ATP synthase *atpF* (Supplementary Materials Table S1). 

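The genes *nuoJ1* (*SAVERM4846*) and *nuoK1* (*SAVERM4847*), for membrane subunits of respiratory complex I, were underexpressed in the mutant at t1, with Mc values of -1.21 ± 0.31 (± SE, n = 3 arrays per strain, adjusted *p* = 0.016) and -1.35 ± 0.30 (adjusted *p* = 0.00667), and no mutant array reached the wild type. The ATP synthase gene *atpF* (*SAVERM2885*) had 0.06 ± 0.23 (adjusted *p* = 0.871) at t1 and -0.02 ± 0.17 at t2, with overlapping arrays. Of 4 ATP synthase genes listed beforehand, *atpB*, named after its value was seen, was overexpressed at t2, with 1.42 ± 0.28 (adjusted *p* = 0.00102), and limma called none at t1, where 0 passed at an unadjusted *p* under the threshold (the same when adjusted over the list alone). The list did not pass camera in either phase (adjusted *p* = 0.665 at t1 and adjusted *p* = 0.439 at t2). At t2 *nuoJ1* and *nuoK1* had 0.62 ± 0.24 and -0.17 ± 0.23, and both differed from t1 (adjusted *p* = 0.00848 and adjusted *p* = 0.0481). With loess neither gene was called, nor without wild-type t1 replicate 3 or Δ*pteF* t1 replicate 1, and *nuoJ1* was lost without wild-type t1 replicate 1 and *nuoK1* without Δ*pteF* t1 replicate 2. The call of *atpB* was lost with loess, where its sign turned, with Agilent's processed signals, with Cy3 signals alone, with equal array weights and without Δ*pteF* t2 replicate 1 or 2.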

Interestingly, all the genes belonging to the *nuo* operon (*SAVERM4837*-*SAVERM4850*), although in several cases not meeting the statistical criteria, showed the same decreased transcription profile in the mutant.

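Of the 14 genes of the *nuo* operon, which encode the subunits of NADH dehydrogenase (complex I), 13 had a negative Mc value at t1 and 13 had no overlap between the arrays of the strains, where chance gives 10% for genes not chosen on these arrays. *SAVERM4843*, *nuoH* (*SAVERM4844*), *nuoJ1* and *nuoK1* were underexpressed in the mutant, with a Mc value of -1.40 ± 0.32 for *nuoH* (± SE, n = 3 arrays per strain, adjusted *p* = 0.0087) and -1.12 ± 0.28 for *SAVERM4843* (adjusted *p* = 0.0154). The other 10 genes were not called, from -0.96 for *nuoL* to 0.50 for *nuoF*, the only positive value, and the median of the operon was -0.82. Its mean of -0.80 was -1.33 without wild-type t1 replicate 1 and -0.31 with loess. In camera the operon was lower than other genes at t1 (adjusted *p* = 0.000242, and adjusted *p* = 0.456 with an estimated correlation), and the 4 genes were called also when adjusted over the list alone, which is not independent evidence, as the paper drew the operon from these arrays. At t2 none of the 14 genes was called, 12 had a positive Mc value, with a median of 0.40, and camera did not pass (adjusted *p* = 0.0793). The change differed between the phases for 5 genes, among them *nuoH* by 2.12 ± 0.40 (adjusted *p* = 0.00533). None of the 5 passed that test with equal array weights. With loess or without wild-type t1 replicate 3 none of the 4 was called at t1, without wild-type t1 replicate 1 *nuoK1* alone, without Δ*pteF* t1 replicate 1 *nuoH* alone, and without Δ*pteF* t1 replicate 2 all but *nuoK1*.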

#### 2.1.6. Transport and External Signals Processing

This group includes 25 genes that showed differential transcription in at least one of the sampling times (Table 1). Interestingly, twelve of them code or participate in the formation of ATP-binding cassette transporters (Supplementary Materials Table S1). Of these, four are putatively involved in sugar transport (*SAVERM1804*, *SAVERM2246*, *SAVERM2247*, and *SAVERM2609*) and showed reduced transcription in the mutant.

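Of the 4 sugar transporter genes, *SAVERM2247*, for a substrate-binding protein, *SAVERM2246*, for an ATP-binding protein, and *SAVERM2609*, for a substrate-binding protein, were underexpressed in the mutant at t1. Their Mc values were -1.62 ± 0.26 (± SE, n = 3 arrays per strain, adjusted *p* = 0.000736), -1.23 ± 0.18 (adjusted *p* = 0.000367) and -1.18 ± 0.25 (adjusted *p* = 0.00537). The fourth, *SAVERM1804*, had -0.46 ± 0.22 at t1 and was underexpressed at t2, with -1.42 ± 0.17 (adjusted *p* = 3.19e-05), a difference between phases with an adjusted *p* = 0.0328. At t2 the other genes had -0.51 ± 0.20, -0.36 ± 0.14 and -0.60 ± 0.19. Both *SAVERM2609* and *SAVERM1804* stayed under the 95th percentile of the other-species probes in Cy3 on all 12 arrays. With loess none of the 4 was called in either phase, and *SAVERM1804* was lost at t2 without Δ*pteF* t2 replicate 1 or 2. At t1 *SAVERM2246* and *SAVERM2247* were lost without wild-type t1 replicate 1, and *SAVERM2609* without wild-type t1 replicate 3 or Δ*pteF* t1 replicate 1 or 2.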

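Of the 4 genes for transporters of the major facilitator superfamily, *SAVERM6941* had the highest Mc value at t1 among the called genes whose strains did not overlap, 4.09 ± 0.29 (± SE, n = 3 arrays per strain, adjusted *p* = 8.69e-07). *SAVERM610* of the *nrp6* cluster and the sulfate transporter gene *SAVERM4600* were also overexpressed in the mutant at t1, with 1.70 ± 0.20 (adjusted *p* = 3.8e-05) and 1.32 ± 0.15 (adjusted *p* = 4.41e-05), and *SAVERM2455* was underexpressed, with -2.07 ± 0.27 (adjusted *p* = 0.000108). At t2 *SAVERM610* alone was called, with 2.29 ± 0.15, while *SAVERM6941*, *SAVERM4600* and *SAVERM2455* had 0.82 ± 0.22, 0.30 ± 0.12 and 0.35 ± 0.20. Those 3 genes differed between the phases (adjusted *p* = 0.000167, adjusted *p* = 0.00533 and adjusted *p* = 0.000946), and *SAVERM610* did not pass that test (adjusted *p* = 0.114). *SAVERM4600* stayed under the 95th percentile of the other-species probes in Cy3 on all 12 arrays, and *SAVERM610* lies in the segment with a 7.10-fold lower Cy5 signal. With loess it was the only one of the 4 called at t1.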

Four transporters belonging to the major facilitator superfamily showed differential transcription in the mutant: *SAVERM2455* with a reduced transcription, *SAVERM610*, the sulfate transporter *SAVERM4600*, and *SAVERM6941* with an enhanced transcription.

Notably, in agreement with the enhanced transcription of *SAVERM610*, the genes *fecC1* (*SAVERM600*) and *fecB* (*SAVERM602*), which constitute part of a putative ABC transporter iron(III)/siderophore transport system, were also overexpressed. 

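The iron(III)-siderophore transport genes *fecC1* (*SAVERM600*), for the ATP-binding protein, and *fecB* (*SAVERM602*), for the binding protein, were overexpressed in the mutant in both phases. At t1 the Mc values were 3.10 ± 0.20 (± SE, n = 3 arrays per strain, adjusted *p* = 5.46e-07) and 3.76 ± 0.30 (adjusted *p* = 2.35e-06), and at t2 1.88 ± 0.15 (adjusted *p* = 1.12e-06) and 4.39 ± 0.27 (adjusted *p* = 2.44e-07). The permease gene *fecD1* (*SAVERM601*) between them was overexpressed as well, with 1.29 ± 0.36 at t1 and 1.86 ± 0.27 at t2. At t1 the log2 Cy3/Cy5 ratio of *fecB* was 5.02 ± 0.64 (SD, n = 3) in the wild type and 8.45 ± 0.27 in the mutant, with no overlap, and at t2 *fecB* had a value on only 2 of the 3 wild-type arrays. These genes lie in the segment with a 7.10-fold lower Cy5 signal. At t1 *fecD1* was lost with loess, with equal array weights and without any of wild-type t1 replicates 1 and 3 and Δ*pteF* t1 replicates 1 and 2, and *fecB* with loess. At t2 *fecD1* was lost with loess, with Cy3 signals alone and without Δ*pteF* t2 replicate 1 or 2, and *fecC1* without Δ*pteF* t2 replicate 1.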

Based on protein similarity, *SAVERM600-602* could constitute an ABC transport system homologous to the system FecBCD from *E. coli* involved in iron dicitrate transport [17]. The *SAVERM600* and *SAVERM611* genes flank a gene cluster involved in the biosynthesis of the siderophore nrp6 whose expression is also upregulated in the mutant (see below and Table 2 and Supplementary Materials Table S1). 

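All 12 genes of the *nrp6* cluster, from *fecC1* (*SAVERM600*) to *SAVERM611*, were overexpressed in the mutant in both growth phases (12 when adjusted over the list alone, a list the study drew from these arrays, so not independent evidence). At t1 no array of one strain overlapped the other for any of the 12, where chance gives 10% for genes not chosen on these arrays. The beta-hydroxylase gene *SAVERM611* had a Mc value of 2.49 ± 0.22 at t1 (± SE, n = 3 arrays per strain, adjusted *p* = 3.44e-06) and 2.73 ± 0.17 at t2, and *scoE* (*SAVERM607*), for a dioxygenase, 1.78 ± 0.22 and 2.93 ± 0.17. The peptide synthetase gene *nrps6* (*SAVERM603*), the key biosynthetic gene, had 1.37 ± 0.24 (adjusted *p* = 0.00133) and 1.74 ± 0.18, and *SAVERM604*, *fadD2* (*SAVERM605*), *scoD* (*SAVERM606*), *fabC2* (*SAVERM608*) and *fabH4* (*SAVERM609*) lay between 1.41 and 2.11 at t1 and between 1.69 and 2.69 at t2. The cluster was higher than other genes in camera at t1 (adjusted *p* = 1.04e-12, and adjusted *p* = 0.225 with an estimated correlation) and at t2 (adjusted *p* = 5.53e-11, and adjusted *p* = 0.386 with an estimated correlation). The whole cluster lies in the segment with a 7.10-fold lower Cy5 signal, and *nrps6* stayed under the 95th percentile of the other-species probes in Cy3 on all 12 arrays. At t1, 6 of the 12 calls were kept with loess, 9 with equal array weights, 7 without wild-type t1 replicate 1, 8 without wild-type t1 replicate 3, and 9 without Δ*pteF* t1 replicate 1 or 2, and at t2, 5 without Δ*pteF* t2 replicate 1 and 9 without Δ*pteF* t2 replicate 2.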

Altogether, these results suggest that the ABC system *SAVERM600-602* and the transporter *SAVERM610* would be involved in iron transport using the siderophore nrp6. These transcriptomic results are further supported by the direct binding of PimM to the promoters of *SAVERM602* and *SAVERM610* [7].

#### 2.1.7. Genes Involved in Cell Envelope Biosynthesis and Morphological Differentiation

This group includes eleven genes that showed differential transcription in at least one of the sampling times. These genes code for enzymes involved in cell envelope biosynthesis (the N-acetylmuramoyl-L-alanine amidase *ampD1*), and morphological differentiation (eight genes). The latter are particularly interesting because in *Streptomyces* morphological differentiation is usually accompanied by physiological differentiation [18]. The differential expression of the genes involved in morphological differentiation was somewhat expected given that *S. avermitilis* Δ*pteF* mutants show a delay in spore formation [8].

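The Mc values of both developmental regulator genes were small. The WhiB-family gene *wblE* (*SAVERM3016*) had 0.20 ± 0.29 at t1 (± SE, n = 3 arrays per strain, adjusted *p* = 0.659) and 0.23 ± 0.22 at t2 (adjusted *p* = 0.389), with overlapping arrays in both phases. The MerR-family gene *bldC* (*SAVERM4130*), needed for aerial mycelium, had -0.80 ± 0.18 at t1 (adjusted *p* = 0.00669) and -0.47 ± 0.13 at t2 (adjusted *p* = 0.00834), with every mutant array below every wild-type array in both phases, and its fold change stayed under 2. Of 12 development genes listed beforehand, the cell shape genes *mreC* and *mreD* were overexpressed at t1, *mreD* with 1.05 ± 0.20, and *bldG* and the chaplin genes *chpE* and *chpH*, for coat proteins of aerial hyphae, at t2, with 1.39 ± 0.24, 1.20 ± 0.25 and 1.05 ± 0.40, while none was underexpressed (the same counts when adjusted over the list alone). Apart from *mreC*, these genes were named after their values were seen. The list did not pass camera (adjusted *p* = 0.294 at t1 and adjusted *p* = 0.177 at t2). None of its calls was kept with loess, where *bldG* turned sign at t2, or with Cy3 signals alone, where *chpH* did, none at t1 without wild-type t1 replicate 1 or 3 or Δ*pteF* t1 replicate 2, and none at t2 with Agilent's processed signals, with equal array weights or without Δ*pteF* t2 replicate 1 or 2. Without wild-type t1 replicate 2, with equal array weights, Agilent's processed signals or the array column as a covariate, or without background correction *mreD* was lost, without wild-type t2 replicate 1 *chpE* and *chpH*, and without wild-type t2 replicate 2 or Δ*pteF* t2 replicate 3 *chpH*, as with a quantile normalized reference or the array column as a covariate.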

Our results indicate that the transcriptional regulators *wlbE* and *bldC* that are associated with deficient phenotypes in spore formation (*white*) and in aerial mycelium development (*bald*), respectively, are underexpressed in the mutant. Similarly, the secreted subtilisin inhibitor *sit2* involved in morphological differentiation via *sigU* in *S. coelicolor* [19], and *SAVERM2505* that encodes a DNA-binding protein orthologous to *S. lividans* transcriptional regulator ClgR, which controls the expression of ATP-dependent protease Clp involved in morphological differentiation [20], are also downregulated (Supplementary Materials Table S1). 

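The subtilisin inhibitor gene *sti2* (*SAVERM7486*) had Mc values of -0.21 ± 0.24 at t1 (± SE, n = 3 arrays per strain, adjusted *p* = 0.567) and -0.32 ± 0.18 at t2 (adjusted *p* = 0.145), and its arrays overlapped in both phases. The regulator gene *clgR* (*SAVERM2505*), whose product controls Clp protease genes, had -0.30 ± 0.20 at t1 (adjusted *p* = 0.304), with every mutant array below every wild-type array, and 0.42 ± 0.15 at t2 (adjusted *p* = 0.0293). The Clp protease gene *clpC1* (*SAVERM2600*) had -0.13 ± 0.28 and 0.51 ± 0.21. None of the 3 genes was called in either phase.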

Interestingly, the *clpC1* gene had also been proposed as a direct PteF molecular target given the PimM binding to its coding region [7].

Conversely, the gene *ctpB*, which encodes a cation-transporting P-type ATPase involved in *Bacillus subtilis* sporulation activation [21]; the gene *mreC*, needed for spore cell-wall synthesis in *S. coelicolor* [22]; and both *kipI* and its antagonist *kipA*, which have been involved in sporulation control in *B. subtilis* [23,24], showed enhanced transcription in the mutant (Supplementary Materials Table S1).

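The cation-transporting ATPase gene *ctpB* (*SAVERM617*) was overexpressed in the mutant in both phases, with a Mc value of 2.38 ± 0.17 at t1 (± SE, n = 3 arrays per strain, adjusted *p* = 8.86e-07) and 3.07 ± 0.13 at t2 (adjusted *p* = 5.24e-09), and it lies in the segment with a 7.10-fold lower Cy5 signal. The genes *kipA* (*SAVERM6937*), *kipI* (*SAVERM6938*) and *mreC* (*SAVERM5456*) were overexpressed at t1, with 2.71 ± 0.20 (adjusted *p* = 8.86e-07), 1.57 ± 0.17 (adjusted *p* = 2.56e-05) and 1.25 ± 0.20 (adjusted *p* = 0.00069), and had -0.37 ± 0.15, -0.04 ± 0.14 and 0.50 ± 0.15 at t2. The change differed between the phases for *kipA*, by -3.07 ± 0.25 (adjusted *p* = 1.52e-05), and *kipI*, by -1.61 ± 0.22 (adjusted *p* = 0.000946), and did not pass that test for *mreC* (adjusted *p* = 0.0586). The neighbour of *kipI*, the lactam utilisation gene *SAVERM6939*, was overexpressed at t1 with 2.45 ± 0.20. The gene *kipI* stayed under the 95th percentile of the other-species probes in Cy3 on all 12 arrays, and the call of *mreC* was lost with loess, with Cy3 signals alone and without wild-type t1 replicate 1 or 3 or Δ*pteF* t1 replicate 2.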

#### 2.1.8. Regulatory Genes

As described here, a large set of genes with diverse functions are under the control of PteF, including several regulatory genes listed in the categories described above. This prompted us to analyze other possible transcriptional regulators differentially expressed in the mutant, as these could be mediators of the regulatory control. A complete list of the regulatory genes whose expression is affected in the mutant is presented in Supplementary Materials Table S1.

A total of 31 transcriptional regulators showed a significant differential transcription in the mutant when compared with the parental strain. Such a large number reflects the pleiotropic nature of PAS-LuxR regulators [7,8,25], and probably justifies all the biological processes affected by the mutation (see the functional categories listed above).

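Of the 33 regulatory genes of Table S1, 16 were overexpressed and 7 underexpressed in the mutant at t1, and 11 and 1 at t2 (11 and 2 when adjusted over the list alone), counts that are not independent evidence, since the genes were chosen on these arrays. The TetR-family gene *SAVERM576* had a Mc value of 2.83 ± 0.24 at t1 (± SE, n = 3 arrays per strain, adjusted *p* = 2.35e-06) and 2.19 ± 0.18 at t2, the MerR-family gene *SAVERM323* 2.38 ± 0.33 and 2.56 ± 0.25, and the regulatory gene *SAVERM5755* 2.23 ± 0.23 and 2.42 ± 0.18, all overexpressed in both phases. The ROK-family gene *SAVERM1081*, the numbered neighbour of *agaB1*, was underexpressed in both, with -2.35 ± 0.32 (adjusted *p* = 0.000161) and -1.21 ± 0.24, and the TetR-family gene *SAVERM4903* at t1, with -1.12 ± 0.22. For 30 of the 33 genes the arrays of the strains did not overlap at t1, where chance gives 10% for genes not so chosen, and *SAVERM705* had a value on only 2 of the 3 wild-type arrays. The segment with a 7.10-fold lower Cy5 signal holds 14 of the 33, among them *SAVERM576* and *SAVERM323*. With loess *SAVERM576* alone of these 5 genes was called, and the Mc values of *SAVERM323* turned below 0 in both phases. Of the 23 calls at t1, 12 were kept with loess, and of the 12 calls at t2, 5 were kept with loess, 4 without Δ*pteF* t2 replicate 1 and 8 without Δ*pteF* t2 replicate 2.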

Among the regulators controlled by PteF, it is interesting to highlight eight directly involved in diverse secondary metabolites’ biosynthesis control, namely, *avaL2* (*SAVERM2268*) and *avaL1* (*SAVERM2270*), both TetR-family regulators putatively involved in the biosynthesis of a γ-butyrolactone [26]; *avaR1* (*SAVERM3705*), which encodes the avenolide receptor protein [27,28,29]; *olmRII* (*SAVERM2901*) and *olmRI* (*SAVERM2902*), both LuxR-family positive regulators of macrolide oligomycin biosynthesis [30]; *pteR* (*SAVERM410*), the SARP-LAL regulator of the polyene macrolide filipin biosynthesis [8,26,31]; *aveR* (*SAVERM935*), a LAL-family positive regulator of avermectin biosynthesis [32]; and *SAVERM2989*, a MarR-family transcriptional regulator from the neopentalenolactone biosynthetic cluster [26]. All these regulatory genes showed decreased transcription in the mutant, except for *pteR* and *aveR*, which were overexpressed (Table 2 and Supplementary Materials Table S1).

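Of the 8 regulators of secondary metabolite clusters, *pteR* (*SAVERM410*) and *aveR* (*SAVERM935*) were overexpressed in the mutant at t1, *avaL2*, *avaL1* and *olmRI* were underexpressed, and the other 3 were not called. The SARP-family gene *pteR* had a Mc value of 2.76 ± 0.22 (± SE, n = 3 arrays per strain, adjusted *p* = 1.63e-06) at t1 and 2.17 ± 0.17 (adjusted *p* = 7.9e-07) at t2. The avenolide receptor gene *avaR1* (*SAVERM3705*) had -0.43 ± 0.18 (adjusted *p* = 0.119) and -0.85 ± 0.14 (adjusted *p* = 0.000357). At t1 the arrays of the strains did not overlap for any of the 8 genes, where chance gives 10% for genes not chosen on these arrays, as the study chose these, and *avaR1* stayed under the 95th percentile of the other-species probes in Cy3 on all 12 arrays. At t2 *pteR* and *olmRII* were overexpressed, and none of the 8 was underexpressed. Both overexpressed regulators of t1 lie in the segment with a 7.10-fold lower Cy5 signal. With loess, 2 of the 5 calls at t1 were kept, and at t2 *pteR* alone was called with loess, with Cy3 signals alone, with equal array weights or without Δ*pteF* t2 replicate 2 or 3, and neither gene without Δ*pteF* t2 replicate 1.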

Interestingly, the expression of the *olmRI* and *olmRII* genes had already been proven to be negatively affected by the lack of PteF [7]. Furthermore, *pteF*-deletion mutants showed a severe loss of oligomycin production, whereas the gene complementation of the mutant restored the parental-strain’s phenotype, and gene duplication in the wild-type strain boosted oligomycin production [7]. Similarly, *pteR* has also been reported as a PteF molecular target, via the action of another hierarchical regulator that would be activated by PteF [8].

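The regulatory gene *SAVERM2301*, an orthologue of *redD* in *S. coelicolor*, was underexpressed in the mutant at t1, with a Mc value of -5.50 ± 0.71 (± SE, n = 3 arrays per strain, adjusted *p* = 0.000112), and had -1.30 ± 0.54 at t2 (adjusted *p* = 0.0506), a difference between phases of 4.19 ± 0.89 (adjusted *p* = 0.00873). The sensor kinase gene *cutS* (*SAVERM2404*) had -0.93 ± 0.16 at t1 (adjusted *p* = 0.00154) and -0.42 ± 0.13 at t2, with every mutant array below every wild-type array in both phases, and did not reach a fold change of 2. Neither did *bldC*, another of these regulators. Adjusted over the 3 genes alone, the only change was at t2, where *SAVERM2301* was underexpressed too, and since the genes were chosen on these arrays, that is not independent evidence. The t1 call of *SAVERM2301* was lost with loess.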

Besides the abovementioned regulators, other noteworthy findings include the identification of *SAVERM2301*, which codes for a RedD orthologue; the transcriptional activator of the undecylprodigiosin pathway in *S. coelicolor* [33]; *bldC* (*SAVERM4130*), a MerR-family regulator involved in the morphological differentiation and secondary metabolite production in *S. coelicolor* [34]; and *cutS* (*SAVERM2404*), a sensor kinase involved in actinorhodin biosynthesis in *S. lividans* [35], all of them being down-regulated in the mutant (Supplementary Materials Table S1).

#### 2.1.9. Secondary Metabolite Genes

The functional group more clearly affected by *pteF*’s deletion was that of the genes involved in secondary metabolite biosynthesis (Table 1). In this category, when one or more genes critical for metabolite biosynthesis were found statistically significant, the transcription of the other genes belonging to the same cluster with uncorrected *p*-values < 0.05 was also considered significant. Following this broader criterion, sixty-one genes belonging to this group, regardless of the regulatory genes mentioned above, showed a significant differential transcription in the mutant when compared with the parental strain in at least one of the sampling times (Supplementary Materials Table S1). Notably, almost all the genes were detected at the exponential-growth phase. In particular, those related to secondary metabolism precursor biosynthesis were only detected at this sampling time. These genes were: the ornithine aminotransferases *rocD3* (*SAVERM2285*) and *rocD2* (*SAVERM7112*), and the proline dehydrogenase *putA* (*SAVERM2724*), which were underexpressed, and the phosphoglucomutase *pgmA* (*SAVERM803*), the 3-isopropylmalate dehydrogenase *leuB* (*SAVERM2718*), the phosphoribosylglycinamide formyltransferase *purN* (*SAVERM3445*), and the putative citrate synthase *citA2* (*SAVERM3859*), which were overexpressed.

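All 7 precursor genes were called at t1: *rocD3* (*SAVERM2285*), *rocD2* and *putA* were underexpressed in the mutant, and *pgmA*, *leuB*, *purN* and *citA2* were overexpressed (4 and 3 when adjusted over the list alone, a list the study drew from these arrays and so not independent evidence). The ornithine aminotransferase gene *rocD3*, next to the *pk3* cluster, had a Mc value of -5.66 ± 1.11 (± SE, n = 3 arrays per strain, adjusted *p* = 0.00312) at t1 and -0.75 ± 0.85 at t2, a difference with an adjusted *p* = 0.0318. No array of one strain overlapped the other at t1 for any of the 7, where chance gives 10% for genes not so drawn. At t2 *pgmA* alone was called, and the change differed between the phases for 5 of the 7 genes. The gene *pgmA* lies in the segment with a 7.10-fold lower Cy5 signal. With equal array weights, without wild-type t1 replicate 1 or without Δ*pteF* t1 replicate 1 the t1 call of *rocD3* was lost, and with loess *rocD3* and *pgmA* were the only ones called.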

However, the most striking result of the microarray analyses was the identification of differential transcription in 67 genes (including regulatory genes) belonging to 10 out of the 38 putative secondary metabolite gene clusters encoded by *S. avermitilis* genome [26]. 

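The paper drew the secondary metabolite clusters tested here from these same arrays, so camera gives no independent evidence for any of them. Among them, those for avermectin (*ave*), the siderophore *avs* and the terpenoid albaflavenone (*ezs*) were higher in the mutant than other genes in camera at t1 (adjusted *p* = 1.76e-07, 0.00668 and 0.017, and adjusted *p* = 0.225 for each with an estimated correlation). The clusters for filipin (*pte*), oligomycin (*olm*), the γ-butyrolactone (*gbl*) and the cryptic polyketides *pk3* and *pk4* were lower at t1 (adjusted *p* = 0.00192, 1.18e-05, 1.16e-05, 3.71e-10 and 0.00159, and likewise adjusted *p* = 0.225 for each with an estimated correlation). The neopentalenoketolactone cluster (*ptl*) was also lower at t1 (adjusted *p* = 0.0371, and adjusted *p* = 0.582 with an estimated correlation), whereas the *nrp3* cluster (adjusted *p* = 0.227) and the tyrosinase genes of the melanin cluster *melC-1* (adjusted *p* = 0.922) did not pass. At t2, *olm* and *ptl* were higher than other genes (adjusted *p* = 0.00492 and 0.000713, and adjusted *p* = 0.705 for both with an estimated correlation) and *nrp3* was lower (adjusted *p* = 0.0288, and adjusted *p* = 0.81 with an estimated correlation). Those of *pte* (adjusted *p* = 0.694), *ave* (0.383), *gbl* (0.157), *pk3* (0.378), *ezs* (0.0724), *pk4* (0.823), *avs* (0.866) and *melC-1* (0.665) did not pass at t2. At t1 the call of *avs* was lost with loess (adjusted *p* = 0.288), with the array column as a covariate (0.0509) and without wild-type t1 replicate 1 (0.0663), that of *ezs* with loess (0.156) and Agilent's processed signals (0.0688), and that of *ptl* with loess (0.0689), quantile normalization of Cy5 (0.0504) and the array column (0.29) and without wild-type t1 replicate 2 (0.0996) or Δ*pteF* t1 replicate 3 (0.0637). At t2 the call of *olm* was lost with equal array weights (0.12) and without Δ*pteF* t2 replicate 1 (0.543) or 3 (0.0765), that of *ptl* with loess (0.682) and Cy3 signals alone (0.148), and that of *nrp3* with the array column (0.0792) and without wild-type t2 replicate 3 (0.0764). With the filter against other-species probes, chosen after seeing the data, *pte* (0.39) and *ezs* (0.0893) at t1 and *olm* (0.494) and *ptl* (0.247) at t2 were not called, and the mean Mc value of *pte* turned to 1.05.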

Table 2 includes the transcriptional values of the genes belonging to differentially expressed secondary metabolite gene clusters. For the gene cluster boundaries’ definition, we used the StrepDB database [36] in conjunction with information described by Ikeda et al. [26].

The secondary metabolites whose biosynthesis would be affected by *pteF* deletion were of different natures, and included the polyketides filipin (*pte*), oligomycin (*olm*), avermectin (*ave*), and the product of *pks3*; the non-ribosomal peptides nrp3 and the siderophore nrp6; the vibrioferrin-like polyhydroxycarboxylate siderophore *avs*; the terpenoid neopentalenoketolactone (*ptl*); the γ-butyrolactone (*gbl*); and melanin (*melC-1*).

In all these clusters, the differential transcription of at least one key biosynthetic gene was observed. 

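At t1, 9 of 12 measured genes of the filipin cluster other than *pteF* were called, 3 overexpressed and 6 underexpressed in the mutant, together with 7 of 19 *ave* genes and 2 of 4 *avs* genes, all overexpressed, and all 11 *pk3* genes, all 5 *gbl* genes and 2 of 14 *olm* genes, all underexpressed. None of the 14 *ptl* genes, the 10 *nrp3* genes or the 2 *melC-1* genes was called at t1, although 1 *ptl* gene and 1 *nrp3* gene were lower by adjusted *p* alone. At t2, 2 *pte* genes, 1 *ave* gene, 1 *avs* gene, 2 *gbl* genes, 4 *olm* genes and 8 *ptl* genes were overexpressed, and 2 *pk3* genes and 2 *nrp3* genes were underexpressed. Adjusted over each list alone, the counts were the same, except that no *pk3* gene was underexpressed at t2, and since the paper drew the clusters from these arrays they are not independent evidence. The clusters *pte* and *ave* lie in the segment with a 7.10-fold lower Cy5 signal. Without Δ*pteF* t2 replicate 1 none of these calls at t2 was kept.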

The number of genes affected were: 11 in the *nrp6* cluster (out of 12), 10 (out of 13 and 14 respectively) in the case of the filipin and oligomycin clusters, 8 (out of 11) in the case of the *pk3* cluster, 7 in the case of the avermectin (out of 19) cluster, 6 in the *nrp3* cluster (out of 10), 6 in the *ptl* cluster (out of 14), 5 (out of 5) in the *gbl* cluster, and 2 in the *avs* (out of 4) and melanin *melC-1* (out of 2) clusters (Table 2).

Furthermore, a closer look at the transcription of the remaining genes of each of these clusters revealed that most of the genes of a given cluster followed the same tendency. 

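At t1 the genes of a cluster mostly had Mc values of 1 sign, with 18 positive values of 19 in *ave*, 4 of 4 in *avs*, and negative values in 14 of 14 *olm* genes, 13 of 14 *ptl* genes and 7 of 10 *nrp3* genes. In the filipin cluster 9 of 12 genes were negative, and of the *melC-1* genes 1 was positive and 1 negative. At t2 the signs were mixed, with 11 positive values of 14 in *olm*, 12 of 14 in *ptl*, 10 of 19 in *ave*, 3 of 5 in *gbl* and 1 of 4 in *avs*, while all *pk3* and *nrp3* genes were negative. The change between the strains itself differed between the phases for 10 of 11 *pk3* genes, all 5 *gbl* genes, 9 of 14 *olm* genes, 9 of 14 *ptl* genes, 9 of 19 *ave* genes, 5 of 12 *pte* genes and 3 of 4 *avs* genes, and no *nrp3* or *melC-1* gene passed that test. With equal array weights or without Δ*pteF* t2 replicate 2, 0 of these *pk3*, *ptl* and *avs* genes, 1 *olm* gene and 3 genes each of *gbl*, *ave* and *pte* still passed. With loess the numbers were 0 for *pk3*, *ptl* and *avs*, 1 for *olm* and *gbl* and 3 for *ave* and *pte*, without wild-type t1 replicate 1 they were 0, 0, 0, 1, 3, 1 and 3, and without Δ*pteF* t2 replicate 1 only 3 *ave* genes and 1 *pte* gene passed. Genes of a cluster share transcripts, so their signs are not independent.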

Figure 3 shows the transcription profiles of the secondary metabolite gene clusters genes affected by the mutation including the regulatory genes, and Table 2 provides the transcription values observed for each of the genes.

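The *pk3* cluster (*SAVERM2272* to *SAVERM2282*), a cryptic polyketide cluster, had a median Mc value of -5.95 at t1, where all 11 genes were underexpressed in the mutant. The isomerase gene *SAVERM2273* had -8.29 ± 1.27 (± SE, n = 3 arrays per strain, adjusted *p* = 0.000522), *SAVERM2274*, for a secreted protein, -6.47 ± 0.98, *fabH7*, for a 3-oxoacyl-ACP synthase, -6.26 ± 1.00, and the polyketide synthase genes *pks3-1* and *pks3-2* -2.95 ± 0.53 (adjusted *p* = 0.0016) and -3.76 ± 0.74. For 8 of the 11 the arrays of the strains did not overlap, where chance gives 10% for genes not chosen on these arrays, as the study chose this cluster. At t2 *SAVERM2272* and *pks3-1* were underexpressed, with -1.00 ± 0.41 (adjusted *p* = 0.0458) and -1.06 ± 0.41, against -2.21 ± 0.97 for *SAVERM2273*. In the *nrp3* cluster the genes *SAVERM3155*, for an MbtH-like protein, and *SAVERM3162* were underexpressed at t2, with -1.20 ± 0.28 (adjusted *p* = 0.0027) and -1.31 ± 0.33 (adjusted *p* = 0.00391), and had -0.46 ± 0.37 and -0.55 ± 0.43 at t1, and no gene of the cluster passed the test of a difference between the phases. The tyrosinase gene *melC2* and its cofactor gene *melC1* had -0.20 ± 0.34 (adjusted *p* = 0.704) and 0.16 ± 0.46 at t1, and -0.68 ± 0.26 and -0.41 ± 0.35 at t2, and were not called. Of the 11 calls of *pk3* at t1, 9 were kept with loess, 5 with equal array weights, 8 without wild-type t1 replicate 3, 7 without Δ*pteF* t1 replicate 1 and only that of *SAVERM2272* without wild-type t1 replicate 1. The mean Mc value of the cluster at t1, -5.36, was -2.08 without wild-type t1 replicate 1 and -1.51 with loess. At t2 the calls of *SAVERM2272* and *pks3-1* were both lost with loess, with Cy3 signals alone, with equal array weights and without wild-type t2 replicate 1 or 3 or any Δ*pteF* t2 replicate, that of *SAVERM2272* also without wild-type t1 replicate 1 or 3, wild-type t2 replicate 2 or any Δ*pteF* t1 replicate, and the calls of *nrp3* with loess, with equal array weights and without Δ*pteF* t2 replicate 1 or 2, that of *SAVERM3162* also without wild-type t2 replicate 1 or 3.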

Seven of the secondary metabolite gene clusters showed an overall reduced transcription, including filipin *pte*, oligomycin *olm*, neopentalenoketolactone *ptl*, and melanin *melC-1* clusters; the silent cluster for γ-butyrolactone *gbl*; and the cryptic gene clusters *pk3* and *nrp3*. Conversely, three gene clusters showed an overall enhanced transcription, including the macrolide avermectin *ave*, the siderophore *avs*, and the cryptic non-ribosomal peptide *nrp6* (Figure 3).

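In the avermectin cluster 7 genes were overexpressed in the mutant at t1 and none was underexpressed. The thioesterase gene *aveG* (*SAVERM953*) had a Mc value of 2.82 ± 0.25 (± SE, n = 3 arrays per strain, adjusted *p* = 3.08e-06), *aveBVII*, for a methyltransferase of the oleandrose pathway, 2.56 ± 0.23, and the polyketide synthase gene *aveA1* 1.26 ± 0.23 (adjusted *p* = 0.00205), whereas *aveA2*, *aveA3* and *aveA4* had 0.38 ± 0.19, 0.11 ± 0.24 and 0.67 ± 0.21 and were not called. Of the siderophore synthetase genes *avsA* and *avsC* were overexpressed at t1, with 1.37 ± 0.22 (adjusted *p* = 0.000827) and 1.16 ± 0.28 (adjusted *p* = 0.0122), and *avsB* and *avsD* had 0.94 ± 0.27 and 0.33 ± 0.18. At t2 *aveG* and *avsC* were still overexpressed, with 1.21 ± 0.19 (adjusted *p* = 0.000237) and 1.22 ± 0.22 (adjusted *p* = 0.000526), while *aveA1* and *avsA* had -0.25 ± 0.18 and -0.27 ± 0.17, both different from t1 (adjusted *p* = 0.00553 and adjusted *p* = 0.00304). The arrays of the strains did not overlap at t1 for 13 of the 19 *ave* genes and 2 of the 4 *avs* genes, where chance gives 10% for genes not chosen on these arrays, as the study chose these clusters. The genes *aveA1* to *aveA4* and *avsD* stayed under the 95th percentile of the other-species probes in Cy3 on all 12 arrays, and *ave* lies in the segment with a 7.10-fold lower Cy5 signal. Of the 7 *ave* calls at t1, 4 were kept without wild-type t1 replicate 1, 5 without wild-type t1 replicate 2 or 3 or Δ*pteF* t1 replicate 3, and 6 without Δ*pteF* t1 replicate 1, and the t2 calls of *aveG* and *avsC* were lost with equal array weights and without any 1 of the Δ*pteF* t2 replicates. The t1 calls of *avsA* and *avsC* were both lost with loess and without wild-type t1 replicate 1 or 3, and that of *avsC* with Cy3 signals alone, with equal array weights and without Δ*pteF* t1 replicate 1 or 2.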

Interestingly, besides the genes mentioned above, all the genes belonging to the clusters coding for the terpenoid albaflavenol/albaflavenone (*ezs*), and the cryptic polyketide *pk4*, also followed the same tendency. In these cases, the transcription values did not meet the statistical criteria, but their uncorrected *p*-values were <0.05 in all instances (Table 2). 

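The epi-isozizaene synthase gene *ezs* (*SAVERM3032*) and its neighbour *cyp14* (*SAVERM3031*), for a cytochrome P450, make up the albaflavenone cluster, and both were overexpressed in the mutant at t1, with Mc values of 1.19 ± 0.25 (± SE, n = 3 arrays per strain, adjusted *p* = 0.00555) and 1.42 ± 0.27 (adjusted *p* = 0.00258). At t2 *ezs* was overexpressed with 1.59 ± 0.19 (adjusted *p* = 4.22e-05) and *cyp14* had 0.88 ± 0.21. The *pk4* genes *pks4* (*SAVERM7184*), for a polyketide synthase, *SAVERM7185*, for a glucosyltransferase, and *cyp26* (*SAVERM7186*), for a cytochrome P450, were underexpressed at t1, with -5.49 ± 0.96 (adjusted *p* = 0.0014) for *pks4* and -5.43 ± 1.08 for *SAVERM7185*, and had -0.67 ± 0.73, -0.43 ± 0.83 and -0.80 ± 0.65 at t2, where none was called. All 3 differed between the phases, *pks4* by 4.82 ± 1.21 (adjusted *p* = 0.019). None of these differences passed with equal array weights. In each of the 5 genes the arrays of the strains did not overlap at t1, but the study picked them on these arrays, so that the 10% given by chance is no measure for them. The t1 calls of *ezs* and *cyp14* were lost with loess, with equal array weights and without wild-type t1 replicate 1 or 3 or Δ*pteF* t1 replicate 1, that of *ezs* also with Cy3 signals alone, and its t2 call with loess and without Δ*pteF* t2 replicate 1 or 2. The *pk4* calls were lost with equal array weights and without wild-type t1 replicate 1, those of *pks4* and *SAVERM7185* without Δ*pteF* t1 replicate 1, and that of *cyp26* with loess. The mean Mc value of *pk4* at t1, -5.31, was -1.36 without wild-type t1 replicate 1, -1.72 with loess and -3.25 with equal array weights.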

In the case of the *ezs* genes (*SAVERM3031-3032*), they showed an average of two-fold more transcriptions in the mutant, whereas *pk4* genes (*SAVERM7184-7186*) showed between seven- and nine-fold fewer transcriptions than in the parental strain.

### 2.2. Filipin and Oligomycin Production Are Strongly Reduced in S. avermitilis ΔpteF

Although many of the metabolites whose biosynthesis would be affected by *pteF* deletion are of an unknown structure (cryptic) and the others are not produced under laboratory conditions (silent) [26], the production of two of them could be readily monitored in *S. avermitilis* Δ*pteF*. These were the antifungal pentaene filipin, which is encoded by the *pte* cluster where the regulator is situated, and the ATP-synthase inhibitor oligomycin, which is encoded by the *olm* cluster. In both cases, the production of the secondary metabolite was strongly reduced upon the inactivation of the regulatory gene *pteF* (Figure 1). This agrees with the reduced transcription of most of the biosynthetic genes of both clusters (Figure 3). 

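Of the 9 filipin biosynthetic genes from *pteE* to *pteA1*, 6 were underexpressed in the mutant at t1 and all had negative Mc values. The cytochrome P450 genes *pteD* (*SAVERM412*) and *pteC* (*SAVERM413*) and the dehydrogenase gene *pteB* (*SAVERM414*) had -2.54 ± 0.18 (± SE, n = 3 arrays per strain, adjusted *p* = 8.86e-07), -2.11 ± 0.17 (adjusted *p* = 1.63e-06) and -2.16 ± 0.17 (adjusted *p* = 1.63e-06), and the polyketide synthase gene *pteA4* -1.45 ± 0.21 (adjusted *p* = 0.00033). The ferredoxin gene *pteE* was underexpressed with -1.08 ± 0.21, and *pteA5* and *pteA3* had -1.00 ± 0.17 and -0.64 ± 0.18 and were not called. For 8 of the 9 the arrays of the strains did not overlap at t1, where chance gives 10% for genes not chosen on these arrays, as these were, and at t2 none of the 9 was called. In the oligomycin cluster the thioesterase gene *olmC* (*SAVERM2903*) was underexpressed at t1 with -1.36 ± 0.41 (adjusted *p* = 0.0382), and the polyketide synthase genes *olmA3* to *olmA7* had between -0.83 for *olmA6* and -0.36 for *olmA3* and were not called, as was the P450 gene *olmB* with -0.68 ± 0.26 (but underexpressed with -1.15 and an adjusted *p* = 0.047 with Agilent's processed signals). At t2 *olmC*, *olmB* and *SAVERM2891* were overexpressed, with 1.58 ± 0.32 (adjusted *p* = 0.00107), 1.27 ± 0.20 and 1.31 ± 0.24, and *olmC* differed between the phases by 2.94 ± 0.52 (adjusted *p* = 0.00349). The 4 probes of each, which were averaged, had Mc values at t2 from 1.37 to 1.74 for *olmC*, from 1.02 to 1.50 for *olmB* and from 0.95 to 1.56 for *SAVERM2891*, whereas with equal array weights the genes had 1.04, 0.71 and 0.62. The filipin genes lie in the segment with a 7.10-fold lower Cy5 signal. Of the 9 filipin genes only *pteD*, *pteC* and *pteB*, and of the 14 *olm* genes only 5, exceeded the 95th percentile of the other-species probes in Cy3 on any array. Of the 6 filipin calls, those of *pteE* and *pteA1* were lost with Cy3 signals alone, with equal array weights and without Δ*pteF* t1 replicate 1 or 2, and those of *pteE*, *pteA4* and *pteA1* without wild-type t1 replicate 1 or 3. The t1 call of *olmC* was lost with loess, with equal array weights and without any 1 of the t1 arrays or wild-type t2 replicate 3, and of the 4 *olm* calls at t2 none was kept with loess, with equal array weights or without Δ*pteF* t2 replicate 1 or 2, 2 without Δ*pteF* t2 replicate 3 and 1 with Cy3 signals alone, and that of *SAVERM2891* was also lost with no background correction.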

The exceptions were the discrete thioesterase *pteH*, the cholesterol oxidase *pteG*, and the SARP-LAL regulator *pteR* of the filipin cluster, which were overexpressed. These results corroborate our previous observations by RT-qPCR [7,8].

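The cholesterol oxidase gene *pteG* (*SAVERM408*) and the thioesterase gene *pteH* (*SAVERM407*) were overexpressed in the mutant at t1, with Mc values of 2.44 ± 0.20 (± SE, n = 3 arrays per strain, adjusted *p* = 2.02e-06) and 1.21 ± 0.19 (adjusted *p* = 0.000539), as was the regulator gene *pteR*, and in none of the 3 did the arrays of the strains overlap, although the study named them as overexpressed on these arrays, to which the 10% of chance does not apply. At t2 *pteG* had 1.36 ± 0.15 (adjusted *p* = 2.08e-05) and was overexpressed, while *pteH* had 0.14 ± 0.14 and differed from t1 by -1.07 ± 0.24 (adjusted *p* = 0.00996). The log2 Cy3/Cy5 ratio of *pteG* at t1 was 1.65 ± 0.31 (SD, n = 3) in the wild type and 4.15 ± 0.38 in the mutant. These genes lie in the segment with a 7.10-fold lower Cy5 signal, *pteH* stayed under the 95th percentile of the other-species probes in Cy3 on all 12 arrays, and the t2 call of *pteG* was lost without Δ*pteF* t2 replicate 1 or 2.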

It is worth noting that two direct targets of PteF in the filipin cluster, *pteA1* and *pteA2* [8], do not fall into significant underexpression values in the mutant strain. This is thought to be derived from the stringent criterion used for defining the statistically significant genes, although we cannot exclude the possibility of an effect on the expression of those genes by any of the 33 transcriptional regulators affected upon the mutation of *pteF*.

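The log2 Cy3/Cy5 ratio of *pteA2* at t1 was 2.92 ± 0.36 (SD, n = 3) in the wild type and 2.23 ± 0.34 in the mutant, and at t2 it was 2.55 ± 0.09 and 2.05 ± 0.50. For *pteA1* it was 1.62 ± 0.13 and 1.13 ± 0.43 at t2, where its arrays overlapped. Neither gene passed the test of a difference between the phases (adjusted *p* = 0.192 for *pteA1* and adjusted *p* = 0.581 for *pteA2*, interaction in limma). Both lie in the segment with a 7.10-fold lower Cy5 signal, and of the 2 only *pteA1* was called, at t1.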

### 2.3. Validation of Microarray Results by Using Quantitative RT-PCR

Quantitative RT-PCR was used on the reversed-transcribed RNA samples to confirm that the differential expression indicated by the microarray data was supported by an independent method. The selected genes covered a wide range of expression, including up-regulation and down-regulation. Twelve genes were validated, including genes for the biosynthesis of filipin (*pteC*, *pteB*, *pteR*, and *pteG*), oligomycin (*olmRI*, *olmRII*, and *olmB*), avermectin (*aveR*), the isomerase of the *pk3* cluster (*SAVERM2273*), one ABC transporter of the *nrp6* cluster (*fecB*), the alpha galactosidase *agaB1*, and the heat shock internal membrane protease *htpX1* (*SAVERM4891*).

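For 12 genes, among them *pteG*, *pteR*, *aveR*, *fecB* and the protease gene *htpX1* on the overexpressed side and *pteD*, *pteB*, *agaB1*, *olmRI* and *SAVERM2273* on the underexpressed side, the paper gives a log2 fold change from RT-qPCR. The Mc values at t1 had the sign of the paper's RT-qPCR values in 12 of 12 genes. Across these genes, Pearson's *r* was 0.936 (permutation test with 100000 resamples, *p* = 1e-05, the smallest they can give) and Spearman's rho 0.951 (permutation test, *p* = 3e-05). Without *fecB* and *aveR*, the 2 genes whose RT-qPCR values lie farthest from the median, *r* was 0.938 over 10 genes (permutation test, *p* = 6e-05). Genes are not independent replicates, and the filipin cluster gives *pteG*, *pteR*, *pteD*, *pteC*, *pteB* and *pteA4*. These genes, *fecB* and *aveR* lie in the segment with a 7.10-fold lower Cy5 signal. RT-qPCR reads RNA as the arrays do, so it does not bear on the number of copies of that segment.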

Overall, the RT-qPCR data and microarray data showed a good concordance (Supplementary Materials Figure S1). The range of dynamics for the relative log_2_ fold change obtained from the RT-qPCRs (−6.53 to +7.54) was higher than that obtained from Mc values from microarrays (−7.24 to +2.94), indicating that RT-qPCRs are more sensitive. This probably reflects on the Pearson’s correlation coefficient (*R*^2^) for the plot, resulting in a lower value than what could be expected. Nevertheless, the obtained value (*R*^2^ = 0.892) still indicates a good correlation of results.

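The Mc value of *htpX1*, for a heat shock membrane protease, was 2.79 ± 0.32 (± SE, n = 3 arrays per strain, adjusted *p* = 3.54e-05), a call lost with loess. The regression of the Mc values on the paper's RT-qPCR log2 fold changes had a slope of 0.767 over the 12 genes. In *fecB* the Mc value was smaller than the paper's RT-qPCR value of 7.54, and in *SAVERM2273* it was larger in size than the paper's -6.53, but it was -0.32 with loess (adjusted *p* = 0.501) and -5.78 without wild-type t1 replicate 1 (adjusted *p* = 0.164), smaller in size and not called.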

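The square of *r* between the Mc values of the 12 genes, from *fecB* at the upper to *SAVERM2273* at the lower end, and the paper's RT-qPCR values was 0.876.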

### 2.4. Concluding Remarks

Until now, PAS-LuxR regulator-encoding genes have been found only in polyene macrolide gene clusters, thus constituting a hallmark of these types of clusters. In this context, they are transcriptional activators essential for the biosynthesis of the polyene encoded within the cluster. Their expression is a bottleneck in the biosynthesis of antifungals; thus, polyene production is easily incremented upon a gene dosage increase [25]. Additionally, the heterologous gene complementation of mutants restores the strain’s ability to produce the antifungal compound, thus proving that these regulators are highly conserved [6]. Recently, we have obtained evidence indicating that although these regulators were initially thought to be pathway-specific, they are actually regulatory proteins with a wider range of connotations in addition to polyene biosynthesis. Thus, PteF, the regulator of filipin biosynthesis, was proven to control oligomycin production in *S. avermitilis* [7]. This prompted us to propose that the introduction of PAS-LuxR-regulatory genes into *Streptomyces* species could prove useful for the awakening of dormant secondary metabolite biosynthetic genes [7,8]. This hypothesis was confirmed when PimM, the archetype of the PAS-LuxR regulators, was introduced into *S. albus* J1074, and the production of the hybrid non-ribosomal peptide-polyketide antimycin was activated [9]. Recently, a similar result has been described in *S. albus* S4, where a PimM orthologue (the candicidin regulator FscRI) was identified as necessary for antimycin production [37].

Herein, we have studied the transcriptome of an *S. avermitilis* Δ*pteF* mutant in comparison with that of its parental strain. Our results corroborate our previous observations [7,8], reinforcing the idea that PAS-LuxR regulators control many different cellular processes of bacterial metabolism at the transcriptional level, but particularly stress the importance of PAS-LuxR’s involvement on secondary metabolite biosynthesis.

Notably, 10 (or 12 if we include *ezs* and *pk4* gene clusters) out of the 38 putative secondary metabolite gene clusters encoded by *S. avermitilis* genome [26] showed altered expression in the mutant. In some instances, the modified expression of biosynthetic genes of a given cluster could be explained by the effect of the mutation on the expression of one or more cluster-situated regulators. This is the case of the *aveR* regulator of the avermectin *ave* cluster, the regulators *avaL1* and *avaL2* of the γ-butyrolactone gbl cluster, the oligomycin regulators *olmRI* and *olmRII*, and the MarR regulator (*SAVERM2989*) of the pentalenolactone *ptl* cluster. 

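The gene *aveR* (*SAVERM935*), for the LuxR-family activator of avermectin biosynthesis, was overexpressed in the mutant at t1 with a Mc value of 2.69 ± 0.23 (± SE, n = 3 arrays per strain, adjusted *p* = 2.93e-06), and had 0.58 ± 0.18 (adjusted *p* = 0.0126) at t2, a difference between the phases of -2.11 ± 0.29 (adjusted *p* = 0.000946). Its log2 Cy3/Cy5 ratio at t1 was 2.36 ± 0.29 (SD, n = 3) in the wild type and 4.91 ± 0.34 in the mutant, with no overlap. Besides *aveR*, the genes *aveBVIII*, for a reductase of the oleandrose pathway, *aveE*, for a cytochrome P450, and *aveBIII*, for a thymidyltransferase, were overexpressed at t1 with 2.28 ± 0.22 (adjusted *p* = 8.62e-06), 1.17 ± 0.28 (adjusted *p* = 0.0126) and 1.09 ± 0.24 (adjusted *p* = 0.00612), as were *aveG*, *aveBVII* and *aveA1*. The other 12 genes of the cluster were not called, from -0.27 for *aveBIV* to 0.79 for *aveBV*. The 4 probes of *aveBIII*, which were averaged, had Mc values from -0.14 to 1.67 at t1. The genes of the cluster all lie in the segment with a 7.10-fold lower Cy5 signal, and 8 of the 19, not including *aveBIII* and *aveBV*, exceeded the 95th percentile of the other-species probes in Cy3 on any array. The call of *aveE* was lost without any 1 of the wild-type t1 replicates or Δ*pteF* t1 replicate 3, and that of *aveBIII* without these or Δ*pteF* t1 replicate 1.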

AveR, the transcriptional activator of avermectin biosynthesis [32], is overexpressed four-fold in the mutant and concomitantly the remaining genes of the *ave* cluster showed enhanced transcription. Conversely, OlmRI and OlmRI, positive regulators of oligomycin biosynthesis [30], showed decreased transcription in the mutant (Mc values −1.56 and −1.47, respectively), and so did the remaining genes of the cluster. It is not known whether AvaL1 and AvaL2 are positive regulators, but it is conceivable given that they show reduced transcription values upon the mutation of the *pteF* gene (fold changes of 6.4 and 8.9, respectively) together with the remaining genes of the *gbl* cluster, including the γ-butyrolactone synthase *avaA*. Both AvaL1 and AvaL2 show convincing similarity to γ-butyrolactone receptor proteins, and although these proteins normally act by repressing the transcription of the synthase gene [38,39,40], there are cases that display the opposite behavior, such as FarA from *S.* lavendulae, which activates the transcription of the synthase *farX* [41]. 

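The LuxR-family regulator gene *olmRI* (*SAVERM2902*) of the oligomycin cluster was underexpressed in the mutant at t1 with a Mc value of -1.58 ± 0.21 (± SE, n = 3 arrays per strain, adjusted *p* = 0.000136), and *olmRII* (*SAVERM2901*) had -0.99 ± 0.27 (adjusted *p* = 0.0228), just under a fold change of 2, with -1.21 to -0.83 for its 4 probes. At t2 *olmRII* was overexpressed with 1.13 ± 0.21 (adjusted *p* = 0.000607) and *olmRI* had 0.40 ± 0.17. Both differed between the phases, by 1.98 ± 0.27 (adjusted *p* = 0.000865) and 2.12 ± 0.34 (adjusted *p* = 0.002). At t1 neither gene had overlapping arrays. The call of *olmRI* was lost with loess, and that of *olmRII* at t2 with loess, with Cy3 signals alone, with equal array weights and without any 1 of the Δ*pteF* t2 replicates. With equal array weights *olmRII* was underexpressed at t1 with -1.32 (adjusted *p* = 0.0457) and had 0.66 at t2, and it was also underexpressed at t1 with Agilent's processed signals, with Cy3 signals alone, with a replicate block (-1.23, against 0.85 at t2 and no call there) and without Δ*pteF* t1 replicate 2 or wild-type t2 replicate 1.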

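The TetR-family regulator genes *avaL2* (*SAVERM2268*) and *avaL1* (*SAVERM2270*) were underexpressed in the mutant at t1, with Mc values of -3.69 ± 0.46 (± SE, n = 3 arrays per strain, adjusted *p* = 8.56e-05) and -2.53 ± 0.42 (adjusted *p* = 0.00101). So were the γ-butyrolactone synthase gene *avaA* (*SAVERM2269*), with -1.76 ± 0.29 (adjusted *p* = 0.000824), the oxidoreductase gene *avaB*, with -1.23 ± 0.26, and the phosphatase gene *avaC*, with -1.34 ± 0.20, and the arrays of the strains overlapped in none of the 5 genes, where chance gives 10% for genes not chosen on these arrays, as the study chose these, and *avaC* stayed under the 95th percentile of the other-species probes in Cy3 on all 12 arrays. At t2 the direction of *avaA* and *avaB* was opposite, with 1.64 ± 0.22 (adjusted *p* = 8.51e-05) and 1.81 ± 0.20 (adjusted *p* = 1.71e-05), both overexpressed, while *avaL2*, *avaL1* and *avaC* had -0.92 ± 0.35, -0.44 ± 0.32 and 0.72 ± 0.15. All 5 genes differed between the phases, *avaA* by 3.41 ± 0.36 (adjusted *p* = 0.000126) and *avaL2* by 2.78 ± 0.58 (adjusted *p* = 0.00817). With loess none of the 5 was called at t1, without wild-type t1 replicate 1 only *avaL2* and *avaL1* were, without wild-type t1 replicate 3 *avaB* and *avaA* were lost, and with equal array weights or without Δ*pteF* t1 replicate 1 *avaB* was. At t2 *avaA* was lost with loess and with equal array weights, and both genes without Δ*pteF* t2 replicate 1 or 2.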

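The MarR-family regulator gene *SAVERM2989*, of the *ptl* cluster, had a Mc value of -0.63 ± 0.24 at t1 (± SE, n = 3 arrays per strain, adjusted *p* = 0.0809), with no overlap of arrays, and -0.04 ± 0.18 at t2, and was not called. None of the *ptl* genes for neopentalenoketolactone was called at t1, where *ptlE*, for a monooxygenase, had -0.87 ± 0.23 (adjusted *p* = 0.0203), the pentalenene synthase gene *ptlA* -0.62 ± 0.47 and the efflux gene *ptlG*, with the only positive value, 0.60 ± 0.39. At t2, 8 of the 14 were overexpressed in the mutant, among them *ptlG* with 2.25 ± 0.30 (adjusted *p* = 8.5e-05), *ptlA* with 2.05 ± 0.36 (adjusted *p* = 0.000461), *ptlC* with 1.53 ± 0.27, *ptlD*, for a dioxygenase, with 1.35 ± 0.28 and *ptlI*, for a cytochrome P450, with 1.27 ± 0.33. The arrays of the strains did not overlap for 7 of the 14 at t1 and 3 at t2, where chance gives 10% for genes not chosen on these arrays, as the study chose this cluster. The change of *ptlA* differed between the phases by 2.67 ± 0.59 (adjusted *p* = 0.00996). None of the 8 calls at t2 was kept with loess, with equal array weights or without Δ*pteF* t2 replicate 1 or 2, 2 were kept with Cy3 signals alone and 3 without wild-type t2 replicate 2, and with loess the Mc values of *ptlD* and *ptlI* turned to -0.10 and -0.05.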

The same occurs with the MarR regulator of the *ptl* cluster [26] whose transcription is diminished (2-fold) in the mutant as well as that of all *ptl* genes. In the remaining gene clusters, there are no cluster-situated regulatory genes; thus, the effect of the mutation must be explained either by the direct action of PteF on key biosynthetic genes or via the action of other regulatory proteins. In this sense, 30 regulatory genes not situated in the clusters indicated above, most of them with unknown function, were differentially expressed upon the mutation of *pteF* (Supplementary Materials Table S1).

Previous studies have already demonstrated that PAS-LuxR regulators bind a specific conserved sequence [6], which has been found in 97 sites in the genome of *S. avermitilis* outside the filipin cluster [7]. Of these potential binding sites, only 43 were situated in upstream regions of target genes. Among these genes affected by the putative direct binding of PteF, we found that 19 have their expression differentially changed in the microarray data, indicating that PteF effectively controls these processes directly. These include *olmA1* and *olmA2*, and the *fecB* and *SAVERM610* genes from the oligomycin and nrp6 gene clusters, respectively, but also one regulatory gene, namely, the ClgR transcriptional regulator *SAVERM2505*. 

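Of the genes named as direct targets, *fecB* and *SAVERM610* of the *nrp6* cluster were overexpressed in the mutant in both phases, and *olmA1*, *olmA2* and *clgR* were called in neither (2 higher and none lower of 5 when adjusted over the list alone, a choice of the study on these arrays and not independent evidence). The oligomycin polyketide synthase genes *olmA1* (*SAVERM2899*) and *olmA2* (*SAVERM2898*) had Mc values of -0.68 ± 0.18 (± SE, n = 3 arrays per strain, adjusted *p* = 0.0203) and -0.29 ± 0.19 (adjusted *p* = 0.313) at t1, and 0.29 ± 0.14 and 0.20 ± 0.15 at t2. At t1 the arrays of the strains overlapped in none of the 5 genes, where chance gives 10% for genes not so chosen, whereas at t2 they did in *olmA1*, *olmA2* and *clgR* but not in *SAVERM610*, and *fecB* had a value on only 2 of the 3 wild-type arrays. The genes *fecB* and *SAVERM610* lie in the segment with a 7.10-fold lower Cy5 signal, and with loess the t1 call of *fecB* was lost. Both *olmA1* and *olmA2* stayed under the 95th percentile of the other-species probes in Cy3 on all 12 arrays.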

Interestingly, this regulator has been implicated with morphological and physiological differentiation in *Streptomyces* [20,42] and with proteolysis and DNA repair in *Corynebacterium glutamicum* [43]. 

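The sigma factor gene *sig40* (*SAVERM4561*) had a Mc value of -0.35 ± 0.24 at t1 (± SE, n = 3 arrays per strain, adjusted *p* = 0.321) and -0.53 ± 0.18 at t2 (adjusted *p* = 0.0223). The MerR-family regulator gene *ftsR* (*SAVERM6982*) had 0.94 ± 0.19 (adjusted *p* = 0.00347) and 0.37 ± 0.14 (adjusted *p* = 0.0386). Neither gene was called in either phase or passed the test of a difference between the phases (adjusted *p* = 0.688 and adjusted *p* = 0.114). Every mutant array of *ftsR* was above every wild-type array at t1, and every mutant array of *sig40* below every wild-type array at t2.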

Other regulatory genes that show good *p*-values and a high fold-change—although not meeting the strict statistical criteria, and that could also constitute direct targets of PetF—are *SAVERM4561* and *SAVERM6982* (fold-changes of 1.75 and 1.5, respectively) (Supplementary Materials Table S1). These regulators encode an RNA polymerase σ24 factor and a MerR regulator. While the σ-factor targets are unknown, it is expected that the transcription of several genes can be affected. Conversely, the MerR regulator has been shown to regulate *Streptomyces* development [44]. In the absence of novel evidence, the remaining regulatory genes differentially expressed upon mutation are thought to be controlled by *pteF* indirectly given that they do not show binding sequences in their upstream regions.

To our knowledge, this is the second time a genome-wide transcriptomic study has been conducted to describe the pleiotropic nature of a cluster-situated regulator, including that of the regulator of lincomycin biosynthesis LmbU from *S. linconensis* [45]. The cross-regulation of disparate natural-product biosynthetic gene clusters by a cluster-situated regulator has already been described by several groups, although not in genome-wide studies [7,37,46]. Moreover, the ability of some of these regulators to modulate the effects of regulators that act more globally [47], as well as the competition between global regulators [48], have also been reported. Our findings extend further and indicate that PAS-LuxR regulators should be considered wide domain regulators. They affect the expression of multiple genes involved in both primary and secondary metabolism.

The findings reported herein should provide important clues to understanding the intertwined regulatory machinery that modulates the antibiotic biosynthesis in *Streptomyces*, and suggest that the heterologous expression of PAS-LuxR regulators is likely to represent a powerful general strategy for the discovery of novel bioactive natural products.

## 3. Materials and Methods

### 3.1. Strains and Cultivation

*S. avermitilis* NRRL 8165 and its mutant *S. avermitilis* Δ*pteF* [8] were routinely grown and sporulated as described elsewhere [49].

### 3.2. Nucleic Acid Extractions

RNA was extracted as described elsewhere [8]. Briefly, 2 mL from liquid cultures in YEME medium without sucrose was harvested by centrifugation and immediately frozen by immersion in liquid nitrogen. Cells were resuspended in lysis solution [600 µL RLT buffer (RNeasy mini kit; Qiagen); 6 µL 2-mercaptoethanol] and disrupted using a sonicator (Ultrasonic processor XL; Misonix Inc., Farmingdale, New York, NY, USA). RNeasy^®^ Mini kit (Qiagen, Hilden, Germany) was used for RNA isolation using RNase-Free DNase Set (Qiagen, Hilden, Germany) as specified by manufacturer, followed by two consecutive digestions with TURBO^TM^ DNase from Ambion^®^ according to the manufacturer’s instructions. Total RNA concentration was determined with a NanoDrop ND-1000 spectrophotometer (Thermo Scientific, Waltham, MA, USA), and quality and integrity were checked in a Bioanalyzer 2100 apparatus (Agilent Technologies, Santa Clara, CA, USA). Total genomic DNA (gDNA) was isolated from stationary phase cultures following the salting-out procedure [50].

### 3.3. Microarray Hybridizations

The microarray experiment was performed using a common reference design [51]. The microarray chip Custom Gene Expression Microarray, 8 × 15 K (Agilent) was customized to include different sets of probes, as indicated elsewhere [52]. For each microarray hybridization, 10 pmol of Cy3-labelled cDNA obtained from total RNA were mixed with 80 pmol of Cy5-labelled genomic DNA as the common reference. Labelling, hybridization, washing, and scanning conditions were carried out as indicated previously [53]. Three biological replicates from independent cultures were made for each experimental condition. Probe design and gene annotation were performed using the publicly available *S. avermitilis* NRRL 8165 genome sequence with the accession number BA000030.4.

### 3.4. Identification of Differentially Transcribed Genes

Microarray data were normalized and analyzed with the Bioconductor package LIMMA (Linear Models for Microarray Analysis) [54,55]. Spot quality weights were estimated as indicated in the Supplementary section (Tables S2 and S3). Both local and global normalizations were used [56]. Firstly, weighted medians of log2 Cy3/Cy5 intensities were calculated for print-tip correction and afterwards global Loess was applied [57]. The normalized log2 of the Cy3/Cy5 intensities is referred to in this work as the Mg value, which is proportional to the abundance of transcripts for a particular gene [58]. The information from the within-array spot duplicates [55] and empirical array weights [59] were considered in the linear models [54]. The Mg transcription values of the four experimental conditions were compared using two contrasts, mutant versus wild type, corresponding to the two studied growth phases (exponential and stationary). For each gene, the Mc value is the binary log of the differential transcription between the mutant and the wild strain. The Benjamini–Hochberg (BH) false-discovery rate correction was applied to the *p*-values. A positive Mc value indicates upregulation, and a negative one, downregulation. For each contrast, a result was considered statistically significant if the BH-corrected *p*-value was <0.05. However, on certain occasions when the transcription profile of a gene matched that of genes statistically significant and functionally related, or for comparison with previous published results obtained by RT-qPCR or by EMSA assays [7,8], we used an uncorrected *p*-value with a level of significance <0.05.

The microarray data have been deposited in the National Center for Biotechnology Information-Gene Expression Omnibus under accession number GSE185887.

### 3.5. Assessment of Filipin and Oligomycin Production

Filipin production was quantified as described elsewhere [39], whereas oligomycin was measured following the procedure described by Vicente et al. [7].

### 3.6. Reverse Transcription-Quantitative PCR

Reverse transcription of total RNA was performed on selected samples with 5 µg of RNA and 12.5 ng/µL of random hexamer primer (Invitrogen, Waltham, MA, USA) using SuperScript™ III reverse transcriptase (Invitrogen, Waltham, MA, USA) as described previously [60]. Reactions were carried out on two biological replicates with three technical replicates each and appropriate controls were included to verify the absence of gDNA contamination in RNA and primer-dimer formation. Primers (see Supplementary Materials Table S4) were designed to generate PCR products between 97 and 153 bp, near the 5′ end of mRNA. The PCR reactions were initiated by incubating the sample at 95 °C for 10 min followed by 40 cycles at 95 °C for 15 s, 62–70 °C (depending on the set of primers used) for 34 s, and 72 °C for 30 s. To check the specificity of real-time PCR reactions, a DNA melting curve analysis was performed by holding the sample at 60 °C for 60 s followed by slow ramping of the temperature to 95 °C. Baseline and threshold values were determined by the StepOnePlus software. Ct values were normalized with respect to *rrnA1* mRNA (encoding 16S rRNA). Relative changes in gene expression were quantified using the Pfaffl method [61] and the REST© software [62]. The corresponding real-time PCR efficiency (E) of one cycle in the exponential phase was calculated according to the equation E = 10 [−1/slope] [63] using 5-fold dilutions of genomic DNA ranging from 0.013 to 40 ng (*n* = 5 or 6 with three replicates for each dilution) with a coefficient of determination *R*^2^ > 0.99 (Supplementary Materials Figure S2).

## Figures and Tables

**Figure 1:**
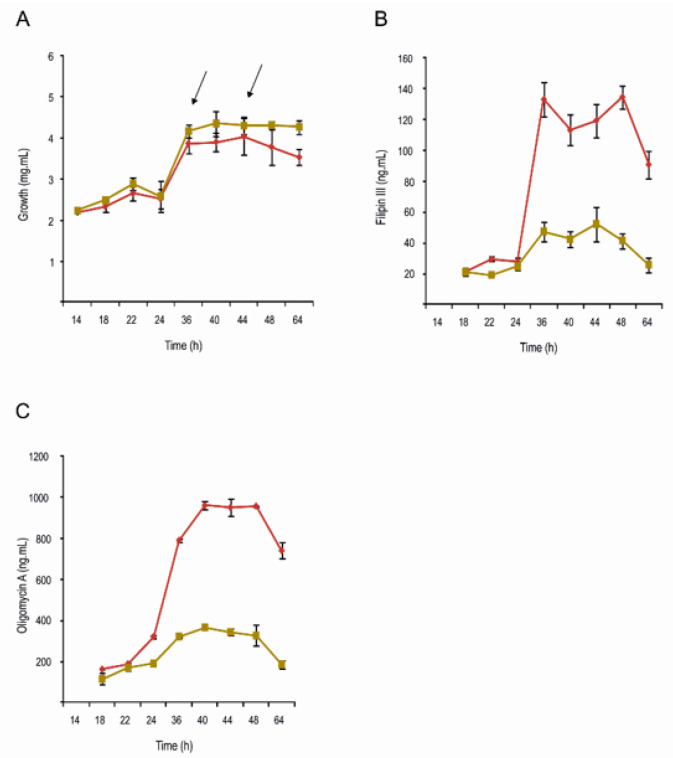
Growth and antibiotic production in YEME medium without sucrose. Strains *S. avermitilis* wt (red), and Δ*pteF* mutant (ochre). (**A**) Growth curves; (**B**) Filipin production; (**C**) Oligomycin production. Arrows indicate RNA samples’ harvesting times.

**Figure 2:**
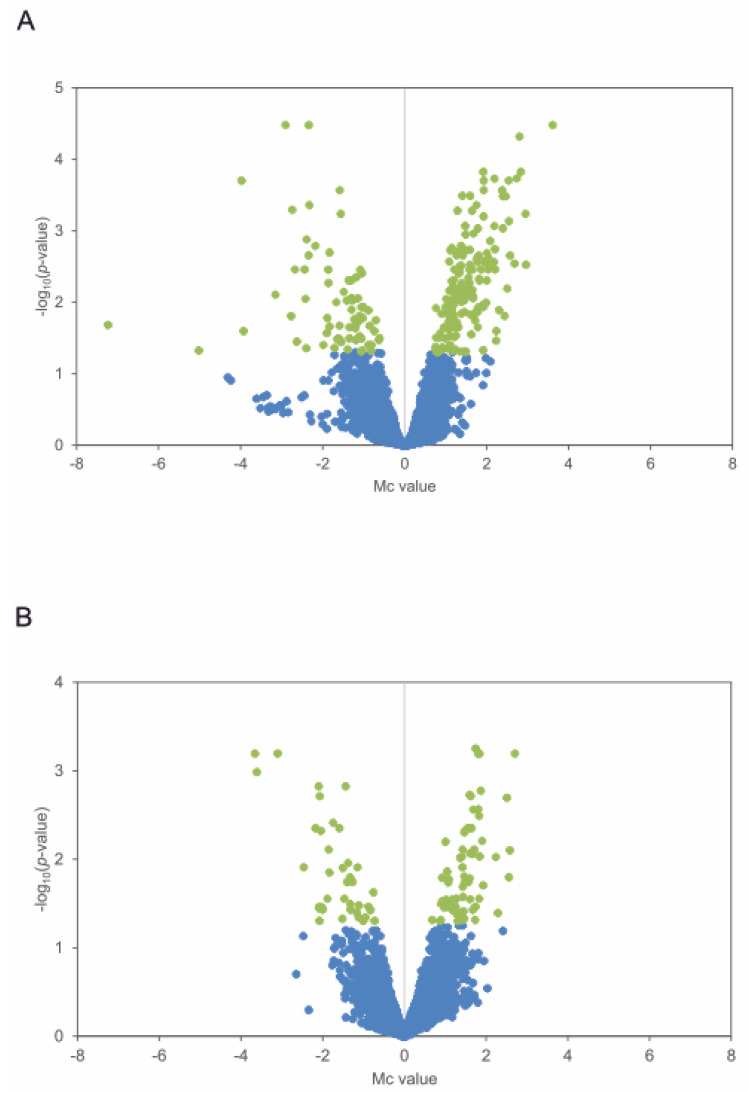
Differentially expressed genes in the mutant strain Δ*pteF*. Volcano plots show differential gene expression distribution during exponential phase (**A**) and stationary phase (**B**). Statistically significant genes are shown in green (log_10_ *p*-value ≥ 1.3).

**Figure 3:**
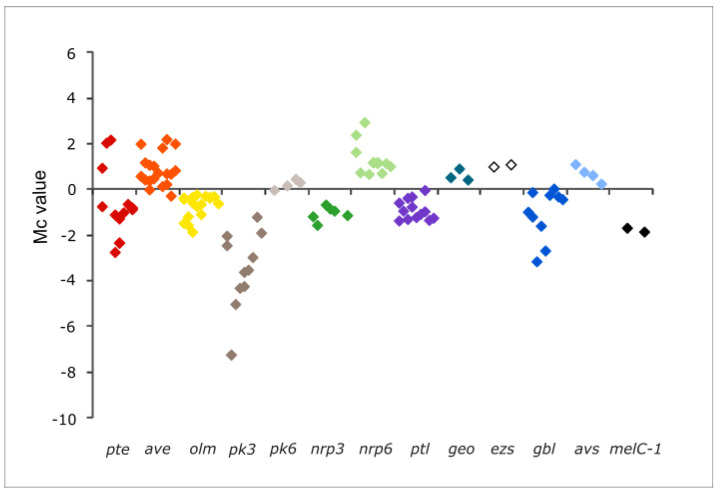
Transcription profiles of secondary metabolite gene clusters genes in *S. avermitilis* Δ*pteF*. Only clusters whose transcription was affected by the mutation are included. All the genes of a given cluster are shown in the plot, including regulatory genes. Colored squares are the plots of differential transcription values for individual genes in the mutant. *pte*, filipin (red); *ave*, avermectin (orange); *olm*, oligomycin (yellow); *pk*, polyketide (gray); *nrp*, non-ribosomal peptide (green); *ptl*, neopentalenoketolactone (purple); *geo*, geosmin (teal); *ezs*, albaflavenol/albaflavenone (white); *gbl*, γ-butyrolactone (dark blue); *avs*, vibrioferrin-like siderophore (light blue); *melC-1*, melanin (black).

**Table 1:** Differential transcription and functional classification of genes affected by *pteF* deletion. The number of genes that are under- (↓) or over-expressed (↑) are indicated.

	Genes Underexpressed ^a^	Genes Overexpressed ^a^	Total
Exponential phase (t1)	63	145	208
Stationary phase (t2)	35	64	99
**Identified Genes ^b^**			
**Function**		**t1**	**t2**
Genetic information- and protein-processing; amino acid metabolism		20 (7 ↓; 13 ↑)	11 (5 ↓; 6 ↑)
Nucleotide and vitamin metabolism; DNA replication, recombination, and repair		16 (4 ↓; 12 ↑)	4 (1 ↓; 3 ↑)
Carbohydrate metabolism		13 (3 ↓; 10 ↑)	1 (1 ↓)
Lipid metabolism		8 (1 ↓; 7 ↑)	4 (4 ↑)
Energy production		2 (2 ↓)	1 (1 ↓)
Transport and external signals’ processing		20 (12 ↓; 8 ↑)	8 (4 ↓; 4 ↑)
Cell envelope biosynthesis and morphological differentiation		9 (4 ↓; 5 ↑)	5 (4 ↓; 1 ↑)
Regulation		27 (12 ↓; 15 ↑)	12 (3 ↓; 9 ↑)
Secondary metabolism		60 (34 ↓; 26 ↑)	6 (2 ↓; 4 ↑)
Miscellaneous		38 (11 ↓; 27 ↑)	19 (1 ↓; 18 ↑)

^a^ Only statistically significant genes with a fold-change value equal higher to ±2 are included. ^b^ All identified genes were accounted for.

**Table 2:** Transcriptional values of genes belonging to differentially expressed secondary metabolite gene clusters in *S. avermitilis ∆pteF* when compared to its parental strain. (t1). The *p*-values are indicated in bold type when found statistically significant. Mc values higher than 1 and their corresponding fold-change above 2 are also in bold.

Gene		Description	Fold-Change	Mc	Corrected *p*-Value	*p*-Value
**Filipin cluster (*pte*)**						
**407**	*pteH*	Thioesterase	1.93	0.95	0.1395	**0.0076**
**408**	*pteG*	cholesterol oxidase	**4.14**	**2.05**	**0.0025**	0.0000
**410**	*pteR*	SARP-family transcriptional regulator	**4.53**	**2.18**	**0.0009**	0.0000
**411**	*pteE*	Ferredoxin	2.14	**−1.10**	0.2533	**0.0233**
**412**	*pteD*	cytochrome P450 monooxygenase	**6.68**	**−2.74**	**0.0005**	0.0000
**413**	*pteC*	cytochrome P450 monooxygenase	**5.03**	**−2.33**	**0.0004**	0.0000
**414**	*pteB*	Dehydrogenase	**5.06**	**−2.34**	**0.0000**	0.0000
**415**	*pteA5*	modular polyketide synthase	2.01	**−1.01**	0.1136	**0.0054**
**416**	*pteA4*	modular polyketide synthase	**2.43**	**−1.28**	**0.0095**	0.0002
**417**	*pteA3*	modular polyketide synthase	1.56	−0.64	0.3514	**0.0457**
**418**	*pteA2*	modular polyketide synthase	1.83	−0.87	0.3639	0.0506
**419**	*pteA1*	modular polyketide synthase	1.74	−0.80	0.4388	0.0752
**Non-ribosomal peptide-6 (*nrp6*)**						
**600**	*fecC1*	ABC transporter iron(III)/siderophore transport system ATP-binding protein	**5.28**	**2.40**	**0.0003**	0.0000
**601**	*fecD1*	ABC transporter iron(III)/siderophore permease	1.68	0.75	0.5625	0.1290
**602**	*fecB*	ABC transporter iron(III)/siderophore-binding protein	**7.73**	**2.95**	**0.0006**	0.0000
**603**	*nrps6*	non-ribosomal peptide synthetase	1.60	0.68	0.3119	**0.0342**
**604**		hypothetical protein	**2.27**	**1.18**	**0.0224**	0.0005
**605**	*fadD2*	acyl-CoA synthetase	**2.30**	**1.20**	**0.0049**	0.0001
**606**		hypothetical protein	1.64	0.71	0.3525	**0.0464**
**607**		taurine catabolism dioxygenase	**2.22**	**1.15**	**0.0017**	0.0000
**608**	*fabC2*	acyl carrier protein	**2.03**	**1.02**	0.1136	**0.0054**
**609**	*fabH4*	3-oxoacyl-ACP synthase III	**2.22**	**1.15**	0.1182	**0.0058**
**610**		MFS transporter protein	**2.28**	**1.19**	**0.0166**	0.0004
**611**		beta-hydroxylase	**3.12**	**1.64**	**0.0005**	0.0000
**Avermectin cluster (*ave*)**						
**935**	*aveR*	LuxR-family transcriptional regulator	**4.00**	**2.00**	**0.0049**	0.0001
**936**	*aveF*	C-5 ketoreductase	1.51	0.59	0.6016	0.1518
**937**	*aveD*	C5-O-methyltransferase	1.35	0.43	0.6148	0.1603
**938**	*aveA1*	type I polyketide synthase	**2.27**	**1.18**	0.1820	**0.0122**
**939**	*aveA2*	type I polyketide synthase	1.31	0.39	0.7264	0.2537
**940**	*aveC*	post-polyketide modification protein	1.00	0.00	0.9993	0.9950
**941**	*aveE*	cytochrome P450 monooxygenase	**2.06**	**1.04**	0.1376	**0.0074**
**942**	*aveA3*	type I polyketide synthase	1.40	0.49	0.6328	0.1725
**943**	*aveA4*	type I polyketide synthase	1.66	0.73	0.4435	0.0764
**944 ^a^**	*orf-1*	Reductase	1.10	0.14	0.9330	0.6990
**945**	*aveBI*	dTDP-L-oleandrose transferase (glycosyltransferase)	1.62	0.70	0.6052	0.1543
**946**	*aveBII*	dTDP-glucose 4.6-dehydratase	1.17	0.23	0.8027	0.3477
**947**	*aveBIII*	glucose-1-phosphate thymidyltransferase	**2.11**	**1.08**	0.2027	**0.0154**
**948**	*aveBIV*	dTDP-4-keto-6-deoxy-L-hexose 4-reductase	1.21	−0.28	0.8828	0.5032
**949**	*aveBV*	dTDP-4-keto-6-deoxyhexose 3.5-epimerase	1.60	0.68	0.5387	0.1160
**950**	*aveBVI*	dTDP-4-keto-6-deoxy-L-hexose2.3-dehydratase	1.79	0.84	0.4308	0.0711
**951**	*aveBVII*	dTDP-6-deoxy-L-hexose 3-O-methyltransferase	**4.03**	**2.01**	**0.0020**	0.0000
**952**	*aveBVIII*	dTDP-4-keto-6-deoxy-L-hexose 2.3-reductase	**3.56**	**1.83**	**0.0049**	0.0001
**953**	*aveG*	Thioesterase	**4.59**	**2.20**	**0.0018**	0.0000
**Melanin cluster (*melC-1*) ^b^**						
**1136**	*melC1*	tyrosinase co-factor protein	**3.20**	**−1.68**	0.0776	**0.0015**
**1137**	*melC2*	Tyrosinase	**3.61**	**−1.85**	**0.0078**	0.0000
**γ-butyrolactone cluster (*gbl*)**						
**2266**	*avaC*	Phosphatase	1.97	−0.98	0.0794	**0.0030**
**2267**	*avaB*	Oxidoreductase	**2.30**	**−1.20**	0.2777	**0.0279**
**2268**	*avaL2*	TetR-family transcriptional regulator	**8.88**	**−3.15**	**0.0078**	0.0001
**2269**	*avaA*	gamma-butyrolactone biosynthesis protein	**3.01**	**−1.59**	0.1456	**0.0083**
**2270**	*avaL1*	TetR-family transcriptional regulator	**6.41**	**−2.68**	**0.0035**	0.0000
**Polyketide-3 cluster (*pk3*)**						
**2272**		hypothetical protein	**5.46**	**−2.45**	0.2000	**0.0150**
**2273**		Isomerase	**151.17**	**−7.24**	**0.0208**	0.0005
**2274**		secreted protein	**32.45**	**−5.02**	**0.0473**	0.0014
**2275**		transmembrane efflux protein	**19.97**	**−4.32**	0.1124	**0.0053**
**2276**		3-oxoacyl-ACP synthase III	**18.90**	**−4.24**	0.1242	**0.0063**
**2277**		Thioesterase	**12.30**	**−3.62**	0.2222	**0.0183**
**2278**		F420-dependent dehydrogenase	**11.47**	**−3.52**	0.3037	**0.0327**
**2279**		acyl-CoA synthetase	**7.84**	**−2.97**	0.3522	**0.0462**
**2280**	*pks3-1*	modular polyketide synthase	**2.30**	**−1.20**	0.6288	0.1702
**2281**	*pks3-2*	modular polyketide synthase	**3.73**	**−1.90**	0.5893	0.1436
**2282**	*pks3-3*	acyl carrier protein	**4.08**	**−2.03**	0.3974	0.0593
**Oligomycin cluster (*olm*)**						
**2890**	*ccrA1*	crotonyl-CoA reductase	1.34	−0.42	0.4368	0.0743
**2891**		hypothetical protein	**2.27**	**−1.18**	0.2280	**0.0193**
**2892**	*olmA4*	modular polyketide synthase	1.26	−0.33	0.4760	0.0913
**2893**	*olmA5*	modular polyketide synthase	1.16	−0.22	0.6421	0.1789
**2894**	*olmB*	cytochrome P450 monooxygenase	**2.13**	**−1.09**	0.1512	**0.0087**
**2895**	*olmA7*	modular polyketide synthase	1.56	−0.64	0.0746	**0.0028**
**2896**	*olmA6*	modular polyketide synthase	1.67	−0.74	0.1443	**0.0080**
**2897**	*olmA3*	modular polyketide synthase	1.25	−0.32	0.3610	**0.0493**
**2898**	*olmA2*	modular polyketide synthase	1.24	−0.31	0.5785	0.1377
**2899**	*olmA1*	modular polyketide synthase	1.53	−0.61	0.1817	**0.0121**
**2900**		P450-like protein	1.48	−0.57	0.2474	**0.0224**
**2901**	*olmRII*	LuxR-family transcriptional regulator	**2.77**	**−1.47**	0.0712	**0.0026**
**2902**	*olmRI*	LuxR-family transcriptional regulator	**2.95**	**−1.56**	**0.0006**	0.0000
**2903**	*olmC*	Thioesterase	**3.63**	**−1.86**	0.1235	**0.0062**
**Neopentalenolactone cluster (*ptl*)**						
**2989**		MarR-family transcriptional regulator	**2.08**	**−1.06**	**0.0487**	0.0015
**2990**	*gap1*	glyceraldehyde-3-phosphate dehydrogenase	**2.57**	**−1.36**	0.2469	**0.0222**
**2991**	*ptlH*	1-deoxypentalenic acid 11-beta hydroxylase	1.91	−0.93	0.1529	**0.0089**
**2992**	*ptlG*	transmembrane efflux protein	1.29	−0.37	0.9068	0.5988
**2993**	*ptlF*	1-deoxy-11beta-hydroxypentalenic acid dehydrogenase	1.69	−0.76	0.2639	**0.0251**
**2994**	*ptlE*	Baeyer-Villiger monooxygenase	**2.46**	**−1.30**	**0.0087**	0.0001
**2995**	*ptlD*	Dioxygenase	**2.31**	**−1.21**	0.0962	**0.0041**
**2996**	*ptlC*	hypothetical protein	**2.10**	**−1.07**	0.5367	0.1153
**2997**	*ptlB*	farnesyl diphosphate synthase	1.95	−0.96	0.5690	0.1322
**2998**	*ptlA*	pentalenene synthase	**2.53**	**−1.34**	0.5592	0.1269
**2999**	*ptlI*	pentalenene C13 hydroxylase; cytochrome P450	**2.36**	**−1.24**	0.4943	0.0993
**3000**	*ptlR*	AraC-family transcriptional regulator	1.49	−0.58	0.5379	0.1158
**3001**	*ptlJ*	Lyase	1.24	−0.31	0.6109	0.1579
**3002**	*ptlL*	hypothetical protein	1.02	−0.03	0.9754	0.8867
**Albaflavenol/albaflavenone cluster (*ezs*)**						
**3031**	*cyp14*	epi-isozizaene hydroxylase (cytochrome P450 monooxygenase)	**2.00**	**1.00**	0.2918	**0.0301**
**3032**	*ezs*	epi-isozizaene synthase (sesquiterpene cyclase)	**2.14**	**1.10**	0.1621	**0.0097**
**Non-ribosomal peptide-3 cluster (*nrp3*)**						
**3155**		MbtH-like protein	**2.27**	**−1.18**	0.2696	**0.0261**
**3156**	*nrps3-1*	non-ribosomal peptide synthetase	**2.95**	**−1.56**	0.0867	**0.0035**
**3157**		export protein	1.58	−0.66	0.6407	0.1773
**3158**	*nrps3-2*	non-ribosomal peptide synthetase	1.79	−0.84	0.6149	0.1623
**3159**	*nrps3-3*	non-ribosomal peptide synthetase	1.91	−0.93	0.5290	0.1123
**3160**		Aminotransferase	**2.19**	**−1.13**	0.4384	0.0749
**3161**	*dapF2*	diaminopimelate epimerase	**2.04**	**−1.03**	0.5045	**0.1029**
**3162**		hypothetical protein	**2.87**	**−1.52**	0.1668	**0.0101**
**3163**		hypothetical protein	**2.36**	**−1.24**	0.3227	**0.0384**
**3164**		hypothetical protein	**3.01**	**−1.59**	**0.0003**	0.0000
**Polyketide-4 cluster (*pk4*)**						
**7184**	*pks4*	modular polyketide synthase	**9.32**	**−3.22**	0.2980	**0.0315**
**7185**		UDP-glucose:sterol glucosyltransferase	**8.28**	**−3.05**	0.2753	**0.0271**
**7186**	*cyp26*	cytochrome P450 hydroxylase	**7.36**	**−2.88**	0.2419	**0.0213**
**Polyhydroxycarboxylate siderophore cluster (*avs*)**						
**7320**	*avsA*	siderophore synthetase component	**2.16**	**1.11**	**0.0295**	0.0007
**7321**	*avsB*	siderophore synthetase component	1.71	0.77	0.2474	**0.0223**
**7322**	*avsC*	siderophore synthetase component	1.55	0.63	0.4654	0.0862
**7323**	*avsD*	diaminopimelate decarboxylase	1.19	0.25	0.8125	0.3606

^a^ Not involved in avermectin biosynthesis; ^b^ Values from stationary phase (t2) analysis.

## Data Availability

The microarray data are deposited in the National Center for Biotechnology Information-Gene Expression Omnibus under accession number GSE185887.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antibiotics11080994/s1, Figure S1: Validation of microarray results using RT-qPCR; Figure S2: Primer efficiency; Table S1: Differentially expressed genes in *S. avermitilis* Δ*pteF* when compared to its parental strain; Table S2: Determination of the quality flag for array spots; Table S3: Assigned weights to each spot flags; Table S4: Sequence of primers used for qPCR.

# Supplementary material for: Modulation of Multiple Gene Clusters’ Expression by the PAS-LuxR Transcriptional Regulator PteF
**Source:** Antibiotics (Basel). 2022 Jul 24;11(8):994. doi: 10.3390/antibiotics11080994
**Supplement:** Supplementary file 1

Modulation of Multiple Gene Clusters' Expression by the PAS-LuxR Transcriptional Regulator PteF

Cláudia M. Vicente^{1,2,3}, Tamara D. Payero^{1,2}, Antonio Rodríguez-García^{1,2}, Eva G. Barreales¹, Antonio de Pedro¹, Fernando Santos-Beneit^{2,4} and Jesús F. Aparicio^{1,*}

Supplementary Figures S1 and S2, Supplementary Tables S1-S4

A

Gene	Description	log ₂ FC	Mc
<i>pteG</i>	cholesterol oxidase	2.153	2.046
<i>pteR</i>	SARP-LAL transcriptional regulator	4.622	2.183
<i>pteD</i>	cytochrome P450 monooxygenase	-4.655	-2.744
<i>pteC</i>	cytochrome P450 monooxygenase	-1.829	-2.325
<i>pteB</i>	dehydrogenase	-3.135	-2.339
<i>pteA4</i>	modular polyketide synthase	-0.544	-1.278
<i>fecB</i>	ABC transporter iron (III)/siderophore-binding protein	7.537	2.946
<i>aveR</i>	LuxR-family transcriptional regulator	5.273	2.001
<i>agaB1</i>	alpha-galactosidase	-1.969	-2.907
SAVERM2273	isomerase	-6.532	-7.240
<i>olmR1</i>	LuxR-family transcriptional regulator	-1.278	-1.560
<i>htpX1</i>	heat shock protein, protease	2.935	2.503

B

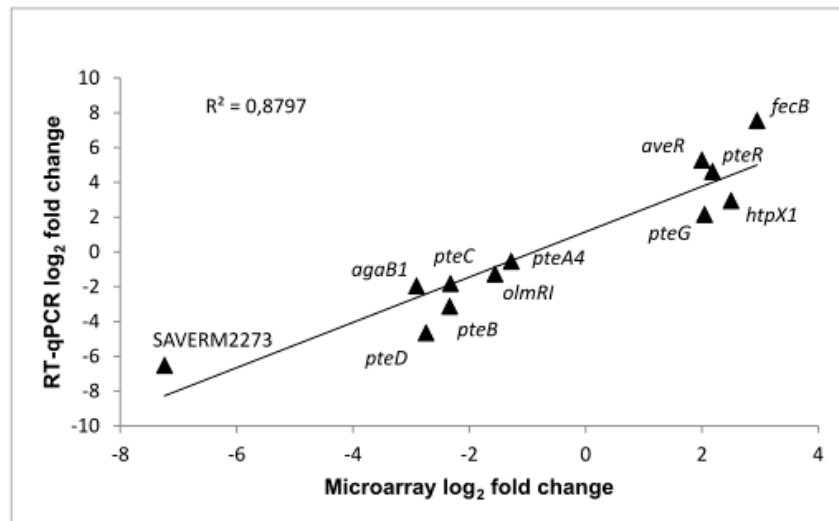

Figure S1.- Validation of microarray results using RT-qPCR. A) Comparison of the data obtained by RT-qPCR (log₂FC) and microarray analysis (Mc) for 12 different genes. B) Correlation between the results shown in panel A.

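The values of *pteG*, *pteR*, *pteD*, *pteC*, *pteB* and *pteA4* stand for the filipin cluster, whose genes share 1 region of the chromosome, and those of *fecB*, *aveR*, *olmRI* and *SAVERM2273* for the *nrp6*, *ave*, *olm* and *pk3* clusters. RT-qPCR follows the amplification of each transcript by fluorescence and compares it with a reference transcript, so its log2 fold change and the Mc value of an array are both differences between the mutant and the wild type on a log2 scale.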

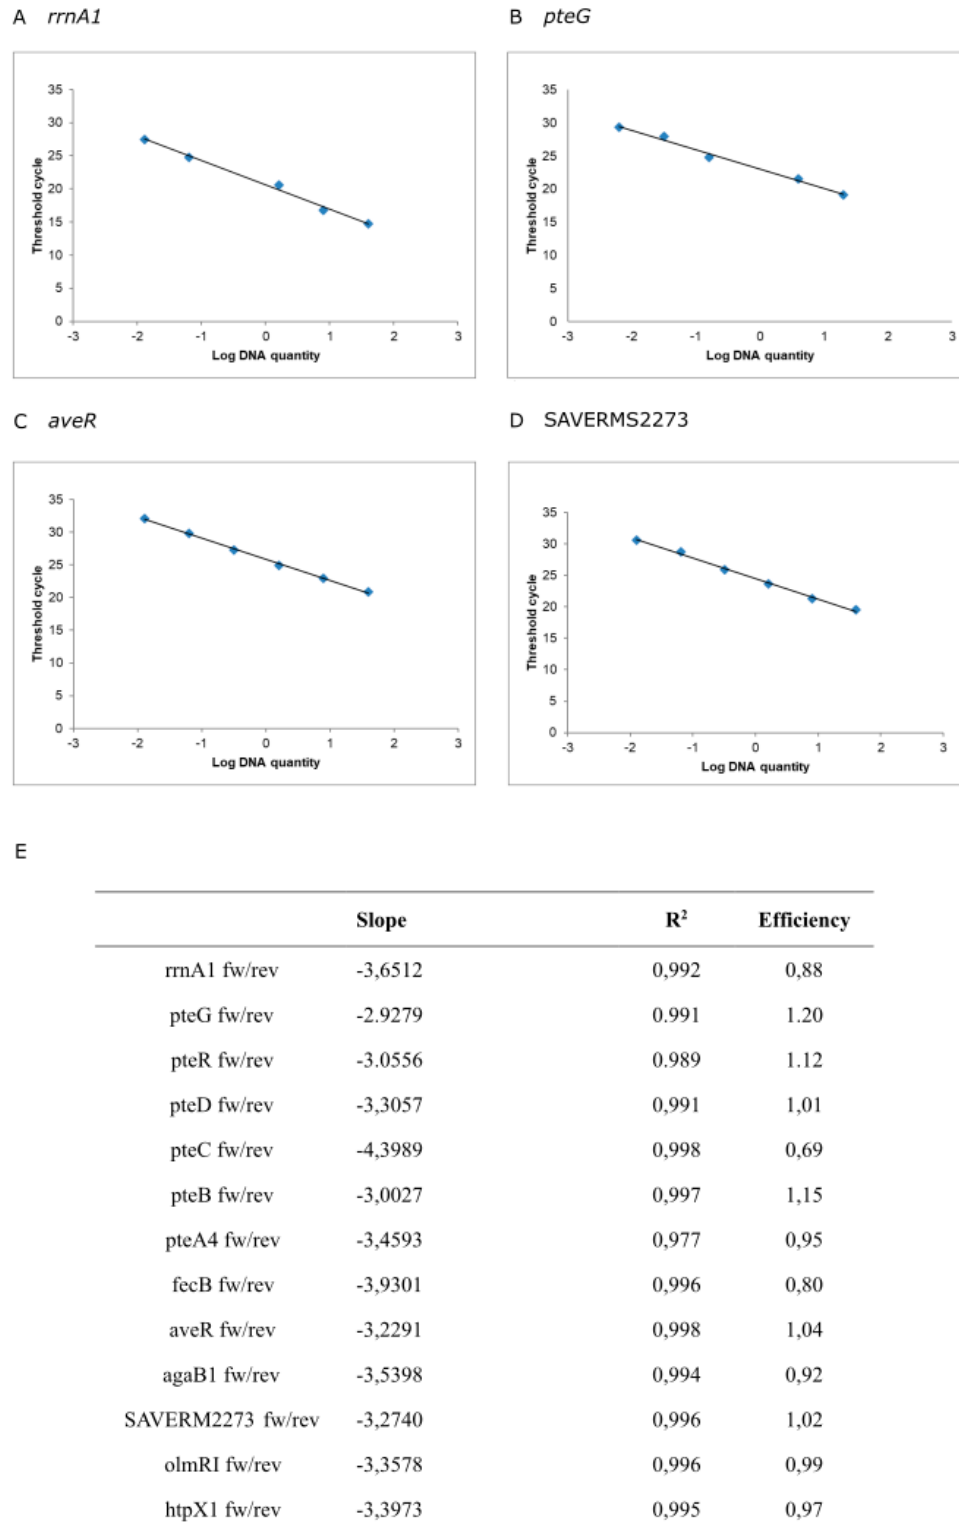

Figure S2: Primer efficiency. The efficiency of each set of primers was calculated according to the equation $E = 10^{[-1/\text{slope}] - 1}$. Using 5-fold dilutions of genomic DNA, the resulting Ct values were plotted against the logarithm of the DNA quantity as shown in A (primers for *rrnA1*), B (primers for *pteG*), C (primers for *aveR*), or D (primers for *SAVERM2273*). Data are from three replicates, values represent the mean and the vertical bars $\pm$ SD. Panel E summarizes information obtained from all plotted data.

Table S1: Differentially expressed genes in *S. avermitilis* Δ *pteF* when compared to its parental strain. Genes are ordered firstly by functional class, secondly by reduced or enhanced transcription, and then by chromosomal position with the aim of highlighting the coincidence of profiles among clustered genes. The primary annotation source is the StrepDB server (<http://strepdb.streptomyces.org.uk>). Some genes are included in more than one functional category if they are implicated in several processes. Mc values higher than 1 and the corresponding fold-change values above 2 are in bold. The *p*-values are indicated in bold type when found statistically significant (see Materials and methods). A few genes that did not meet criteria are also included (see footnotes). For simplicity, designations “putative” have been removed.

Gene	Description	Fold change	Mc	Corrected <i>p</i> -value	<i>p</i> -value	
Genes involved in genetic information- and protein-processing, and amino acid metabolism						
t1						
2723	<i>rocA</i>	delta-1-pyrroline-5-carboxylate dehydrogenase	3,56	-1.83	0.0219	0.0005
2724	<i>putA</i>	proline dehydrogenase	2,66	-1.41	0.0095	0.0002
2795	<i>zmp4</i>	griselysin (secreted neutral zinc metalloprotease)	2,06	-1.04	0.0473	0.0014
4551		ornithine aminotransferase	3,71	-1.89	0.0166	0.0004
4561 ^a	<i>sig40</i>	RNA polymerase ECF-subfamily sigma factor	1,75	-0.81	0.1009	0.0045
4562 ^a		hypothetical protein	2,06	-1.04	0.0039	0.0000
7112	<i>rocD2</i>	ornithine aminotransferase	3,01	-1.59	0.0212	0.0005
213	<i>sig60</i>	RNA polymerase ECF-subfamily sigma factor	3,43	1.78	0.0135	0.0003
321	<i>prpB1</i>	magnesium or manganese-dependent protein phosphatase	2,99	1.58	0.0054	0.0001
459	<i>hsp18_1</i>	heat shock protein	2,30	1.20	0.0106	0.0002
692	<i>hsp18_2</i>	heat shock protein	3,81	1.93	0.0002	0.0000
703		Acetyltransferase	2,41	1.27	0.0022	0.0000
758		Acetyltransferase	2,23	1.16	0.0063	0.0001
826	<i>cspD1</i>	cold-shock protein	2,79	1.48	0.0011	0.0000
898	<i>sig10</i>	RNA polymerase ECF-subfamily sigma factor	5,82	2.54	0.0007	0.0000
997	<i>sig13</i>	RNA polymerase ECF-subfamily sigma factor	2,68	1.42	0.0071	0.0001
1061		cysteine desulfurase	6,68	2.74	0.0002	0.0000
1986	<i>paaI</i>	phenylacetic acid degradation protein	2,58	1.37	0.0031	0.0000
2718	<i>leuB</i>	3-isopropylmalate dehydrogenase	4,69	2.23	0.0252	0.0006
4891	<i>htpX1</i>	heat shock protein. protease	5,66	2.50	0.0064	0.0001

t2						
2675	<i>rpmB1</i>	ribosomal protein L28	2,25	-1.17	0.0397	0.0005
3016	<i>wblE</i>	WhiB-family transcriptional regulator	2,17	-1.12	0.0451	0.0006
3888	<i>sig32</i>	RNA polymerase ECF-subfamily sigma factor	12,21	-3.61	0.0010	0.0000
4561 ^a	<i>sig40</i>	RNA polymerase ECF-subfamily sigma factor	1,68	-0.75	0.1641	0.0074
4820	<i>cspD6</i>	cold-shock protein	4,06	-2.02	0.0350	0.0004
459	<i>hsp18_1</i>	heat shock protein	3,23	1.69	0.0027	0.0000
692	<i>hsp18_2</i>	heat shock protein	3,58	1.84	0.0006	0.0000
758		Acetyltransferase	2,03	1.02	0.0286	0.0003
826	<i>cspD1</i>	cold-shock protein	2,13	1.09	0.0168	0.0001
898	<i>sig10</i>	RNA polymerase ECF-subfamily sigma factor	3,05	1.61	0.0283	0.0003
1061		Aminotransferase	3,18	1.67	0.0087	0.0000

Genes involved in nucleotide and vitamin metabolism, and DNA replication, recombination and repair

t1						
5915	<i>phoA</i>	alkaline phosphatase	5,24	-2.39	0.0013	0.0000
6215	<i>cpdB</i>	2'.3'-cyclic-nucleotide 2'-phosphodiesterase	2,97	-1.57	0.0341	0.0009
6407	<i>cobJ</i>	precorrin methylase	2,04	-1.03	0.0166	0.0004
6413	<i>cobA</i>	cob(I)alamin adenosyltransferase	1,53	-0.61	0.0315	0.0008
47		IS605 family IS1136A-like transposase	3,36	1.75	0.0135	0.0003
61		IS605 family IS1136A0-like transposase	3,27	1.71	0.0145	0.0003
120		IS701 family ISRhosp2-like transposase	2,38	1.25	0.0293	0.0007
288		IS630 family ISMac13-like transposase	2,53	1.34	0.0082	0.0001
757		IS630 family IS885-like transposase	2,73	1.45	0.0095	0.0002
803	<i>pgmA</i>	Phosphoglucomutase	3,18	1.67	0.0155	0.0003
821		IS200/IS605 family ISFsp4-like transposase	3,03	1.60	0.0003	0.0000
879	<i>ku2</i>	Ku70/Ku80 protein	2,01	1.01	0.0135	0.0003
3445	<i>purN</i>	phosphoribosylglycinamide formyltransferase	2,45	1.29	0.0005	0.0000
3463	<i>uvrD1</i>	ATP-dependent DNA helicase	1,71	0.77	0.0312	0.0008

4139	<i>purQ</i>	phosphoribosyl formylglycinamidine synthase I	1,80	0.85	0.0313	0.0008
4265	<i>thiC</i>	thiamine biosynthesis protein	3,03	1.60	0.0018	0.0000
t2						
4626	<i>int12</i>	tyrosine-family recombinase/integrase	2,85	-1.51	0.0125	0.0001
288		IS630 family ISMac13-like transposase	2,25	1.17	0.0358	0.0004
289		IS701 family ISAzvi8-like transposase	2,69	1.43	0.0078	0.0001
757		IS630 family IS885-like transposase	2,85	1.51	0.0160	0.0001

Carbohydrate metabolism genes

t1						
1082	<i>agaB1</i>	alpha-galactosidase	7,52	-2.91	0.0000	0.0000
2060		polysaccharide deacetylase. secreted	2,08	-1.06	0.0116	0.0002
6534		Glycosyltransferase	2,46	-1.30	0.0126	0.0002
649	<i>ard</i>	Phosphotransferase	2,77	1.47	0.0009	0.0000
803	<i>pgmA</i>	Phosphoglucomutase	3,18	1.67	0.0155	0.0003
1009		Glycosyltransferase	2,93	1.55	0.0067	0.0001
1011	<i>galE5</i>	UDP-glucose 4-epimerase	3,84	1.94	0.0027	0.0000
1013	<i>mpg2</i>	mannose-1-phosphate guanyltransferase	3,97	1.99	0.0101	0.0002
1014		NDP-hexose 4-ketoreductase	2,77	1.47	0.0077	0.0001
1911	<i>ccrA2</i>	crotonyl-CoA reductase	2,50	1.32	0.0040	0.0000
1912	<i>meaA1</i>	methylmalonyl-CoA mutase. coenzyme B12-dependent α -subunit	3,81	1.93	0.0003	0.0000
1913	<i>citE2</i>	citrate lyase beta chain	2,58	1.37	0.0016	0.0000
3859	<i>citA2</i>	citrate synthase	2,60	1.38	0.0144	0.0003
t2						
1082	<i>agaB1</i>	alpha-galactosidase	2,39	-1.26	0.0180	0.0001

Lipid metabolism genes

t1						
2944 ^{a,b}	<i>fabB2</i>	3-oxoacyl-ACP synthase II	1,79	-0.84	0.3338	0.0410
217	<i>fabC4</i>	acyl carrier protein	3,20	1.68	0.0011	0.0000
492	<i>echA1</i>	enoyl-CoA hydratase	2,25	1.17	0.0474	0.0014

1485 ^a	<i>plsC1</i>	1-acylglycerol-3-phosphate O-acyltransferase	1,84	0.88	0.3542	**0.0471**
1912	<i>meaA1</i>	methylmalonyl-CoA mutase. coenzyme B12-dependent alpha subunit	3,81	1.93	0.0003	0.0000
4208	<i>ltp3</i>	nonspecific lipid-transfer protein	2,23	1.16	0.0092	0.0001
4209		MaoC-like dehydratase	3,14	1.65	0.0067	0.0001
4210	<i>fadE28</i>	acyl-CoA dehydrogenase	3,03	1.60	0.0035	0.0000
**t2**						
217	<i>fabC4</i>	acyl carrier protein	2,83	1.50	0.0048	0.0000
1485 ^a	<i>plsC1</i>	1-acylglycerol-3-phosphate O-acyltransferase	1,85	0.89	0.3609	**0.0463**
2944 ^{a,b}	<i>fabB2</i>	3-oxoacyl-ACP synthase II	2,17	1.12	0.1908	**0.0098**
3866	<i>accA2</i>	acetyl/propionyl CoA carboxylase alpha subunit	2,07	1.05	0.0138	0.0001
**Energy production genes**						
**t1**						
4846	<i>nuoJ1</i>	NADH dehydrogenase I chain J (complex I)	3,27	-1.71	0.0434	0.0012
4847	<i>nuoK1</i>	NADH dehydrogenase I chain K (complex I)	3,18	-1.67	0.0100	0.0002
**t2**						
2885	<i>atpF</i>	F-type proton-transporting ATPase b chain	2,58	-1.37	0.0110	0.0001
**Transport and external signals processing**						
**t1**						
2246		simple sugar ABC transporter ATP-binding protein	2,14	-1.10	0.0155	0.0003
2247		simple sugar ABC transporter substrate-binding protein	3,12	-1.64	0.0327	0.0009
2455		MFS transporter protein	5,35	-2.42	0.0090	0.0001
2609		ABC transporter substrate-binding protein	2,30	-1.20	0.0229	0.0005
2963		ABC transporter permease protein	1,75	-0.81	0.0396	0.0011
3618		transmembrane transport protein	2,19	-1.13	0.0314	0.0008
4247		ABC transporter permease protein	1,67	-0.74	0.0252	0.0006
4248 ^c		ABC transporter ATP-binding protein	2,07	-1.05	0.0564	**0.0018**
4249 ^c		ABC transporter permease protein	1,92	-0.94	0.1647	**0.0099**

4250 ^c		ABC transporter ATP-binding protein	2,62	-1.39	0.0816	0.0032
5915	<i>phoA</i>	alkaline phosphatase	5,24	-2.39	0.0013	0.0000
5971	<i>phoC</i>	acid phosphatase	6,19	-2.63	0.0354	0.0009
515		oxidoreductase, iron-sulfur subunit	3,14	1.65	0.0035	0.0000
600	<i>fecC1</i>	ABC transporter iron(III)/siderophore transport system ATP-binding protein	5,28	2.40	0.0003	0.0000
602	<i>fecB</i>	ABC transporter iron(III)/siderophore-binding protein	7,73	2.95	0.0006	0.0000
610		MFS transporter protein	2,28	1.19	0.0166	0.0004
694		ABC transporter permease protein	4,53	2.18	0.0027	0.0000
695		ABC transporter ATP-binding protein	3,46	1.79	0.0224	0.0005
4600		MFS membrane protein (sulfate transport)	2,17	1.12	0.0019	0.0000
6941		MFS transporter protein	12,21	3.61	0.0000	0.0000
**t2**						
1804		hypothetical protein	2,00	-1.00	0.0486	0.0007
4066		ABC transporter ATP-binding protein	1,83	-0.87	0.0343	0.0004
4106		MFS transporter protein	2,85	-1.51	0.0468	0.0006
4247		ABC transporter permease protein	1,66	-0.73	0.0500	0.0007
602	<i>fecB</i>	ABC transporter iron(III)/siderophore-binding protein	4,72	2.24	0.0094	0.0001
610		MFS transporter protein	2,69	1.43	0.0122	0.0001
2436		sodium:solute symporter	1,91	0.93	0.0297	0.0003
2534		serine protease	2,10	1.07	0.0297	0.0003

Genes involved in cell envelope biosynthesis and morphological differentiation

**t1**						
1431 ^a	<i>spoVK</i>	sporulation protein K-like protein	1.49	0,577	0,1444	0,0082
2505	<i>clgR</i>	DNA-binding protein	1,85	-0.89	0.0129	0.0002
2600 ^a	<i>clpC1</i>	ATP-dependent Clp protéase	1,49	-0.58	0.7027	0.2294
3188		protein sporulation related domain-protein	2,62	-1.39	0.0456	0.0013
7486	<i>sti2</i>	subtilisin inhibitor	2,13	-1.09	0.0298	0.0007
617	<i>ctpB</i>	cation-transporting P-type ATPase	3,43	1.78	0.0009	0.0000

2754	<i>ampD1</i>	N-acetylmuramoyl-L-alanine amidase	2,60	1.38	0.0095	0.0002
5456	<i>mreC</i>	rod shape-determining protein	1,91	0.93	0.0443	0.0012
6937	<i>kipA</i>	antagonist of KipI	5,94	2.57	0.0022	0.0000
6938 ^b	<i>kipI</i>	inhibitor of KinA	2,85	1.51	0.0593	0.0020
**t2**						
2505	<i>clgR</i>	DNA-binding protein	1,78	-0.83	0.0375	0.0004
3016	<i>wblE</i>	WhiB-family transcriptional regulator	2,17	-1.12	0.0451	0.0006
4130	<i>bldC</i>	MerR-family transcriptional regulator	3,68	-1.88	0.0279	0.0002
7486	<i>sti2</i>	subtilisin inhibitor	3,34	-1.74	0.0039	0.0000
617	<i>ctpB</i>	cation-transporting P-type ATPase	3,66	1.87	0.0017	0.0000
**Regulatory genes**						
**t1**						
1081		ROK-family transcriptional regulator	3,63	-1.86	0.0035	0.0000
2268	<i>avaL2</i>	TetR-family transcriptional regulator (γ-butyrolactone)	8,88	-3.15	0.0078	0.0001
2270	<i>avaL1</i>	TetR-family transcriptional regulator (γ-butyrolactone)	6,41	-2.68	0.0035	0.0000
2301		regulatory protein	15,24	-3.93	0.0252	0.0006
2404	<i>cutS</i>	two-component system sensor kinase	2,13	-1.09	0.0035	0.0000
2505	<i>clgR</i>	DNA-binding protein	1,85	-0.89	0.0129	0.0002
2901 ^b	<i>olmRII</i>	LuxR-family transcriptional regulator (oligomycin)	2,77	-1.47	0.0712	0.0026
2902	<i>olmRI</i>	LuxR-family transcriptional regulator (oligomycin)	2,95	-1.56	0.0006	0.0000
2989		MarR-family transcriptional regulator (neopentalenolactone)	2,08	-1.06	0.0487	0.0015
4327		DNA-binding protein	2,28	-1.19	0.0336	0.0009
4398		regulatory protein	3,97	-1.99	0.0396	0.0011
4561 ^a	<i>sig40</i>	RNA polymerase ECF-subfamily sigma factor	1.75	-0,81	0,1009	0,0045
4903		TetR-family transcriptional regulator	2,66	-1.41	0.0095	0.0002
218		transcriptional regulatory protein	2,16	1.11	0.0396	0.0011
244		MerR-family transcriptional regulator	6,41	2.68	0.0029	0.0000
323		MerR-family transcriptional regulator	3,94	1.98	0.0028	0.0000

343		regulatory protein	3,05	1.61	0.0148	0.0003
410	<i>pteR</i>	SARP-LAL transcriptional regulator (filipin)	4,53	2.18	0.0009	0.0000
448		TetR-family transcriptional regulator	2,17	1.12	0.0126	0.0002
513	<i>bdpJ</i>	AraC-family transcriptional regulator	2,73	1.45	0.0137	0.0003
576		TetR-family transcriptional regulator	4,23	2.08	0.0014	0.0000
678		transcriptional regulator	2,95	1.56	0.0045	0.0001
705		TetR-family transcriptional regulator	2,23	1.16	0.0145	0.0003
742		AraC-family transcriptional regulator	2,10	1.07	0.0443	0.0012
831		LacI-family transcriptional regulator	2,31	1.21	0.0035	0.0000
935	<i>aveR</i>	LuxR-family transcriptional regulator (avermectin)	4,00	2.00	0.0049	0.0001
980		GntR-family transcriptional regulator	2,00	1.00	0.0116	0.0000
5755		regulatory protein	3,07	1.62	0.0280	0.0007
6982 ^a		MerR-family regulatory protein	1.50	0,586	0,1726	**0,0110**
t2						
2505	<i>clgR</i>	DNA-binding protein	1,78	-0.83	0.0375	0.0004
3705 ^c	<i>avaR1</i>	gamma-butyrolactone receptor protein (avenolide)	1,89	-0.92	0.1344	**0.0043**
4130	<i>bldC</i>	MerR-family transcriptional regulator	3,68	-1.88	0.0279	0.0002
4561 ^a	<i>sig40</i>	RNA polymerase ECF-subfamily sigma factor	1.68	-0,75	0,1641	**0,0074**
218		transcriptional regulatory protein	2,33	1.22	0.0386	0.0005
244		MerR-family transcriptional regulator	5,98	2.58	0.0079	0.0000
323		MerR-family transcriptional regulator	3,61	1.85	0.0093	0.0000
410	<i>pteR</i>	SARP-LAL transcriptional regulator (filipin)	2,71	1.44	0.0266	0.0002
576		TetR-family transcriptional regulator	2,48	1.31	0.0436	0.0006
678		transcriptional regulator	2,39	1.26	0.0343	0.0004
3850		transcriptional regulator	2,66	1.41	0.0094	0.0000
5754		DNA-binding protein	3,56	1.83	0.0032	0.0000
5755		regulatory protein	3,56	1.83	0.0279	0.0002

Secondary metabolite genes

t1						

407	<i>pteH</i>	Thioesterase	1,93	0.95	0.1395	**0.0076**
408	<i>pteG</i>	cholesterol oxidase	**4,14**	**2.05**	**0.0025**	0.0000
411 ^b	<i>pteE</i>	ferredoxin (filipin)	**2,14**	**-1.10**	0.2533	**0.0233**
412	<i>pteD</i>	cytochrome P450 monooxygenase (filipin)	**6,68**	**-2.74**	**0.0005**	0.0000
413	<i>pteC</i>	cytochrome P450 monooxygenase (filipin)	**5,03**	**-2.33**	**0.0004**	0.0000
414	<i>pteB</i>	dehydrogenase (filipin)	**5,06**	**-2.34**	**0.0000**	0.0000
415 ^b	<i>pteA5</i>	modular polyketide synthase (filipin)	**2,01**	**-1.01**	0.1136	**0.0054**
416	<i>pteA4</i>	modular polyketide synthase (filipin)	**2,43**	**-1.28**	**0.0095**	0.0002
417 ^b	<i>pteA3</i>	modular polyketide synthase (filipin)	1,56	-0.64	0.3514	**0.0457**
418 ^b	<i>pteA2</i>	modular polyketide synthase (filipin)	1,83	-0.87	0.3639	0.0506
419 ^b	<i>pteA1</i>	modular polyketide synthase (filipin)	1,74	-0.80	0.4388	0.0752
1136	<i>melC1</i>	tyrosinase co-factor protein	**3,20**	**-1.68**	0.0776	**0.0015**
1137 ^c	<i>melC2</i>	tyrosinase (melanin)	1,99	-0.99	0.1151	**0.0055**
2266 ^c	<i>avaC</i>	phosphatase (γ-butyrolactone)	1,97	-0.98	0.0794	**0.0030**
2267 ^c	<i>avaB</i>	oxidoreductase (γ-butyrolactone)	**2,30**	**-1.20**	0.2777	**0.0279**
2269 ^c	<i>avaA</i>	gamma-butyrolactone biosynthesis protein (γ- butyrolactone)	**3,01**	**-1.59**	0.1456	**0.0083**
2272 ^c		hypothetical protein (pk3)	**5,46**	**-2.45**	0.2000	**0.0150**
2273		isomerase (pk3)	**151,17**	**-7.24**	**0.0208**	0.0005
2274		secreted protein (pk3)	**32,45**	**-5.02**	**0.0473**	0.0014
2275 ^c		transmembrane efflux protein (pk3)	**19,97**	**-4.32**	0.1124	**0.0053**
2276 ^c	<i>fabH7</i>	3-oxoacyl-ACP synthase III (pk3)	**18,90**	**-4.24**	0.1242	**0.0063**
2277 ^c		thioesterase (pk3)	**12,30**	**-3.62**	0.2222	**0.0183**
2278 ^c		F420-dependent dehydrogenase (pk3)	**11,47**	**-3.52**	0.3037	**0.0327**
2279 ^c		acyl-CoA synthetase (pk3)	**7,84**	**-2.97**	0.3522	**0.0462**
2285 ^c	<i>rocD3</i>	ornithine aminotransferase)pks3)	**9,65**	**-3.27**	0.3205	**0.0377**
2290 ^c	<i>fabH3</i>	3-oxoacyl-ACP synthase III (pk3)	**9,85**	**-3.30**	0.3281	**0.0397**
2724	<i>putA</i>	proline dehydrogenase	**2,66**	**-1.41**	**0.0095**	0.0002
2890 ^b	<i>ccrA1</i>	crotonyl-CoA reductase (oligomycin)	1,34	-0.42	0.4368	0.0743
2891 ^c		hypothetical (oligomycin)	**2,27**	**-1.18**	0.2280	**0.0193**
2892 ^b	<i>olmA4</i>	modular polyketide synthase (oligomycin)	1,26	-0.33	0.4760	0.0913

**2893**	<i>olmA5</i>	modular polyketide synthase (oligomycin)	1,16	-0.22	0.6421	0.1789
**2894^c**	<i>olmB</i>	cytochrome P450 monooxygenase (oligomycin)	**2,13**	**-1.09**	0.1512	**0.0087**
**2895^c**	<i>olmA7</i>	modular polyketide synthase (oligomycin)	1,56	-0.64	0.0746	**0.0028**
**2896^c**	<i>olmA6</i>	modular polyketide synthase (oligomycin)	1,67	-0.74	0.1443	**0.0080**
**2897^c**	<i>olmA3</i>	modular polyketide synthase (oligomycin)	1,25	-0.32	0.3610	**0.0493**
**2898^{a,b}**	<i>olmA2</i>	modular polyketide synthase (oligomycin)	1,24	-0.31	0.5785	0.1377
**2899^{a,b}**	<i>olmA1</i>	modular polyketide synthase (oligomycin)	1,53	-0.61	0.1817	**0.0121**
**2900^c**		P450-like protein (oligomycin)	1,48	-0.57	0.2474	**0.0224**
**2901**	<i>olmRII</i>	LuxR-family transcriptional regulator	**2,77**	**-1.47**	0.0712	**0.0026**
**2902**	<i>olmRI</i>	LuxR-family transcriptional regulator	**2,95**	**-1.56**	**0.0006**	0.0000
**2903^c**	<i>olmC</i>	thioesterase (oligomycin)	**3,63**	**-1.86**	0.1235	**0.0062**
**2990^c**	<i>gap1</i>	glyceraldehyde-3-phosphate dehydrogenase (neopentalenolactone)	**2,57**	**-1.36**	0.2469	**0.0222**
**2991^c**	<i>ptlH</i>	1-deoxypentalenic acid 11-beta hydroxylase (neopentalenolactone)	1,91	-0.93	0.1529	**0.0089**
**2993^c**	<i>ptlF</i>	1-deoxy-11beta-hydroxypentalenic acid dehydrogenase (neopentalenolactone)	1,69	-0.76	0.2639	**0.0251**
**2994**	<i>ptlE</i>	Baeyer-Villiger monooxygenase (neopentalenolactone)	**2,46**	**-1.30**	**0.0087**	0.0001
**2995^c**	<i>ptlD</i>	dioxygenase (neopentalenolactone)	**2,31**	**-1.21**	0.0962	**0.0041**
**3155^c**		MbtH-like protein (nrp3)	**2,27**	**-1.18**	0.2696	**0.0261**
**3156^c**	<i>nrps3-1</i>	non-ribosomal peptide synthetase (nrp3)	**2,95**	**-1.56**	0.0867	**0.0035**
**3161^c**	<i>dapF2</i>	diaminopimelate epimerase (nrp3)	**2,04**	**-1.03**	0.5045	**0.1029**
**3162^c**		hypothetical protein (nrp3)	**2,87**	**-1.52**	0.1668	**0.0101**
**3163^c**		hypothetical protein (nrp3)	**2,36**	**-1.24**	0.3227	**0.0384**
**3164**		hypothetical protein (nrp3)	**3,01**	**-1.59**	**0.0003**	0.0000
**7112**	<i>rocD2</i>	ornithine aminotransferase	**3,01**	**-1.59**	**0.0212**	0.0005
**7184^c**	<i>pks4</i>	modular polyketide synthase (pks4)	**9,32**	**-3.22**	0.2980	**0.0315**
**7185^c**		UDP-glucose:sterol glucosyltransferase (pks4)	**8,28**	**-3.05**	0.2753	**0.0271**
**7186^c**	<i>cyp26</i>	cytochrome P450 monooxygenase (pks4)	**7,36**	**-2.88**	0.2419	**0.0213**
**7469**	<i>cyp28</i>	cytochrome P450 monooxygenase	**2,93**	**-1.55**	**0.0359**	0.0010

109	<i>cyp1</i>	cytochrome P450 monooxygenase	1,99	0.99	**0.0319**	0.0008
407 ^b	<i>pteH</i>	thioesterase (filipin)	1,93	0.95	0.1395	**0.0076**
408	<i>pteG</i>	cholesterol oxidase (filipin)	**4,14**	**2.05**	**0.0025**	0.0000
442		monooxygenase involved in antibiotic biosynthesis	**3,78**	**1.92**	**0.0116**	0.0002
600	<i>fecC1</i>	ABC transporter iron(III)/siderophore transport system ATP-binding protein (nrp6)	**5,28**	**2.40**	**0.0003**	0.0000
602	<i>fecB</i>	ABC transporter iron(III)/siderophore-binding protein (nrp6)	**7,73**	**2.95**	**0.0006**	0.0000
603	<i>nrps6</i>	non-ribosomal peptide synthetase (nrp6)	1,60	0.68	0.3119	**0.0342**
604		hypothetical protein (nrp6)	**2,27**	**1.18**	**0.0224**	0.0005
605	<i>fadD2</i>	acyl-CoA synthetase. long-chain fatty acid:CoA ligase (nrp6)	**2,30**	**1.20**	**0.0049**	0.0001
606 ^c		hypothetical protein (nrp6)	1,65	0.72	0.3525	**0.0464**
607		taurine catabolism dioxygenase (nrp6)	**2,22**	**1.15**	**0.0017**	0.0000
608 ^c	<i>fabC2</i>	acyl carrier protein (nrp6)	**2,03**	**1.02**	0.1136	**0.0054**
609 ^c	<i>fabH4</i>	3-oxoacyl-ACP synthase III (nrp6)	**2,22**	**1.15**	0.1182	**0.0058**
610		MFS transporter protein (nrp6)	**2,28**	**1.19**	**0.0166**	0.0004
611		beta-hydroxylase (nrp6)	**3,12**	**1.64**	**0.0005**	0.0000
803	<i>pgmA</i>	Phosphoglucomutase	**3,18**	**1.67**	**0.0155**	0.0003
885		monooxygenase involved in antibiotic biosynthesis	**5,54**	**2.47**	**0.0003**	0.0000
938 ^c	<i>aveA1</i>	type I polyketide synthase (avermectin)	**2,27**	**1.18**	0.1820	**0.0122**
941 ^c	<i>aveE</i>	cytochrome P450 monooxygenase (avermectin)	**2,06**	**1.04**	0.1376	**0.0074**
947 ^c	<i>aveBIII</i>	glucose-1-phosphate thymidyltransferase (avermectin)	**2,11**	**1.08**	0.2027	**0.0154**
951	<i>aveBVII</i>	dTDP-6-deoxy-L-hexose 3-O-methyltransferase (avermectin)	**4,03**	**2.01**	**0.0020**	0.0000
952	<i>aveBVIII</i>	dTDP-4-keto-6-deoxy-L-hexose 2,3-reductase (avermectin)	**3,56**	**1.83**	**0.0049**	0.0001
953	<i>aveG</i>	thioesterase (avermectin)	**4,59**	**2.20**	**0.0018**	0.0000
1002		polyketide cyclase	**2,10**	**1.07**	**0.0239**	0.0006
2718	<i>leuB</i>	3-isopropylmalate dehydrogenase	**4,69**	**2.23**	**0.0252**	0.0006
3031	<i>cyp14</i>	epi-isozizaene hydroxylase (cytochrome P450) (ezs)	**2,00**	**1.00**	0.2918	**0.0301**
3032	<i>ezs</i>	epi-isozizaene synthase (sesquiterpene cyclase) (ezs)	**2,14**	**1.10**	0.1621	**0.0097**

3445	<i>purN</i>	phosphoribosylglycinamide<br>formyltransferase	2,45	1.29	0.0005	0.0000
3859	<i>citA2</i>	citrate synthase	2,60	1.38	0.0144	0.0003
4006	<i>mshA</i>	Glycosyltransferase	1,69	0.76	0.0422	0.0012
6068		secreted cholesterol oxidase	2,27	1.18	0.0060	0.0001
7319	<i>fhuF2</i>	ferric iron reductase	2,39	1.26	0.0071	0.0001
7320	<i>avsA</i>	siderophore synthetase component<br>(polyhydroxycarboxylate<br>siderophore)	2,16	1.11	0.0295	0.0007
7321 ^c	<i>avsB</i>	siderophore synthetase component<br>(polyhydroxycarboxylate<br>siderophore)	1,71	0.77	0.2474	0.0224
7586	<i>mcjB1</i>	hypothetical protein (micromicin)	2,23	1.16	0.0063	0.0001
t2						
1136 ^c	<i>melC1</i>	tyrosinase co-factor protein (melanin)	3,20	-1.68	0.0776	0.0015
1137	<i>melC2</i>	tyrosinase (melanin)	3,61	-1.85	0.0078	0.0000
3164		hypothetical protein (nrp3)	2,69	-1.43	0.0015	0.0000
604		hypothetical protein (nrp6)	2,33	1.22	0.0357	0.0004
605	<i>fadD2</i>	acyl-CoA synthetase. long-chain fatty<br>acid:CoA ligase (nrp6)	3,03	1.60	0.0019	0.0000
606		hypothetical protein (nrp6)	2,71	1.44	0.0484	0.0007
607		taurine catabolism dioxygenase<br>(nrp6)	3,36	1.75	0.0006	0.0000
608 ^c	<i>fabC2</i>	acyl carrier protein (nrp6)	1,99	0.99	0.1573	0.0066
609 ^c	<i>fabH4</i>	3-oxoacyl-ACP synthase III (nrp6)	2,11	1.08	0.1774	0.0085
7586	<i>mcjB1</i>	hypothetical protein (micromicin)	2,03	1.02	0.0286	0.0003

Miscellaneous

t1						
1149		secreted esterase	1,82	-0.86	0.0212	0.0005
1745		Monoxygenase	2,01	-1.01	0.0116	0.0002
2622		secreted protein	3,56	-1.83	0.0020	0.0000
2764		secreted metalloproteinase	2,55	-1.35	0.0320	0.0008
3319		SAM-P45 peptidase	5,10	-2.35	0.0022	0.0000
4202		secreted protein	2,28	-1.19	0.0208	0.0005
4718		hypothetical protein	2,07	-1.05	0.0321	0.0008

5292	secreted protein	2,58	-1.37	0.0049	0.0001
5827	secreted protein	5,43	-2.44	0.0035	0.0000
6208	trypsin-like protease	1,77	-0.82	0.0474	0.0014
6295	carboxypeptidase T (secreted zinc-binding carbopeptidase)	5,28	-2.40	0.0438	0.0012
194	Acetyltransferase	3,78	1.92	0.0001	0.0000
200	large secreted protein	2,55	1.35	0.0487	0.0015
468	Oxygenase	3,78	1.92	0.0468	0.0014
613	secreted protein	3,39	1.76	0.0024	0.0000
615	secreted protein	4,20	2.07	0.0033	0.0000
616	secreted protein	3,51	1.81	0.0047	0.0001
769	Dioxygenase	5,21	2.38	0.0003	0.0000
787	choramphenicol phosphotransferase	2,55	1.35	0.0038	0.0000
871	Fe(II)/alpha-ketoglutarate dependent hydroxylase	2,41	1.27	0.0088	0.0001
897	secreted alpha-amylase inhibitor	4,69	2.23	0.0343	0.0009
899	secreted protein	7,16	2.84	0.0001	0.0000
903	membrane protein	2,14	1.10	0.0110	0.0002
923	Hydrolase	2,11	1.08	0.0156	0.0003
974	non-heme chloroperoxidase	2,48	1.31	0.0224	0.0005
990	secreted protein	3,51	1.81	0.0022	0.0001
993	cysteine transferase	3,12	1.64	0.0077	0.0001
996	secreted protein	2,13	1.09	0.0027	0.0000
1008	secreted protein	5,82	2.54	0.0002	0.0000
1048	DNA-binding protein	2,87	1.52	0.0070	0.0001
1749	phosphoesterase (SimX4 homolog)	2,22	1.15	0.0125	0.0002
2164	Hydrolase	1,89	0.92	0.0429	0.0012
4008	NLP/P60-family secreted protein (PgpA peptidase)	1,72	0.78	0.0449	0.0013
4330	membrane protein	3,18	1.67	0.0088	0.0001
4668	secreted protein	1,69	0.76	0.0456	0.0013
5004	secreted beta-lactamase	2,27	1.18	0.0437	0.0014
6908	membrane protein	1,73	0.79	0.0496	0.0015

6939		lactam utilization protein	4,63	2.21	0.0035	0.0000
7350		integral membrane protein	7,78	2.96	0.0030	0.0000
t2						
3095		ATP-binding protein	2,48	-1.31	0.0372	0.0004
51		Acetyltransferase	2,28	1.19	0.0372	0.0004
194		Acetyltransferase	1,88	0.91	0.0321	0.0003
615		secreted protein	5,70	2.51	0.0020	0.0000
812		small hydrophilic protein	1,60	0.68	0.0484	0.0007
871		Fe(II)/alpha-ketoglutarate dependent hydroxylase	2,27	1.18	0.0283	0.0003
899		secreted protein	6,54	2.71	0.0006	0.0283
923		Hydrolase	2,77	1.47	0.0050	0.0000
990		secreted protein	2,77	1.47	0.0156	0.0001
996		secreted protein	1,89	0.92	0.0162	0.0000
1008		secreted protein	3,05	1.61	0.0085	0.0000
1048		DNA-binding protein	2,69	1.43	0.0204	0.0002
1275		stress-inducible protein	1,87	0.90	0.0484	0.0007
1499		integral membrane protein	2,41	1.27	0.0279	0.0002
1501		secreted protein	2,53	1.34	0.0455	0.0006
1512		secreted protein	2,10	1.07	0.0184	0.0001
4438		secreted protein	4,89	2.29	0.0404	0.0005
6553	<i>sprD1</i>	streptogrisin D (secreted serine protease)	3,34	1.74	0.0486	0.0001
7350		integral membrane protein	5,90	2.56	0.0160	0.0001

^a PimM binds to its promoter region [7]

^b Gene included considering previous [7] or present RT-qPCR results

^c Gene included because its transcription profile matches those of genes functionally related

Table S2: Determination of the quality flag for array spots. The Feature Extraction software quantifies spot fluorescence and provides a set of Boolean values to assess the quality of the results. These quality indicators evaluate both red and green channel data of each spot (indicators are listed in the first row). Based on previous observations of the significance of each quality indicator, we classified the indicated combinations of Boolean values into a unique quality flag. Although spots with the best quality results were flagged as "1.00", other flag values were arbitrary.

Step	glsPosAndSignif	rlsPosAndSignif	glsWellAboveBG	rlsWellAboveBG	glsFeatNonUnifOL	rlsFeatNonUnifOL	glsBGNNonUnifOL	rlsBGNNonUnifOL	glsSaturated	rlsSaturated	Flag
1 st	1	1	1	1	0	0	0	0	0	0	1.00
2 nd		0									0.01
3 rd					0	0	0	0			0.95
					0	0	0	1			1.00
					0	0	1	0			
					0	1	0	0			
					1	0	0	0			
					0	1	1	0			0.85
					1	0	0	1			
					1	1	0	0			0.80
					1	0	1	0			0.70
					0	1	0	1			0.60
					0	0	1	1			0.50
					0	1	1	1			0.40
					1	0	1	1			
					1	1	0	1			
					1	1	1	0			
					1	1	1	1			0.30

Table S3: Assigned weights to each spot flags. To obtain spot quality weights that could be entered into the data analysis, we followed the idea behind the array weight estimation of Ritchie et al. [59]. In our case, the data of the 12 array hybridizations (4 conditions x 3 biological replicates) were normalized, the array weights calculated, and a linear model was fitted as indicated in Materials and Methods. In this initial stage, all spots were equally weighted irrespective of their quality flags. Spots with more reproducible transcription values —less variable— between replicates indicate a higher data quality. Hence, means of spot variances for each flag group were calculated. Spot weights were simply obtained by the normalized inverse of the mean variance.

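A spot with a weight of 1 counted in full in the linear model, and a spot with a weight of 0 not at all. Of the spots of *S. avermitilis* genes on the 12 arrays, 98.9% had the best flag and the weight 1, 0.931% had the flag 0.01 with the weight 0.675, and 143 had the weight 0. Spots marked as a non-uniform feature or a population outlier in either channel had the weight 0, whatever their flag. The flags 0.80 and 0.60 require a non-uniform feature, so their weights 0.89 and 0.358 bore on no spot. The weight 0.097 of the flag 0.50 bore on few.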

Quality flag	Mean of variances	Quality weight	Percentage of total spots
1.00	4.296	1.000	62.601%
0.80	4.827	0.890	4.110%
0.95	5.209	0.825	0.015%
0.01	6.366	0.675	32.611%
0.60	11.985	0.358	0.005%
0.40	20.589	0.209	0.002%
0.85	23.558	0.182	0.002%
0.30	35.496	0.121	0.051%
0.70	36.000	0.119	0.006%
0.50	44.424	0.097	0.597%

Table S4: Sequence of primers used for qPCR.

**Primer**	**Sequence (5'to 3')**	**Transcripts quantification**	**Product size (bp)**
Q-rrnA1 fw	GACGCAACGCGAAGAACC	<i>rrnA1</i>	137
Q-rrnA1 rev	TGCGGGACTTAACCCAACATC		
Q-pteG fw	CGGTGCCGACCACGAC	<i>pteG</i>	100
Q-pteG rev	GCGGGGCAGACTACGATCAC		
Q-pteR fw	GGCCCTGCTGCTCATCC	<i>pteR</i>	153
Q-pteR rev	CCTGTTCCCGCCTTTGTG		
Q-pteD fw	GCCAGCATGTCGTCCAAGAG	<i>pteD</i>	141
Q-pteD rev	CTTCCCCCTGATCGGTGTC		
Q-pteC fw	GTGCTCCGGCTCGTCCTG	<i>pteC</i>	118
Q-pteC rev	CCTGCTGCGCGACTCCTC		
Q-pteB fw	CCAGCGAGGACCACACG	<i>pteB</i>	116
Q-pteB rev	GCCGAAGCAGGCGTTCC		
Q-pteA4 fw	TCAGGCCAAGGAAGTACGAGAC	<i>pteA4</i>	125
Q-pteA4 rev	CGCCATGTGGGACGACTAC		
Q-sav602 fw	CGGGCGCCTTGGTGAAC	<i>fecB</i>	97
Q-sav602 rev	GCCACCGGCGACAAGGC		
Q-sav935 fw	GCACGGTGAACTGCTCGTC	<i>aveR</i>	131
Q-sav935 rev	GTGGTCCGCGGGAAGCC		
Q-sav1082 fw	GCAGACCGAGTGTGGGAGAG	<i>agaB1</i>	115
Q-sav1082 rev	CCGGTGGGCTGCCATTCTG		
Q-sav2273 fw	GCCAGCGGATCGATGTACGG	SAVERM2273	97
Q-sav2273 rev	AGTACCTCGCCCTGTGGAAC		
Q-sav2902 fw	GAGGTCGTCCGGGAAAGGAG	<i>olmRI</i>	104
Q-sav2902 rev	TCGGCCTGATCGCTCTGC		
Q-sav4891 fw	GTCGTCGCACTCTTCATCGC	<i>htpX1</i>	108
Q-sav4891 rev	GGCCTCGAACTCGCTCACC

How the deposited data were processed for this re-analysis (not part of the article)

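RNA of the wild type and the Δ*pteF* mutant of *S. avermitilis*, from 3 independent cultures per strain at the exponential phase (t1) and 3 at the stationary phase (t2), had been hybridised on 12 Agilent arrays, with Cy3-labelled cDNA as the sample and Cy5-labelled genomic DNA of the wild type as the common reference. The intensities deposited for each array were the scanner's mean signals and local background medians of both channels, before any normalization, and Agilent's processed signals, which the file headers describe as background subtracted and dye normalized. The log2 fold changes (Mc values) and the p-values, raw and corrected, of the authors' deposited table came from the authors' own limma fit with spot weights, weighted medians, global loess, spot duplicates and array weights, and its 6 columns were used only for comparison. The software versions of that fit are not given in the sources used here.

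Here the mean signals were corrected for the local background by normexp with an offset of 50, since the paper's text names no background correction, and turned into log2 Cy3/Cy5 ratios. Each spot carried the quality weight of its flag from Tables S2 and S3. Ratios were centred on the weighted median of the *S. avermitilis* spots of each array. The paper's methods go on to a global loess, and a rule that used no strain labels left it out because it removed 54.9% of the between-gene variance, over a limit of 50%. Control spots and probes of other species were left out after background correction. Spots of a gene were averaged, also over the different probes of the 56 genes that have several, whose values, where given, carry the weights of the fit. Of the 7624 genes, 7561 carry a SAVERM number, 7328 were matched to the reference table of the assembly ASM976v2, which served for names and neighbours only, and *SAVERM7586* was not measured.

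All 12 arrays entered 1 fit in limma 3.58.1 (R 4.3.3) with 4 group means and empirical array weights, moderated by eBayes. The contrasts were mutant minus wild type at t1, the same at t2, and the difference between these. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a Mc value of at least 1 in size, the interaction by the adjusted p-value alone. The errors given are standard errors of that fit, unless an SD is named. At t2 they rest mainly on Δ*pteF* t2 replicate 1, which weighs 7.45, and do not measure the spread between the mutant cultures. The depth of an array is its signal over background, and the number of arrays, 3 per group, limits the precision. The replicate numbers did not pair the arrays of the strains.

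The rule for the genes named, written before the data were examined, took every gene that the paper names in its text or in Table 2, *pteF* in every sample, and per phase the 10 genes with the highest and the 10 with the lowest Mc values among those with an adjusted p-value under 0.05 and no overlap between the strains. The paper's values in Tables 2 and S1 had been seen when it was written. Gene lists fixed at the same time were tested with camera at a preset inter-gene correlation of 0.01 and, for comparison, with an estimated one. They were 13 lists that the study drew from these arrays (the clusters *pte*, *nrp6*, *ave*, *melC-1*, *gbl*, *pk3*, *olm*, *ptl*, *ezs*, *nrp3*, *pk4* and *avs*, and the *nuo* operon) and 18 others (geosmin, spore pigment, carotenoid, hopanoid, ectoine and desferrioxamine clusters, avenolide locus, ATP synthase, cytochrome oxidase and bc1 complex, heat shock proteins and chaperones, cold shock proteins, development genes, phosphate regulon, purine biosynthesis, cobalamin biosynthesis, proline and ornithine catabolism, and both chromosome ends). Lists that would have needed product descriptions were not run.

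The alternatives fixed at that time were global loess, Agilent's processed signals, no background correction, quantile normalization of the Cy5 channel, the Cy3 channel alone with quantile normalization, no spot weights, equal array weights, correlated spot duplicates, a filter on genes well above background, the 6 arrays of a contrast alone, a trended and robust eBayes, a replicate block, the array column on the slide as a covariate, each array left out in turn, and camera with an estimated correlation. Added after the data had been seen were centring on all spots that are not controls, the median of the negative controls as the Cy3 background, a filter on genes above the 95th percentile of the other-species probes, loess together with equal array weights, and counts outside the chromosome segment with the low Cy5 signal.

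The fit was tested on simulated data built on the arrays, with 100 genes per size of change among 7533. Of genes changed by 1 on the log2 scale, 66% passed the adjusted p-value in the comparison at t1 and 72% in that at t2, but 44% were called in each, since a call also needs a Mc value of at least 1 in size. Of genes changed by 2, 96% and 98% were called. Unchanged genes gave 5 calls at t1 and none at t2. The noise was drawn independently for each gene, with the array variances that the fitted weights imply. These counts therefore do not measure false calls on the real arrays. There, splits that mixed the strains called up to 528 genes at t1 and 854 at t2.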

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

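The tests of the reference signal, of the number of copies, of the weight of a single array and of the brightness of the genes were chosen after the result was seen, as were the 5 added settings, whereas those of the array column, of the tRNA genes and of the splits of the arrays were fixed before it.

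The change between the strains differed between the growth phases for 1108 genes in the interaction test of limma, 96 of them among the 192 genes that the rule or the paper names and that entered that test. The values given are the Mc value at t2 minus the Mc value at t1, on the log2 scale, for the named genes that passed. In the *pk3* cluster they were *SAVERM2272* 2.77, *SAVERM2273* 6.09, *SAVERM2274* 5.07, *SAVERM2275* 4.68, *fabH7* 4.96, *SAVERM2277* 5.06, *SAVERM2278* 5.38, *SAVERM2279* 4.49, *pks3-2* 3.28 and *pks3-3* 3.41, and in its neighbourhood *rocD3* 4.91, *SAVERM2301* 4.19, *SAVERM2246* 0.87 and *SAVERM2247* 1.11. In *pk4* they were *pks4* 4.82, *SAVERM7185* 5.00 and *cyp26* 4.21, and in *gbl* *avaC* 2.06, *avaB* 3.04, *avaL2* 2.78, *avaA* 3.41 and *avaL1* 2.08. The oligomycin genes had *SAVERM2891* 2.02, *olmB* 1.96, *olmA7* 1.27, *olmA6* 1.43, *olmA3* 0.74, *olmA1* 0.97, *olmRII* 2.12, *olmRI* 1.98 and *olmC* 2.94, and the *ptl* genes *gap1* 1.51, *ptlH* 1.40, *ptlG* 1.65, *ptlF* 1.56, *ptlE* 1.86, *ptlD* 1.93, *ptlC* 2.07, *ptlB* 1.34 and *ptlA* 2.67. Of the filipin genes, *pteD* 2.03, *pteC* 1.88 and *pteB* 2.46 moved up at t2 and *pteH* -1.07 and *pteG* -1.08 moved down. The avermectin genes had *aveR* -2.11, *aveF* -0.87, *aveA1* -1.51, *aveA4* -1.15, *aveBIII* -1.26, *aveBV* -0.92, *aveBVII* -1.90, *aveBVIII* -2.18 and *aveG* -1.61, the *avs* genes *avsA* -1.63, *avsB* -1.52 and *avsD* -0.75, and the *nrp6* genes *fecC1* -1.22 and *scoE* 1.15. Of the *nuo* genes, *SAVERM4837* 1.62, *SAVERM4843* 1.44, *nuoH* 2.12, *nuoJ1* 1.83 and *nuoK1* 1.19 passed, and of the genes of proline, ornithine and phosphate metabolism *rocA* 1.76, *putA* 1.82, *rocD2* 1.25, *phoA* 2.59 and *cpdB* 2.27. The transporter genes had *SAVERM2455* 2.42, *SAVERM4600* -1.02, *SAVERM6941* -3.27, *SAVERM1804* -0.96 and *ctpB* 0.68, the genes of lipid, acyl-CoA and galactose metabolism *accA2* 1.55, *fabB2* 1.96, *meaA1* -1.73, *citE2* -1.11, *paaI* -1.24 and *agaB1* 1.70, and those of amino acid, purine and vitamin synthesis *leuB* -1.84, *purN* -1.73, *thiC* -0.83 and *cobJ* 0.69. The sigma factor genes had *sig13* -0.81 and *sig32* -2.65, the DNA repair and mobile element genes *uvrD1* -0.94, *int12* -1.20 and *tnpA* -1.22, and the remaining genes *htpX1* -1.30, *kipA* -3.07, *kipI* -1.61, *SAVERM47* -1.43, *SAVERM61* -1.45, *SAVERM120* -1.03 and *SAVERM703* -0.91. Of these, *avaC*, *olmA7*, *olmA6*, *olmA3*, *olmA1*, *pteH*, *aveF*, *aveA1*, *aveA4*, *aveBIII*, *aveBV*, *avsD*, *SAVERM4600*, *SAVERM1804*, *accA2*, *sig13*, *kipI*, *SAVERM120* and *SAVERM703* stayed under the 95th percentile of the other-species probes in Cy3 on all 12 arrays. With equal array weights 17 of the 96 still passed. Of 100 of the 200 possible splits of the arrays within both phases, 18 called as many genes as the real one, with up to 4291 genes against 1108, so chance cannot be excluded for this count, and splits that call several times the real count point to a structure of the samples.

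The Cy5 signal of the segment from *SAVERM120* to *SAVERM1080* differed from that of the other genes by -2.83 on the log2 scale, although the paper does not report on the reference channel, and 180 of the 431 genes overexpressed at t1 lie there. That the reference differed between the strains is argued against by its relative signal in the segment, which differed between the strains by 0.0159 at most, and the position of the array on the slide by the 2 arrays of different strain that share a column, whose shift of bright segment genes was 0.886 or more, against 0.946 at t1 and 0.938 at t2 over all arrays. Whether the wild-type cultures held fewer copies of the segment than the mutant cultures stays open. A scan for the boundaries in Mc ended at the last Cy5 boundary in both phases, with 0 of the 47 bright genes of the segment between them, and missed the first by 2 of these genes at t2 and 18 at t1, values that go with it but on few genes. Values that go against copies as the whole cause are those of the filipin genes *pteD*, *pteC* and *pteB*, which were lower in the mutant inside the segment. The Mc value of *fecB* was higher than the size of the Cy5 difference but cannot decide. That difference was measured on the reference DNA, not on the cultures that gave the RNA. A change of transcription that follows the loss of PteF was not tested apart from these and stays open too.

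At t2 more genes were called than at t1, and the share of genes without overlap between the strains was higher. The weight of a single array may account for part of it, since equal array weights gave 240 genes and the fit without Δ*pteF* t2 replicate 1, which weighs 7.45, gave 27. A second open explanation is that Mc followed the brightness of the gene, with a Spearman's rho of 0.763 at t2 and 0.409 at t1 across genes outside the segment, which are not independent replicates. Splits of 3 arrays against 3 are too few for a share under 0.05, and 1 of 10 at t1 called as many genes as the real one, which called 606 against 528 for the highest other, and 2 of 10 at t2, where the real one called 838 and the highest other 854. An effect of growth phase on the role of PteF, which the paper studies, is confounded with the slide and was not told apart from these.

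Of the 57 tRNA genes, which the paper does not discuss, 17 were underexpressed in the mutant at t2 and none at t1, where 16 passed at an unadjusted *p* under the threshold in limma. The brightness of their probes is argued against, because their median Mc of -0.798 at t2 lay outside the 0.327 to 0.709 that the central 95% of 10000 random lists of the same Cy3 signal gave. The normalization stays open, since with loess the count was 0 and the median -0.14, and with Cy3 signals alone 37 and -1.49, although in the authors' deposited table, made with a global loess, 13 tRNA genes were called at t2. The count was 8 with equal array weights, 0 without Δ*pteF* t2 replicate 1 and 1 without Δ*pteF* t2 replicate 2, where the medians were -0.71, -0.65 and -0.61. For 36 of the 57 every mutant array was below every wild-type array at t2, where chance gives 5%, but genes are not independent replicates. In either direction, the strains did not overlap at t2 for 64.9% of the tRNA genes, against 28.5% of all genes. Whether the labelling of short RNAs or their level differed between the strains was not tested.

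Genes that the paper does not discuss were among those with the highest and lowest Mc values (± SE, n = 3 arrays per strain) at an adjusted *p* from limma that passed, with no overlap between the strains. At t1 *SAVERM466* had 3.48 ± 0.39 and *SAVERM618* 3.23 ± 0.19, both in the segment with the lower Cy5 signal. Near the *pk3* cluster, *SAVERM2300*, *SAVERM2286* and *SAVERM2292* had -5.92 ± 1.01, -5.80 ± 1.13 and -5.63 ± 1.08. At t2 *SAVERM336*, *SAVERM612* and *SAVERM618*, in that segment, had 3.52 ± 0.29, 3.31 ± 0.29 and 3.28 ± 0.15. On the lower side at t2, *SAVERM3889* had -3.80 ± 0.36, *SAVERM1416* -3.50 ± 0.29, *SAVERM5057* -2.39 ± 0.37, the tryptophanyl-tRNA synthetase gene *trpS* -2.31 ± 0.51, *SAVERM7544* -1.92 ± 0.28, *SAVERM1107* -1.91 ± 0.23, *SAVERM5056* -1.89 ± 0.26 and the tRNA gene *SAVt28G* -1.86 ± 0.19. The t1 calls of *SAVERM2300*, *SAVERM2286* and *SAVERM2292* were lost with equal array weights and without wild-type t1 replicate 1, where they had -1.60, -1.20 and -1.20, those of *SAVERM2286* and *SAVERM2292* also without Δ*pteF* t1 replicate 1, and those of *SAVERM466*, *SAVERM2300* and *SAVERM2286* with loess. At t2 every one of these calls but that of *SAVERM618* was lost without Δ*pteF* t2 replicate 1, those of *trpS*, *SAVERM5057*, *SAVERM7544*, *SAVERM1107* and *SAVERM5056* also without Δ*pteF* t2 replicate 2, and on the lower side only that of *SAVERM3889* was kept with loess.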

How the results depend on the processing

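Settings added after the data had been seen were centring on all spots, the negative controls as Cy3 background, the filter against other-species probes, loess with equal array weights, and counts outside the segment. In the fit reported above, 606 genes were called at t1 (71.1% overexpressed) and 838 at t2 (78.2%), 1108 passed the interaction test, and 17 lists at t1 and 8 at t2 passed camera. Except where noted, the cause was not tested. With loess the counts were 291 (86.3%) at t1, 408 (90.4%) at t2 and 54 for the interaction, and 11 and 5 lists passed. Agilent's processed signals gave 931 genes (50.5%) at t1 and a share of 54.4% at t2. Without background correction, 548 genes (91.4%) were called at t2 and 1968 passed the interaction test. With Cy3 signals alone the share was 63.4% at t1, 425 genes (60.2%) were called at t2, 358 passed the interaction test and 4 lists passed at t2. Equal array weights gave 350 genes (75.4%) at t1, 240 (87.1%) at t2 and 31 for the interaction. The array column as a covariate gave 1300 (68.5%) at t2. With an estimated correlation, 0 lists passed camera in either phase, and 3 of the 31 at t1 and 1 at t2 passed at its unadjusted *p*. Of the added settings, centring on all spots gave shares of 59% and 70.8%. The filter against other-species probes, which tests fewer genes, gave 202 at t1, 458 (90.2%) at t2 and 206 for the interaction, with 11 and 4 lists. Loess with equal array weights gave 180 (91.1%) at t1, 121 (99.2%) at t2, 11 for the interaction and 5 lists at t2. Outside the segment the share at t1 was 60.8%.

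When each array was left out in turn, which leaves fewer samples, the count ranged from 223 to 663 at t1 and from 27 to 1026 at t2, the share from 68.2% to 80.3% and from 71.1% to 100%, the interaction from 11 to 969, and the lists at t2 from 5 to 11. The t1 count was 223 without wild-type t1 replicate 1, 303 without its replicate 3 and 289 without Δ*pteF* t1 replicate 1. The t2 count was 27 without Δ*pteF* t2 replicate 1 and 111 without its replicate 2, and the interaction count 11 and 44. It was 37 without wild-type t1 replicate 1, 387 without replicate 2 and 437 without replicate 3, 630 without wild-type t2 replicate 1, 329 and 488 without Δ*pteF* t1 replicates 1 and 2, and 621 without Δ*pteF* t2 replicate 3.

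A replicate block within each phase gave 449 genes at t1, 934 (71.1%) at t2 and 1506 for the interaction. Arrays of the same number shared only that number. The correlation of their deviations from the group means, across genes, was -0.11, 0.23 and 0.29 at t1 and 0.12, -0.47 and -0.31 at t2 for replicates 1 to 3, and not every array correlated best with its own number.

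Directions turned as follows. At t1 the mean Mc value of the *pte* list was 1.05 with the filter against other-species probes, which tests fewer genes. At t2 that of the cytochrome list was -0.11 with loess and -0.14 with loess and equal array weights. That of the left chromosome end was 0.65 with loess, 0.20 with Agilent's processed signals, 0.22 with Cy3 signals alone, 1.40 with the filter against other-species probes, 0.57 with loess and equal array weights, and -0.084 to 0.12 with an array left out (0.12 without Δ*pteF* t2 replicate 2). Of the named genes at t2, *ptlD* had -0.10 and *ptlI* -0.047 with loess and *kipI* 1.03 with Agilent's processed signals. With loess and equal array weights, *avaA* had -0.036, *ptlD* -0.10, *ptlB* -0.023, *ptlA* -0.083, *ptlI* -0.11 and *SAVt28G* 0.046. The mean of the right chromosome end at t1, -0.13, was 0.029 without wild-type t1 replicate 1 and 0.13 with the filter against other-species probes. Genes named beyond the rule that turned with loess are *SAVERM323* in both phases and *atpB*, *bldG*, *shc*, *cspD6*, *ctaC*, *ctaE*, the called *ctaD* gene and *SAVERM5271* at t2.

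Of the 215 named genes, 123 were called at t1 and 82 at t2. The calls lost at t1 numbered 61 with loess, 81 with loess and equal array weights, and 25 with equal array weights. They numbered 47, 30 and 27 without wild-type t1 replicates 1 and 3 and Δ*pteF* t1 replicate 1. At t2, loess ended 35 calls of genes that kept their sign and 2 more of genes whose sign turned. Loess with equal array weights ended 48 and 6 in the same way. Equal array weights ended 29 calls, and the fits without Δ*pteF* t2 replicates 1 and 2 ended 67 and 47. Every other setting ended 17 or fewer of the calls it tested per phase, the filter against other-species probes testing only 122 of the 215 genes, and those without spot weights and with correlated duplicates at most 1. The correlation with the RT-qPCR values stayed between 0.679 (loess) and 0.951 in the settings that measured all its genes. Gene lists were not run with correlated duplicates, and the filter against other-species probes left too few genes for the RT-qPCR correlation. The median Mc value of all genes at t2 was -0.16, but -0.06 with loess, -0.045 with Agilent's processed signals and -0.037 with Cy3 signals alone. Signal over background limits the dim genes, since 11.9% to 23.3% of the genes per array lay above the 95th percentile of the other-species probes in Cy3.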

Differences from the paper's values

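Every setting named here had been fixed before the data were examined, except centring on all spots, the negative controls as Cy3 background, the filter against other-species probes and loess with equal array weights, which were chosen after seeing the values. A value is given as different where the signs differ or where the values differ by more than the larger error, the error being the SD between replicates.

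At the paper's own thresholds, a corrected *p* under 0.05 and a change of at least 2-fold, which is 1 on the log2 scale, the paper counts 208 genes at t1, 145 overexpressed and 63 underexpressed, where 606, 431 and 175 were called here. At t2 the paper counts 99 genes, 64 overexpressed and 35 underexpressed, where 838, 655 and 183 were called here. The count of genes at t1 came within 1.5 times the paper's only with loess and without wild-type t1 replicate 1, wild-type t1 replicate 3 and Δ*pteF* t1 replicate 1. The count of overexpressed genes at t1 came within 1.5 times the paper's only without wild-type t1 replicate 1 and wild-type t1 replicate 3. The count of underexpressed genes at t1 came within 1.5 times the paper's only with equal array weights and without wild-type t1 replicate 1, wild-type t1 replicate 3 and Δ*pteF* t1 replicate 1. The count of genes at t2 came within 1.5 times the paper's only without Δ*pteF* t2 replicate 2. No such setting brought the count of overexpressed genes at t2 within 1.5 times the paper's. The count of underexpressed genes at t2 came within 1.5 times the paper's only with loess, no background correction and equal array weights. Of the settings chosen after seeing the values, the filter against other-species probes called 202 genes at t1, dropping 100 of the paper's 208, and loess with equal array weights called 180 at t1 and 121 at t2, dropping 120 of the 208 and 72 of the paper's 99. Loess dropped 103 of the 208, and the fit without Δ*pteF* t2 replicate 2 dropped 42 of the 99.

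Of the 260 Mc values that Tables 2 and S1 give for t1, 99 differed from those found here, 69 being larger in size here and 30 in the paper, with a different sign in 5. Each pair gives the paper's Mc value first and that of the fit here second. For the filipin cluster the paper's and the present values were 2.05 and 2.44 for *pteG*, 2.18 and 2.76 for *pteR*, -2.33 and -2.11 for *pteC* and -2.34 and -2.16 for *pteB*. For the *nrp6* cluster the paper's and the present values were 2.40 and 3.10 for *fecC1*, 2.95 and 3.76 for *fecB*, 0.68 and 1.37 for *nrps6*, 1.18 and 2.11 for *SAVERM604*, 1.20 and 1.97 for *fadD2*, 0.71 and 1.41 for *scoD*, 1.15 and 1.78 for *scoE*, 1.15 and 1.82 for *fabH4*, 1.19 and 1.70 for *SAVERM610* and 1.64 and 2.49 for *SAVERM611*. For the avermectin cluster the paper's and the present values were 2.00 and 2.69 for *aveR*, 2.01 and 2.56 for *aveBVII*, 1.83 and 2.28 for *aveBVIII* and 2.20 and 2.82 for *aveG*. For the *gbl* cluster the paper's and the present values were -0.98 and -1.34 for *avaC*. For the oligomycin cluster the paper's and the present values were -0.22 and -0.49 for *olmA5* and -1.86 and -1.36 for *olmC*. For the *ptl* cluster the paper's and the present values were -1.06 and -0.63 for *SAVERM2989*, -1.36 and -0.40 for *gap1*, -0.93 and -0.46 for *ptlH*, -0.37 and 0.60 for *ptlG*, -0.76 and -0.39 for *ptlF*, -1.30 and -0.87 for *ptlE*, -1.21 and -0.58 for *ptlD*, -1.07 and -0.54 for *ptlC*, -0.96 and -0.27 for *ptlB* and -1.24 and -0.38 for *ptlI*. For the *ezs* cluster the paper's and the present values were 1.00 and 1.42 for *cyp14*. For the *nrp3* cluster the paper's and the present values were -0.66 and 0.029 for *SAVERM3157*, -0.84 and 0.013 for *nrps3-2*, -0.93 and 0.11 for *nrps3-3*, -1.52 and -0.55 for *SAVERM3162*, -1.24 and -0.32 for *SAVERM3163* and -1.59 and -0.95 for *SAVERM3164*. For the melanin cluster the paper's and the present values were -1.68 and 0.16 for *melC1* and -0.99 and -0.20 for *melC2*. For the genes of genetic information, protein processing and amino acids the paper's and the present values were -1.04 and -0.88 for *SAVERM4562*, 1.78 and 2.66 for *sig60*, 1.20 and 1.71 for *hsp18_1*, 1.93 and 2.45 for *hsp18_2*, 1.27 and 1.76 for *SAVERM703*, 1.16 and 1.67 for *SAVERM758*, 1.48 and 2.18 for *cspD1*, 2.54 and 3.41 for *sig10* and 2.74 and 3.27 for *SAVERM1061*. For the genes of nucleotides, vitamins and DNA repair the paper's and the present values were 1.67 and 2.45 for *pgmA*, 1.60 and 2.26 for *tnpA*, 1.01 and 1.49 for *ku2*, 1.29 and 1.66 for *purN*, 0.77 and 1.19 for *uvrD1* and 1.60 and 1.96 for *thiC*. For the carbohydrate genes the paper's and the present values were 1.47 and 1.92 for *ard*, 1.94 and 2.75 for *galE5*, 1.99 and 3.19 for *mpg2*, 1.47 and 2.29 for *SAVERM1014* and 1.37 and 1.77 for *citE2*. For the lipid genes the paper's and the present values were 1.68 and 2.04 for *fabC4* and 1.16 and 1.38 for *ltp3*. For the energy production genes the paper's and the present values were -1.71 and -1.21 for *nuoJ1*. For the transport genes the paper's and the present values were -2.42 and -2.07 for *SAVERM2455*, -0.81 and -0.18 for *SAVERM2963*, -0.74 and -1.07 for *SAVERM4247*, 1.65 and 2.10 for *SAVERM515* and 1.12 and 1.32 for *SAVERM4600*. For the genes of the cell envelope and morphological differentiation the paper's and the present values were -0.89 and -0.30 for *clgR*, -0.58 and -0.13 for *clpC1*, -1.39 and -0.71 for *SAVERM3188*, -1.09 and -0.21 for *sti2* and 1.78 and 2.38 for *ctpB*. For the regulatory genes the paper's and the present values were 1.11 and 1.66 for *SAVERM218*, 2.08 and 2.83 for *SAVERM576*, 1.56 and 2.24 for *SAVERM678*, 1.16 and 1.51 for *SAVERM705*, 1.62 and 2.23 for *SAVERM5755* and 0.586 and 0.94 for *ftsR*. For the other secondary metabolite genes the paper's and the present values were -1.55 and -1.16 for *cyp28* and 2.47 and 3.39 for *SAVERM885*. For the miscellaneous genes the paper's and the present values were -2.44 and -1.85 for *SAVERM5827*, 1.92 and 2.40 for *SAVERM194*, 1.92 and 3.20 for *SAVERM468*, 1.76 and 2.40 for *SAVERM613*, 2.07 and 2.86 for *SAVERM615*, 1.81 and 2.65 for *SAVERM616*, 2.38 and 2.88 for *SAVERM769*, 1.35 and 1.81 for *SAVERM787*, 1.27 and 1.75 for *SAVERM871*, 2.23 and 3.05 for *SAVERM897*, 2.84 and 3.70 for *SAVERM899*, 1.10 and 1.70 for *SAVERM903*, 1.64 and 2.21 for *SAVERM993*, 1.09 and 1.58 for *SAVERM996*, 2.54 and 3.44 for *SAVERM1008*, 1.52 and 2.11 for *SAVERM1048*, 0.76 and 0.86 for *SAVERM4668* and 2.96 and 3.84 for *SAVERM7350*. As a fold decrease, the paper gives 2.10 for *ptlC* and the fit here 1.45 and the paper gives 2.36 for *ptlI* and the fit here 1.30.

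At t1 the Mc value came within the error of the paper's with loess for *SAVERM611*, *olmA5*, *ptlG*, *SAVERM3157*, *nrps3-2*, *nrps3-3*, *mpg2*, *SAVERM4247* and *SAVERM899*. Agilent's processed signals did so for *fecB*, *olmC*, *SAVERM2989*, *gap1*, *ptlH*, *ptlF*, *ptlE*, *ptlD*, *ptlC*, *ptlB*, *ptlI*, *cyp14*, *SAVERM3157*, *nrps3-2*, *nrps3-3*, *SAVERM3162*, *SAVERM3163*, *hsp18_1*, *hsp18_2*, *uvrD1*, *nuoJ1*, *SAVERM2455*, *clpC1*, *SAVERM3188*, *sti2*, *ftsR*, *melC2*, *cyp28*, *SAVERM5827* and *SAVERM899*. The omission of background correction did so for *pteG*, *pteR*, *fecC1*, *nrps6*, *scoD*, *fabH4*, *SAVERM610*, *aveR*, *aveBVII*, *aveBVIII*, *aveG*, *avaC*, *olmA5*, *sig60*, *hsp18_1*, *hsp18_2*, *SAVERM703*, *SAVERM758*, *cspD1*, *sig10*, *SAVERM1061*, *pgmA*, *tnpA*, *ku2*, *purN*, *ard*, *galE5*, *SAVERM1014*, *citE2*, *fabC4*, *ltp3*, *SAVERM4247*, *SAVERM515*, *ctpB*, *SAVERM218*, *SAVERM576*, *SAVERM678*, *SAVERM705*, *ftsR*, *SAVERM194*, *SAVERM468*, *SAVERM613*, *SAVERM615*, *SAVERM769*, *SAVERM787*, *SAVERM871*, *SAVERM899*, *SAVERM903*, *SAVERM993*, *SAVERM996*, *SAVERM1008*, *SAVERM1048* and *SAVERM4668*. Quantile normalization of Cy5 did so for *pteC*, *SAVERM3157*, *uvrD1*, *SAVERM3188*, *SAVERM705* and *cyp28*. The use of Cy3 signals alone did so for *pteG*, *pteR*, *fecC1*, *nrps6*, *scoD*, *scoE*, *fabH4*, *SAVERM610*, *aveBVIII*, *aveG*, *avaC*, *olmA5*, *olmC*, *SAVERM2989*, *gap1*, *ptlF*, *ptlC*, *ptlB*, *ptlI*, *cyp14*, *SAVERM3157*, *nrps3-2*, *nrps3-3*, *SAVERM3162*, *SAVERM3163*, *SAVERM4562*, *sig60*, *hsp18_1*, *hsp18_2*, *SAVERM703*, *SAVERM1061*, *purN*, *uvrD1*, *thiC*, *galE5*, *mpg2*, *SAVERM1014*, *citE2*, *ltp3*, *nuoJ1*, *SAVERM515*, *SAVERM4600*, *clpC1*, *SAVERM3188*, *ctpB*, *SAVERM218*, *SAVERM705*, *SAVERM5755*, *ftsR*, *melC2*, *SAVERM5827*, *SAVERM468*, *SAVERM613*, *SAVERM787*, *SAVERM993*, *SAVERM1008*, *SAVERM4668* and *SAVERM7350*. Equal array weights did so for *pteR*, *pteC*, *fecB*, *nrps6*, *scoD*, *fabH4*, *aveG*, *avaC*, *olmA5*, *olmC*, *SAVERM2989*, *gap1*, *ptlG*, *ptlF*, *ptlC*, *ptlB*, *ptlI*, *cyp14*, *SAVERM3157*, *nrps3-2*, *nrps3-3*, *SAVERM3162*, *SAVERM3163*, *SAVERM4562*, *sig60*, *hsp18_1*, *purN*, *uvrD1*, *thiC*, *galE5*, *mpg2*, *SAVERM1014*, *citE2*, *nuoJ1*, *SAVERM4247*, *clpC1*, *SAVERM3188*, *sti2*, *SAVERM705*, *SAVERM5755*, *ftsR*, *melC2*, *SAVERM5827*, *SAVERM468*, *SAVERM897*, *SAVERM899*, *SAVERM993* and *SAVERM1008*. A replicate block did so for *pteG*, *pteR*, *pteC*, *fecC1*, *fecB*, *nrps6*, *scoD*, *fabH4*, *SAVERM610*, *avaC*, *olmA5*, *SAVERM2989*, *gap1*, *ptlB*, *ptlI*, *cyp14*, *SAVERM3157*, *nrps3-2*, *nrps3-3*, *SAVERM3162*, *SAVERM3163*, *SAVERM4562*, *sig60*, *SAVERM1061*, *pgmA*, *uvrD1*, *thiC*, *galE5*, *mpg2*, *SAVERM1014*, *citE2*, *ltp3*, *nuoJ1*, *SAVERM4247*, *SAVERM515*, *SAVERM3188*, *sti2*, *SAVERM705*, *ftsR*, *melC2*, *cyp28*, *SAVERM468*, *SAVERM769*, *SAVERM897*, *SAVERM993* and *SAVERM1008*. The array column as a covariate did so for *pteG*, *pteC*, *fabH4*, *avaC*, *SAVERM3157*, *nrps3-3*, *SAVERM1061*, *uvrD1*, *thiC*, *ltp3*, *SAVERM3188*, *SAVERM5755*, *melC2*, *cyp28*, *SAVERM993* and *SAVERM4668*. Leaving out Δ*pteF* t1 replicate 1 did so for *pteG*, *pteR*, *fecC1*, *nrps6*, *scoD*, *fabH4*, *SAVERM610*, *aveG*, *avaC*, *olmA5*, *olmC*, *SAVERM2989*, *gap1*, *ptlG*, *ptlF*, *ptlD*, *ptlC*, *ptlB*, *ptlI*, *cyp14*, *SAVERM3157*, *nrps3-2*, *nrps3-3*, *SAVERM3162*, *SAVERM3163*, *SAVERM4562*, *hsp18_1*, *SAVERM703*, *SAVERM758*, *purN*, *uvrD1*, *galE5*, *mpg2*, *SAVERM1014*, *citE2*, *ltp3*, *nuoJ1*, *SAVERM2455*, *SAVERM4247*, *SAVERM515*, *clpC1*, *sti2*, *SAVERM218*, *SAVERM705*, *ftsR*, *SAVERM194*, *SAVERM468*, *SAVERM613*, *SAVERM769*, *SAVERM899*, *SAVERM993* and *SAVERM1008*. Leaving out wild-type t1 replicate 1 did so for *pteC*, *fecB*, *fabH4*, *aveG*, *avaC*, *olmA5*, *SAVERM2989*, *gap1*, *ptlB*, *ptlI*, *cyp14*, *SAVERM3157*, *nrps3-2*, *nrps3-3*, *SAVERM3162*, *SAVERM3163*, *SAVERM4562*, *sig60*, *sig10*, *SAVERM1061*, *pgmA*, *uvrD1*, *thiC*, *galE5*, *mpg2*, *citE2*, *nuoJ1*, *SAVERM4247*, *SAVERM4600*, *SAVERM3188*, *sti2*, *SAVERM705*, *SAVERM5755*, *ftsR*, *melC2*, *cyp28*, *SAVERM5827*, *SAVERM468*, *SAVERM897*, *SAVERM993*, *SAVERM4668* and *SAVERM7350*. Leaving out wild-type t1 replicate 3 did so for *pteC*, *fecB*, *scoE*, *olmA5*, *olmC*, *SAVERM2989*, *gap1*, *ptlF*, *ptlD*, *ptlC*, *ptlB*, *ptlI*, *cyp14*, *SAVERM3157*, *nrps3-2*, *nrps3-3*, *SAVERM3162*, *SAVERM3163*, *SAVERM4562*, *sig60*, *hsp18_1*, *hsp18_2*, *SAVERM1061*, *purN*, *uvrD1*, *thiC*, *galE5*, *mpg2*, *citE2*, *nuoJ1*, *SAVERM4247*, *clpC1*, *SAVERM3188*, *sti2*, *SAVERM5755*, *melC2*, *SAVERM5827*, *SAVERM899*, *SAVERM4668* and *SAVERM7350*. Leaving out Δ*pteF* t1 replicate 2 did so for *pteG*, *pteR*, *fecC1*, *fecB*, *nrps6*, *scoD*, *fabH4*, *SAVERM610*, *avaC*, *olmA5*, *olmC*, *ptlB*, *ptlI*, *SAVERM3157*, *nrps3-2*, *nrps3-3*, *SAVERM3162*, *SAVERM3163*, *sig60*, *hsp18_1*, *SAVERM1061*, *uvrD1*, *galE5*, *mpg2*, *SAVERM1014*, *citE2*, *ltp3*, *nuoJ1*, *SAVERM515*, *melC2*, *cyp28*, *SAVERM468*, *SAVERM769*, *SAVERM899*, *SAVERM993*, *SAVERM1008* and *SAVERM4668*. Leaving out wild-type t1 replicate 2 did so for *pteG*, *pteC*, *fabH4*, *SAVERM610*, *aveBVIII*, *aveG*, *SAVERM2989*, *cyp14*, *nrps3-3*, *SAVERM1061*, *uvrD1*, *thiC*, *ltp3*, *SAVERM515*, *SAVERM705*, *cyp28* and *SAVERM993*. Leaving out Δ*pteF* t1 replicate 3 did so for *aveG*, *SAVERM2989*, *cyp14*, *SAVERM4562*, *clpC1*, *SAVERM218*, *SAVERM705* and *ftsR*. Leaving out wild-type t2 replicate 1 did so for *pteC* and *nrps3-2*. Leaving out wild-type t2 replicate 3 did so for *pteC* and *nrps3-2*. None of these settings closed the gap of *pteB*, *SAVERM604*, *fadD2*, *SAVERM3164*, *SAVERM2963*, *clgR*, *melC1*, *SAVERM885* and *SAVERM616* at t1, and for every other gene the settings not named beside it left the gap open.

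Of the 71 Mc values that Tables 2 and S1 give for t2, 46 differed from those found here, 36 being larger in size here and 10 in the paper, with a different sign in 2. Each pair gives the paper's Mc value first and that of the fit here second. For the filipin cluster the paper's and the present values were 1.44 and 2.17 for *pteR*. For the *nrp6* cluster the paper's and the present values were 2.24 and 4.39 for *fecB*, 1.43 and 2.29 for *SAVERM610*, 1.22 and 2.22 for *SAVERM604*, 1.60 and 2.69 for *fadD2*, 1.75 and 2.93 for *scoE* and 0.99 and 2.24 for *fabC2*. For the *nrp3* cluster the paper's and the present values were -1.43 and -0.70 for *SAVERM3164*. For the melanin cluster the paper's and the present values were -1.85 and -0.68 for *melC2*. For the genes of genetic information, protein processing and amino acids the paper's and the present values were -1.12 and 0.23 for *wblE*, -0.75 and -0.53 for *sig40*, -2.02 and -1.04 for *cspD6*, 1.69 and 2.82 for *hsp18_1*, 1.84 and 3.22 for *hsp18_2*, 1.02 and 1.68 for *SAVERM758*, 1.09 and 1.93 for *cspD1*, 1.61 and 2.99 for *sig10* and 1.67 and 3.13 for *SAVERM1061*. For the genes of nucleotides, vitamins and DNA repair the paper's and the present values were 1.51 and 2.22 for *SAVERM757*. For the lipid genes the paper's and the present values were 1.50 and 2.71 for *fabC4* and 1.12 and 1.33 for *fabB2*. For the energy production genes the paper's and the present values were -1.37 and -0.022 for *atpF*. For the transport genes the paper's and the present values were -0.73 and -1.08 for *SAVERM4247* and 0.93 and 1.34 for *SAVERM2436*. For the genes of the cell envelope and morphological differentiation the paper's and the present values were -0.83 and 0.42 for *clgR*, -1.88 and -0.47 for *bldC*, -1.74 and -0.32 for *sti2* and 1.87 and 3.07 for *ctpB*. For the regulatory genes the paper's and the present values were 1.85 and 2.56 for *SAVERM323*, 1.31 and 2.19 for *SAVERM576*, 1.26 and 2.20 for *SAVERM678*, 1.41 and 1.94 for *SAVERM3850* and 1.83 and 2.42 for *SAVERM5755*. For the miscellaneous genes the paper's and the present values were -1.31 and -0.25 for *SAVERM3095*, 0.91 and 1.31 for *SAVERM194*, 2.51 and 4.05 for *SAVERM615*, 0.68 and 1.03 for *SAVERM812*, 2.71 and 4.45 for *SAVERM899*, 1.47 and 1.98 for *SAVERM990*, 0.92 and 1.53 for *SAVERM996*, 1.61 and 2.89 for *SAVERM1008*, 1.43 and 2.22 for *SAVERM1048*, 0.90 and 1.38 for *SAVERM1275*, 1.27 and 1.75 for *SAVERM1499*, 1.74 and 2.54 for *sprD1* and 2.56 and 3.44 for *SAVERM7350*.

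At t2 the Mc value came within the error of the paper's with loess for *SAVERM4247*, *scoE* and *SAVERM1499*. Agilent's processed signals did so for *melC2*, *sig40*, *cspD6*, *fabB2*, *SAVERM323*, *SAVERM5755* and *SAVERM3164*. The omission of background correction did so for *SAVERM757*, *fabB2*, *SAVERM4247*, *SAVERM323*, *pteR*, *SAVERM576*, *SAVERM678*, *SAVERM3850*, *SAVERM194*, *SAVERM615*, *SAVERM990*, *SAVERM1275*, *SAVERM1499* and *sprD1*. Quantile normalization of Cy5 did so for *SAVERM678*. The use of Cy3 signals alone did so for *cspD6*, *hsp18_1*, *hsp18_2*, *SAVERM757*, *atpF*, *SAVERM2436*, *clgR*, *pteR*, *SAVERM576*, *SAVERM678*, *SAVERM3850*, *SAVERM5755*, *SAVERM3164*, *SAVERM1275*, *SAVERM1499*, *sprD1* and *SAVERM7350*. Equal array weights did so for *SAVERM4247*, *SAVERM2436*, *SAVERM576*, *SAVERM678*, *SAVERM3850*, *SAVERM1275*, *SAVERM1499* and *sprD1*. A replicate block did so for *SAVERM4247*, *SAVERM323*, *SAVERM576* and *sprD1*. The array column as a covariate did so for *sig40*, *SAVERM323* and *SAVERM5755*. The omission of Δ*pteF* t2 replicate 2 did so for *melC2*, *sig40*, *hsp18_2*, *SAVERM1061*, *fabB2*, *SAVERM323*, *pteR*, *SAVERM576*, *SAVERM678*, *SAVERM3850*, *SAVERM615*, *SAVERM1499*, *sprD1* and *SAVERM7350*. The omission of Δ*pteF* t2 replicate 1 did so for *fabC4*, *SAVERM4247*, *SAVERM2436*, *pteR*, *SAVERM576*, *SAVERM678*, *SAVERM3850*, *SAVERM615*, *SAVERM1275*, *SAVERM1499*, *sprD1* and *SAVERM7350*. The omission of wild-type t2 replicate 1 did so for *fabB2*, *SAVERM2436*, *SAVERM1275* and *SAVERM1499*. The omission of wild-type t2 replicate 2 did so for *fabB2*, *SAVERM323*, *SAVERM576* and *SAVERM678*. The omission of Δ*pteF* t2 replicate 3 did so for *SAVERM4247* and *SAVERM1499*. The omission of wild-type t2 replicate 3 did so for *SAVERM3850* and *SAVERM1499*. The omission of wild-type t1 replicate 2 did so for *SAVERM323*. The omission of Δ*pteF* t1 replicate 3 did so for *SAVERM323*. None of these settings closed the gap of *wblE*, *SAVERM758*, *cspD1*, *sig10*, *fecB*, *SAVERM610*, *bldC*, *sti2*, *ctpB*, *SAVERM604*, *fadD2*, *fabC2*, *SAVERM3095*, *SAVERM812*, *SAVERM899*, *SAVERM996*, *SAVERM1008* and *SAVERM1048* at t2, and for every other gene the settings not named beside it left the gap open.

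No spot weights, correlated duplicates, the filter on genes well above background, the 6 arrays of a contrast and the trended and robust eBayes closed none of these gaps. Of the settings chosen after seeing the values, centring on all spots closed 13 at t1 and 4 at t2 and dropped 12 of the paper's 208 called genes and 12 of its 99, the negative controls as Cy3 background closed 1 at t1 and 2 at t2 and dropped 16 of the paper's 208 called genes and 12 of its 99, the filter against other-species probes closed 21 at t1 and 1 at t2 and dropped 100 of the paper's 208 called genes and 30 of its 99 and loess with equal array weights closed 10 at t1 and 5 at t2 and dropped 120 of the paper's 208 called genes and 72 of its 99, all of them gaps that a setting fixed beforehand closed too. Loess, which the paper's methods name, left open most of these gaps and opened 138 among the pairs that had not differed.

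Of the paper's 208 genes called at t1 in the authors' deposited table, 16 were not called here, all with a Mc value under 1 in size. Their Mc values here were -0.93 for *cutS*, -0.94 for *SAVt07G*, -0.71 for *SAVERM6679*, -0.89 for *SAVERM4327*, -0.21 for *sti2*, -0.95 for *zmp4*, -0.95 for *SAVERM3164*, -0.81 for *SAVERM4528*, -0.86 for *cobJ*, -0.63 for *SAVERM2989*, -0.87 for *ptlE*, -0.98 for *SAVERM2060*, -0.88 for *SAVERM4562*, -0.71 for *SAVERM3188*, -0.94 for *SAVt33G* and -0.92 for *SAVERM1745*. With Agilent's processed signals, *cutS*, *SAVt07G*, *SAVERM6679*, *SAVERM4327*, *SAVERM3164*, *SAVERM4528*, *cobJ*, *ptlE*, *SAVERM2060*, *SAVERM4562*, *SAVERM3188*, *SAVt33G* and *SAVERM1745* were called. With Cy3 signals alone, *cutS*, *SAVERM2060*, *SAVERM4562*, *SAVERM3188*, *SAVt33G* and *SAVERM1745* were called. With equal array weights, *cutS*, *SAVt07G*, *SAVERM3164*, *cobJ*, *SAVERM2060* and *SAVERM3188* were called. With the array column as a covariate, *SAVt07G*, *SAVERM3164*, *SAVERM4528*, *SAVERM2060* and *SAVt33G* were called. With a replicate block, *cutS*, *SAVt07G*, *SAVERM3164* and *SAVERM2060* were called. The fit without Δ*pteF* t1 replicate 1 called *cutS*, *SAVERM3164* and *SAVERM4562*. The fit without Δ*pteF* t1 replicate 2 called *cutS*, *SAVERM3164* and *SAVERM2060*. The fit without wild-type t1 replicate 1 called *SAVt07G*, *cobJ* and *SAVERM3188*. With quantile normalization of Cy5, *SAVERM3164* and *SAVERM2060* were called. The fit without wild-type t1 replicate 2 called *SAVERM3164* and *SAVERM2060*. The fit without wild-type t1 replicate 3 called *cobJ* and *SAVERM1745*. With no background correction, *SAVERM4327* was called. The fit without Δ*pteF* t1 replicate 3 called *zmp4*. Chosen after seeing the values, centring on all spots called *SAVERM4327*, *zmp4*, *SAVERM2060*, *SAVt33G* and *SAVERM1745* and dropped 12 of the 208. Chosen after seeing the values, the filter against other-species probes called *cutS*, *SAVt07G*, *SAVERM3164* and *SAVt33G* and dropped 100 of the 208. No setting that was run called *sti2* and *SAVERM2989*.

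Of the paper's 99 genes called at t2 in the authors' deposited table, 13 were not called here, all with a Mc value under 1 in size. Their Mc values here were -0.98 for *agaB1*, -0.73 for *SAVt29G*, -0.47 for *bldC*, -0.72 for *SAVERM2050*, -0.32 for *sti2*, -0.68 for *melC2*, -0.70 for *SAVERM3164*, -0.88 for *SAVERM4784*, -0.25 for *SAVERM3095*, 0.23 for *wblE*, -0.97 for *SAVt44G*, -0.82 for *rpmB1* and -0.022 for *atpF*. With Agilent's processed signals, *agaB1*, *SAVt29G*, *SAVERM2050*, *melC2*, *SAVERM3164*, *SAVERM4784*, *SAVt44G* and *rpmB1* were called. With Cy3 signals alone, *agaB1*, *SAVt29G*, *SAVERM2050*, *SAVERM3164*, *SAVERM4784*, *SAVt44G* and *rpmB1* were called. With the array column as a covariate, *agaB1*, *SAVERM4784*, *SAVt44G* and *rpmB1* were called. The fit without wild-type t2 replicate 1 called *agaB1*, *SAVt44G* and *rpmB1*. The fit without wild-type t2 replicate 2 called *agaB1* and *SAVt44G*. With equal array weights, *agaB1* was called. With quantile normalization of Cy5, *SAVt44G* was called. The fit without Δ*pteF* t2 replicate 3 called *SAVt44G*. Chosen after seeing the values, centring on all spots called *agaB1* and *SAVt44G* and dropped 12 of the 99. Chosen after seeing the values, the filter against other-species probes called *agaB1* and *SAVt44G* and dropped 30 of the 99. Chosen after seeing the values, the negative controls as Cy3 background called *agaB1* and dropped 12 of the 99. No setting that was run called *bldC*, *sti2*, *SAVERM3095*, *wblE* and *atpF*.

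The remaining differences concern genes and directions. The reduced transcription that the paper gives for the oligomycin genes was found at t1, where every one of the 14 Mc values lay below 0 (-1.58 to -0.28) and 2 genes were underexpressed, whereas at t2 4 genes were overexpressed and none was underexpressed. Its regulator gene *olmRII* had -0.99 at t1 (adjusted *p* = 0.0228), under 1 in size, and 1.13 at t2 (adjusted *p* = 0.000607). It was underexpressed at t1 with equal array weights (-1.32, and 0.66 at t2), Agilent's processed signals (-1.28), Cy3 signals alone (-1.25) and a replicate block (-1.23) and without Δ*pteF* t1 replicate 2 (-1.18) or wild-type t2 replicate 1 (-1.00), and, chosen after seeing the values, with centring on all spots, which dropped 12 of the paper's 208 called genes, and the filter against other-species probes, which dropped 100. The genes *olmA1* and *olmA2*, which the paper counts among those with changed expression, had -0.68 at t1 (adjusted *p* = 0.0203) and -0.29 at t1 (adjusted *p* = 0.313). The paper states that all *ptl* genes and their regulator gene decreased. Of 14 genes none was called at t1, with Mc values from -0.87 to 0.60 and a median of -0.43, and 8 were overexpressed at t2. It counts the *nrp3* and *melC-1* clusters among those with reduced transcription. Of the 10 genes of *nrp3* none was called at t1, with a median of -0.22, and 2 were underexpressed at t2, and neither gene of *melC-1* was called in either phase, with a median of -0.018 at t1 and -0.55 at t2. The paper reports that the *ezs* and *pk4* genes and the polyketide synthase genes *pteA1* and *pteA2* missed its criteria. Here 2 of the 2 *ezs* genes were overexpressed and 3 of the 3 *pk4* genes underexpressed at t1, *pteA1* had -1.05 at t1 (adjusted *p* = 0.00204) and *pteA2* -0.81 at t1 (adjusted *p* = 0.0228). The t2 calls of the *olm*, *ptl* and *nrp3* genes were all lost without Δ*pteF* t2 replicate 1, without its replicate 2 and with equal array weights, and 2 of the *olm* calls were kept without its replicate 3 and 3 of the *ptl* calls without wild-type t2 replicate 2. Without wild-type t2 replicates 1 and 3, 1 *nrp3* call was kept each time. At t1 the omission of any array of that phase left 1 *olm* call, that of wild-type t1 replicate 1 0 *ezs* and 0 *pk4* calls, that of its replicate 3 0 *ezs* calls and that of Δ*pteF* t1 replicate 1 0 *ezs* and 1 *pk4* call, and *pteA1* was not called without wild-type t1 replicates 1 and 3 and Δ*pteF* t1 replicates 1 and 2.

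Of the genes that the paper gives as underexpressed, *wblE* had 0.20 at t1 (adjusted *p* = 0.659) and 0.23 at t2 (adjusted *p* = 0.389), *sti2* had -0.21 at t1 (adjusted *p* = 0.567) and -0.32 at t2 (adjusted *p* = 0.145), *clgR* had -0.30 at t1 (adjusted *p* = 0.304) and 0.42 at t2 (adjusted *p* = 0.0293) and *atpF* had 0.06 at t1 (adjusted *p* = 0.871) and -0.022 at t2 (adjusted *p* = 0.922). In *clpC1*, which it names beside *clgR*, the Mc value was -0.13 at t1 (adjusted *p* = 0.77) and 0.51 at t2 (adjusted *p* = 0.0537). It states that every *nuo* gene decreased. The 14 Mc values at t1 ran from -1.40 to 0.50 with a median of -0.82, and 4 genes were underexpressed. Among the lipid genes that it gives as increased in the exponential phase, *accA2* had -0.34 at t1 (adjusted *p* = 0.211) and 1.21 at t2 (adjusted *p* = 2.7e-05), while *fabC4* and *echA1* were overexpressed at t1. The paper places the precursor genes and the vitamin genes in the exponential phase alone. Among them *pgmA* had 2.18 at t2 (adjusted *p* = 3.73e-06) and *thiC* 1.13 at t2 (adjusted *p* = 8.29e-05), both of them called. The call of *pgmA* was lost without Δ*pteF* t2 replicate 1 and that of *thiC* without its replicates 1 and 3, and that of *accA2* without Δ*pteF* t2 replicates 1 and 2. The pairs of *melC1* and *SAVERM2963* at t1 rest on values of Table S1 that the authors' deposited table does not carry for that phase. The latter gives -0.618 at t1 and -1.681 at t2 for *melC1*, and 0.096 at t1 for *SAVERM2963*.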

Other observations

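Several gene groups fixed beforehand held overexpressed genes at t2, and the genes named here that neither the rule nor the paper names were chosen after their values had been seen (Mc values ± SE, n = 3 arrays per strain, limma). Of 10 genes of the phosphate regulon, 4 were overexpressed at t2 and none was underexpressed. They were the neighbouring genes *pstS*, *pstC*, *pstA* and *pstB* of the high-affinity phosphate transporter, with 1.79 ± 0.36, 2.67 ± 0.30, 2.05 ± 0.25 and 1.52 ± 0.26. The list had a median of 0.92 (camera adjusted *p* = 0.00081, and adjusted *p* = 0.705 with an estimated correlation). At t1, 2 of its genes were underexpressed, the phosphatase genes *phoA* (-2.01 ± 0.28) and *phoC* (-2.61 ± 0.42), with a median of 0.27 and a camera direction above 0 but a mean of -0.11 (adjusted *p* = 0.904). In the list of the cytochrome oxidase and the bc1 complex of the respiratory chain, 4 of 9 genes were overexpressed at t2, namely *ctaC* (1.12 ± 0.20), *ctaE* (1.01 ± 0.26), *qcrA* (1.05 ± 0.23) and 1 of the 2 *ctaD* genes, and the median was 0.99 (adjusted *p* = 0.00366, and 0.705 as the adjusted *p* with an estimated correlation). At t1 limma called none of them, 4 passed at an unadjusted *p* under the threshold, and the median was 0.59 (adjusted *p* = 0.233, but 0.0283 with the array column as a covariate). The cluster for the siderophore desferrioxamine had 4 of 6 genes overexpressed at t2, *desA* among them with 1.49 ± 0.22, and a median of 1.13 (adjusted *p* = 0.00366, and 0.705 as the adjusted *p* with an estimated correlation), against none called at t1 (1 at an unadjusted *p*) and a median of 0.48 (adjusted *p* = 0.115, but 0.00599 with Cy3 signals alone and 0.0337 with the 6 arrays of the contrast). Of 15 genes of heat shock proteins and chaperones, 3 were overexpressed at t1 and 6 at t2, with medians of 0.41 (adjusted *p* = 0.0126, and 0.357 as the adjusted *p* with an estimated correlation) and 0.50 (adjusted *p* = 0.0102 and 0.705). Those called in both phases were *htpX1*, *hsp18_1* and *hsp18_2*, which the paper names, *hsp18_1* and *hsp18_2* in the segment with the low Cy5 signal, and those called at t2 alone encode the chaperonins, *groES* (1.98 ± 0.29) and both *groL* genes. These counts were the same when adjusted over the list alone, and the difference between the phases was not tested for the lists. The t2 calls of the phosphate, cytochrome and desferrioxamine genes were lost without Δ*pteF* t2 replicate 1, without its replicate 2 and with equal array weights, each of which kept 2 of the 6 heat shock calls, and without wild-type t2 replicate 2, 1 cytochrome and 2 desferrioxamine calls were kept. Agilent's processed signals kept 0 cytochrome and 2 desferrioxamine calls, Cy3 signals alone 0 and 0, and a replicate block 2 and 1. Without the Δ*pteF* replicates 1 and 2 camera gave adjusted *p* = 0.106 and 0.217 for the cytochrome list, 0.128 and 0.123 for that of desferrioxamine, 0.046 and 0.0307 for the phosphate regulon and 0.00924 and 0.0307 for heat shock. There the mean Mc values went, in the same order, from 0.86 to 0.41 and 0.29, from 1.07 to 0.46 and 0.42, from 1.16 to 0.57 and 0.55 and, without replicate 2, from 0.86 to 0.57. With loess every call of a gene or list in these groups was lost in both phases, the Mc values at t2 of *ctaC*, *ctaE*, the called *ctaD* gene and *SAVERM5271*, of the desferrioxamine cluster, and the mean of the cytochrome list (-0.11) turned below 0, and with Cy3 signals alone camera called none of these lists at t2. Nor did it with the filter against other-species probes, chosen after seeing the data. Its adjusted *p* values were 0.183 for the phosphate regulon, 0.374 for the cytochrome list, 0.275 for desferrioxamine and 0.374 for heat shock. All genes that passed this filter had a median Mc value of 0.63 at t2, where Mc rose with brightness outside the segment (Spearman's rho 0.763). The lists were thus not set apart from other bright genes. At t1 the heat shock list was not called without wild-type t1 replicate 3 (adjusted *p* = 0.332) or Δ*pteF* t1 replicates 1 and 2 (0.164 and 0.0501), nor with equal array weights (0.0759), Agilent's processed signals (0.277) or Cy3 signals alone (0.0948), and 1 of the phosphatase calls was lost without wild-type t1 replicate 1.

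Of 11 genes of purine biosynthesis, 4 were overexpressed at t1, namely *purN* and *purQ*, which the paper lists, *purH* (1.28 ± 0.23) and *purS* (1.38 ± 0.23), and every Mc value of the list lay above 0 with a median of 0.97 (adjusted *p* = 8.58e-07, and 0.225 as the adjusted *p* with an estimated correlation). None was called at t2, where 5 passed at an unadjusted *p* under the threshold in limma (adjusted *p* = 0.177 for the list). In the cluster of geosmin, a volatile terpenoid of many streptomycetes, *cyc2* (1.30 ± 0.29) and *SAVERM2164* (1.21 ± 0.22) of 3 genes were overexpressed at t1, with a median of 1.21 (adjusted *p* = 0.017, and 0.225 as the adjusted *p* with an estimated correlation). At t2 none was called (2 at an unadjusted *p*), and the median was -0.10 while the mean and the direction of camera lay above 0 (adjusted *p* = 0.823). Of 5 genes of proline and ornithine catabolism, 4 were underexpressed at t1, all of them named in the paper, with a median of -1.64 (adjusted *p* = 0.000192, and 0.225 as the adjusted *p* with an estimated correlation), and none at t2 (2 at an unadjusted *p*, adjusted *p* = 0.823 for the list). The counts adjusted over the list alone were the same. Of the purine, geosmin and proline calls, the numbers kept were 0, 0 and 1 with loess and 2, 1 and 3 with equal array weights. They were 1, 0 and 3 in the fit that left out wild-type t1 replicate 1, and 3, 1 and 3 in the fit that left out Δ*pteF* t1 replicate 1. The omission of wild-type t1 replicate 3 kept 1 purine and 0 geosmin calls, and that of Δ*pteF* t1 replicate 2 kept 1 geosmin call. The geosmin list was not called without wild-type t1 replicates 1 and 3 (adjusted *p* = 0.0663 and 0.06), nor the purine list with loess (0.179). The mean of the proline list, -2.13, was -1.12 without wild-type t1 replicate 1 and -0.47 with loess, and that of the purine list, 0.97, was 0.63 and 0.61 without wild-type t1 replicates 1 and 3, 0.62 with Cy3 signals alone and 0.15 with loess. Both *cyc2* and *SAVERM2164* stayed under the 95th percentile of the other-species probes in Cy3 on all 12 arrays.

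Of the 1197 genes of the left chromosome end, 958 of which lie in the segment with the low Cy5 signal, 193 were overexpressed and 20 underexpressed at t1 (193 and 21 when adjusted over the list alone), with a median of 0.03 (adjusted *p* = 0.000423, and 0.582 as the adjusted *p* with an estimated correlation). At t2 the counts were 144 and 36, also over the list alone, and the median -0.26 (adjusted *p* = 0.823), but the list was higher at t2 with loess (mean 0.65, adjusted *p* = 1.12e-11), Cy3 signals alone (0.22, adjusted *p* = 7.36e-06) and Agilent's processed signals (0.20, adjusted *p* = 0.0236) and, chosen after seeing the data, with the filter against other-species probes (1.40, adjusted *p* = 8.56e-08) and loess with equal array weights (0.57, adjusted *p* = 8.96e-11). The right end, with 470 genes, had 14 overexpressed and 12 underexpressed at t1 (14 and 10 over the list alone), a median of -0.16 (adjusted *p* = 0.0472, and 0.582 as the adjusted *p* with an estimated correlation), and 34 and 9 at t2 (adjusted *p* = 0.499). The t2 calls in both directions together numbered 18 at the left and 1 at the right end without Δ*pteF* t2 replicate 1, and 66 and 4 without its replicate 2, where the left end had a mean of 0.12 (adjusted *p* = 0.0307). The t1 calls numbered 136 and 7 without wild-type t1 replicate 1, 179 and 7 without its replicate 3, 160 and 10 without Δ*pteF* t1 replicate 1 and 183 and 15 without its replicate 2, and the mean of the left end at t1, 0.26, was 0.47 and 0.49 without wild-type t1 replicates 1 and 3, 0.42 with equal array weights, 0.60 with loess and 0.62 with Agilent's processed signals. The right end was not called at t1 without any of these, with adjusted *p* = 0.618, 0.433, 0.0984 and 0.0875, nor without wild-type t2 replicate 1 (0.06), or with equal array weights (0.326), loess (0.534), Agilent's processed signals (0.129), Cy3 signals alone (0.24), a replicate block (0.122) or the array column as a covariate (0.0711), and without wild-type t1 replicate 1 its mean turned to 0.029.

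The remaining lists fixed beforehand were not called by camera in either phase, and limma called as many of their genes over the list alone as over all genes. None of the 8 genes of the spore pigment cluster was called (0 at an unadjusted *p* at t1 and 6 at t2), with medians of -0.23 and -0.51 (adjusted *p* = 0.227 and 0.177 for the list). The same held for the 7 carotenoid genes, all in the segment with the low Cy5 signal (0 and 6 at an unadjusted *p*), with medians of -0.21 and -0.55 (adjusted *p* = 0.269 and 0.089, the latter 0.0386 without Δ*pteF* t2 replicate 3). Of the 5 genes at the locus of avenolide, the signalling molecule for avermectin production, none was called (2 and 3 at an unadjusted *p*), and *avaR1*, for its receptor, had -0.85 ± 0.14 at t2, under 1 in size (adjusted *p* = 0.787 and 0.823 for the list). Among 5 hopanoid genes the squalene-hopene cyclase gene *shc* was called at t2, with 1.02 ± 0.22, and none at t1 (2 at an unadjusted *p*, and adjusted *p* = 0.227 and 0.299 for the list in the 2 phases). Among 4 genes of the compatible solute ectoine, *SAVERM6396* was called at t2, with 1.31 ± 0.24, and none at t1 (1 at an unadjusted *p*), and at t2 the median was -0.047 but the mean 0.23 (adjusted *p* = 0.205 and 0.77, the former 0.0474 with the array column as a covariate). Of 12 cobalamin genes, 1 of the 2 *cobT* genes was overexpressed at t2 and none was called at t1 (5 at an unadjusted *p*), with a median of -0.12 but a mean of 0.15 at t2 (adjusted *p* = 0.269 and 0.641). The cobalamin list passed at t1 without wild-type t1 replicate 1 (adjusted *p* = 0.00848), without its replicate 3 (0.0118) and with equal array weights (0.0225), Agilent's processed signals (0.0478) and Cy3 signals alone (0.0373), in each case below 0. The 2 cold shock genes went apart at t2, where *cspD1* had 1.93 ± 0.18 and *cspD6* -1.04 ± 0.23, and *cspD1*, which lies in the segment, was also called at t1 (adjusted *p* = 0.233 and 0.661 for the list). None of the t2 calls in the hopanoid, ectoine, cobalamin and cold shock lists was kept without Δ*pteF* t2 replicate 1, only that of *cspD1* without its replicate 2, and those of *shc* and *cspD6* were lost without wild-type t2 replicates 2 and 3, respectively. Both *shc* and *cspD6* changed sign at t2 with loess. The call of *shc* was also lost with Agilent's processed signals, Cy3 signals alone, equal array weights or a replicate block, and without background correction. That of *SAVERM6396* was lost with loess, Cy3 signals alone and equal array weights.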
